# Phospholipids of APOE lipoproteins activate microglia in an isoform-specific manner in preclinical models of Alzheimer’s disease

**DOI:** 10.1038/s41467-021-23762-0

**Published:** 2021-06-07

**Authors:** Nicholas F. Fitz, Kyong Nyon Nam, Cody M. Wolfe, Florent Letronne, Brittany E. Playso, Bistra E. Iordanova, Takashi D. Y. Kozai, Richard J. Biedrzycki, Valerian E. Kagan, Yulia Y. Tyurina, Xianlin Han, Iliya Lefterov, Radosveta Koldamova

**Keywords:** Alzheimer's disease, Astrocyte, Microglia, Molecular neuroscience

## Abstract

APOE and Trem2 are major genetic risk factors for Alzheimer’s disease (AD), but how they affect microglia response to Aβ remains unclear. Here we report an APOE isoform-specific phospholipid signature with correlation between human *APOEε3/3* and *APOEε4/4* AD brain and lipoproteins from astrocyte conditioned media of APOE3 and APOE4 mice. Using preclinical AD mouse models, we show that APOE3 lipoproteins, unlike APOE4, induce faster microglial migration towards injected Aβ, facilitate Aβ uptake, and ameliorate Aβ effects on cognition. Bulk and single-cell RNA-seq demonstrate that, compared to APOE4, cortical infusion of APOE3 lipoproteins upregulates a higher proportion of genes linked to an activated microglia response, and this trend is augmented by TREM2 deficiency. In vitro, lack of TREM2 decreases Aβ uptake by APOE4-treated microglia only, suggesting TREM2-APOE interaction. Our study elucidates phenotypic and transcriptional differences in microglial response to Aβ mediated by APOE3 or APOE4 lipoproteins in preclinical models of AD.

## Abstract (web summary)

Microglia can clear amyloid plaques in Alzheimer’s disease. Here, the authors show that specific isoforms of the phospholipid forming APOE lipoproteins activate microglia in pre-clinical mouse models of Alzheimer’s disease.

## Introduction

Late-onset Alzheimer’s disease (AD) is age-related dementia characterized by amyloid β (Aβ) plaques, neurofibrillary tangles, and cognitive decline^1^. Inheritance of Apolipoprotein (*APOE*) ε4 allele is the major genetic risk factor for late-onset AD, modifying disease risk and progression in an isoform-dependent manner (*ε2* < *ε3* < *ε4*, with *ε4* bringing the highest risk)^2,3^. Isoform differences in amino acids at position 112 affects lipid binding properties of APOE and at 158 the receptor-binding affinity to APOE receptors^4^. APOE is a major lipid transporter and the structural differences result in different lipid binding properties. Thus, APOE4 preferentially binds lower density lipoproteins (LDL, VLDL) whereas APOE3 and APOE2 bind high-density lipoproteins (HDL)^5^. In a recent study we applied shotgun lipidomics to measure the major phospholipid classes and their molecular species in brains of AD patients of different *APOE* genotypes^6^. Our data demonstrated that few of these phospholipids were significantly lower in *APOEε4/c* carriers vs. *APOEε2/c* carriers^6^. In the brain, APOE is primarily secreted by astrocytes and, to a lesser extent microglia, in a lipid-poor form^7^. ABCA1 transporter mediates the transfer of phospholipids and cholesterol to lipid-free APOE, thus forming discoidal HDL particles (reviewed in Koldamova et al.^8^). APOE3 and APOE4 lipoproteins isolated from astrocytes conditioned media (referred to as E3 and E4 lipoproteins) are composed of proteins, cholesterol, and phospholipids and deficient of cholesteryl esters^9^. It has been reported that the APOE lipidation state significantly impacts Aβ aggregation^10^ and Aβ clearance at the blood–brain barrier (BBB)^11^. APOE4 isoform is associated with impaired Aβ uptake, clearance, and degradation^12^, resulting in higher amyloid load in APP transgenic mice^13,14^. Interestingly, a study by Verghese et al. suggested that APOE influences Aβ clearance in vivo not through direct binding but via its interaction with other cell surface receptors^15^.

Microglia can have beneficial effects assisting Aβ clearance and by forming a barrier surrounding amyloid plaques but can also be detrimental, causing chronic neuroinflammation (reviewed in Deczkowska et al^16^. and Hansen et al^17^.). Recent comprehensive single-cell RNA sequencing (scRNA-seq) analysis in mouse models of neurodegeneration discovered a subset of microglia named disease-associated microglia (DAM)^18,19^. The upregulation of DAM genes is usually accompanied by a decreased expression of homeostatic microglia genes responsible for maintaining the normal microglia function of surveillance. Among DAM genes are genes associated with increased risk for AD, such as *APOE* and *TREM2*. It has been reported that TREM2 can recognize a variety of ligands including APOE, HDL, and LDL, which could affect microglial interaction with Aβ and APOE^20–22^. APOE and TREM2 are essential for the development of microglia barrier around the plaques^23^. Recently, we demonstrated that the lack of TREM2 differentially affects the phenotype and transcriptome of human APOE3- and APOE4-expressing mice^24^. TREM2 deficiency increased plaque growth concurrently to the impairment of microglia barrier, an effect most pronounced at earlier stages of amyloid deposition. Interestingly, lack of *Trem2* significantly decreased plaque-associated APOE protein only in APOE4 but not in APOE3 mice in agreement with gene expression data.

In this study, after performing lipidomic analysis of native E3- and E4-lipoproteins and brain samples from *APOEε3/3* and *APOEε4/4* AD patients, we identified a common phospholipid signature between their major phospholipid classes. We hypothesized that isoform-specific phospholipid composition of E3 and E4 native lipoproteins would elicit distinct phenotypic and transcriptomic response by microglia. We used in vivo two-photon imaging and determined that the infusion of Aβ with E3 lipoproteins induced a more rapid microglial response than with E4 lipoproteins. Behavioral testing following cortical Aβ infusion demonstrated that both native lipoproteins ameliorated Aβ deleterious effects on cognition, with APOE3 exhibiting a higher efficacy than APOE4. To determine how E3 and E4 lipoproteins affect gene expression in microglia in response to Aβ, we performed bulk and scRNA-seq. Collectively, the data showed that the addition of E3 lipoproteins to Aβ upregulated a higher proportion of DAM genes and is associated with more active transcriptomic response than E4. scRNA-seq identified microglia-specific clusters affected by *Trem2* deficiency, suggesting that lack of *Trem2* impairs the transition of microglia from homeostatic to activating state. Compared to E3, E4-expressing microglia showed a reduced Aβ uptake that was additionally aggravated by *Trem2* deficiency. Together, our findings have elucidated unique phenotypic and transcriptional differences in the microglial response to Aβ in the presence of E3 or E4 lipoproteins.

## Results

### Common APOE dependent phospholipid signature between human AD brains and native APOE lipoproteins

Previously, we have shown a significant APOE isoform-specific difference in phospholipid content in the brains of AD patients, specifically that AD brains from *APOEε2* carriers have a unique lipid profile^6^. In the present study, we compared the phospholipid profile of native APOE lipoproteins isolated from conditioned media of APOE3 and APOE4 primary astrocytes to those of *APOEε4/4*, *APOEε4* carriers, and *APOEε3/3* brain samples from AD patients (Supplementary Table 1). The primary astrocytes were established from mice expressing human APOE3 or APOE4 isoforms^24^. To measure the most abundant nine phospholipid classes in human brain, we re-analysed multi-dimensional mass spectrometry shotgun lipidomics (MDMS-SL) data used in Lefterov et al^6^., and compared it with a new MDMS-SL analysis of APOE lipoproteins. We found that out of nine phospholipid classes, five (PE, PI, PS, SM, and PA) had a statistically higher level in *APOEε3/3* vs. *APOEε4/4* brains while *APOEε4* carrier levels were in the middle (Fig. 1a). Overall, except of PG, APOE-containing lipoproteins had a similar direction of fold change for each class as the human samples (Fig. 1b). In the lipoprotein dataset, we found that PI, PS, SM, and LPC were statistically higher in E3 vs. E4 lipoproteins (for the abbreviation see the legend of Fig. 1). We also found that total phospholipids concentration was higher in CSF of APP/E3 vs. APP/E4 mice (Supplementary Fig. 1k). Lipoproteins derived from E3/Abca1^het^ and E4/Abca1^het^ astrocytes^13^ were used as negative controls and, as expected, demonstrated half of the phospholipid content of their wild-type counterparts (Supplementary Fig. 1). Correlation analysis (Fig. 1c) demonstrated that a very strong correlation existed between all phospholipid species examined, excluding PG. As shown on Fig. 1d, e, 103 lipid species were commonly identified in the human and lipoprotein samples, most of which were affected in APOE isoform-specific manner in both datasets and were higher in E3 samples.

**Fig. 1:**
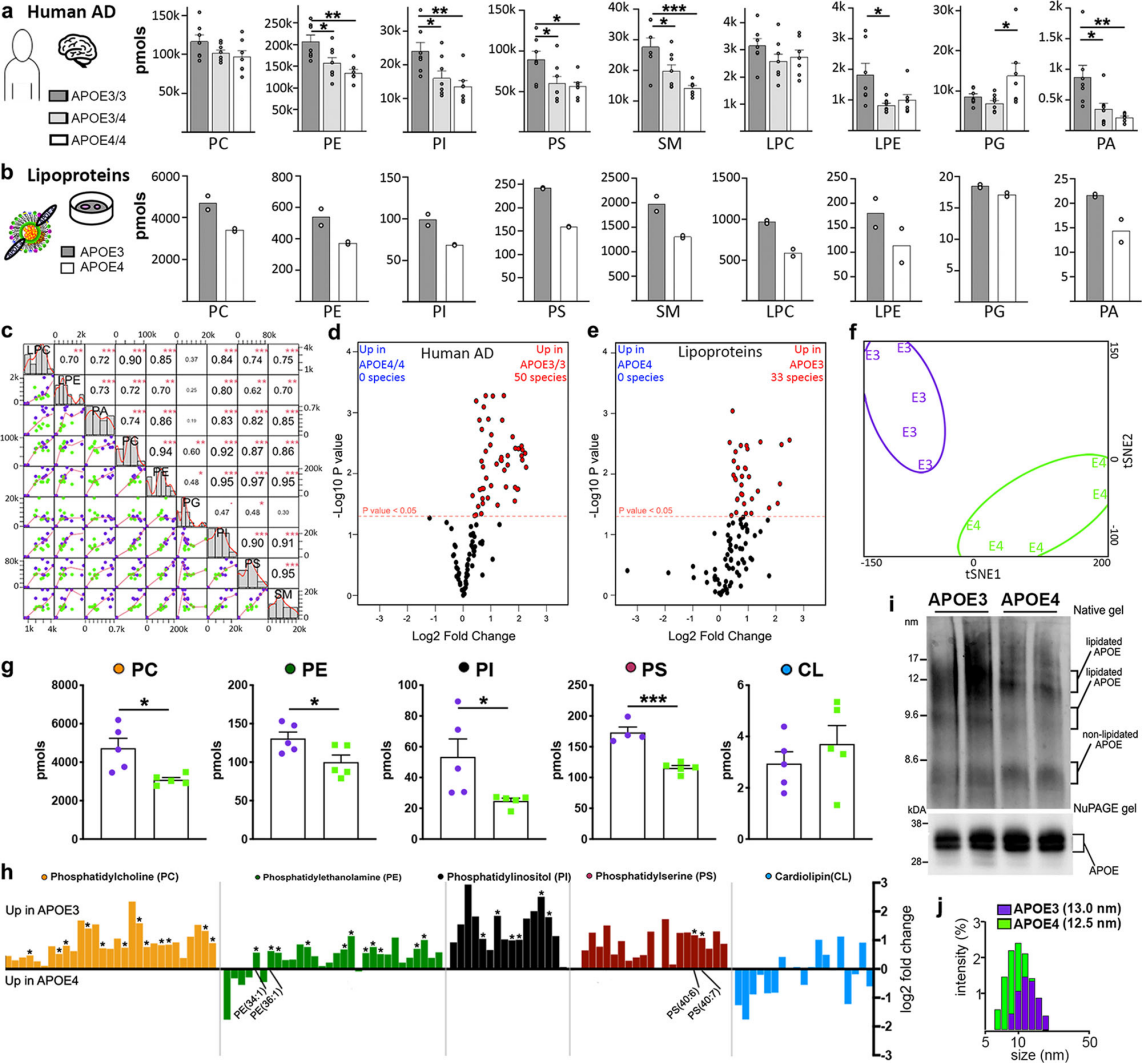
Common phospholipid signature between APOEε4/4 and APOEε3/3 human AD brains and APOE3 and E4 native lipoproteins. **a**, **b** The phospholipid compositions of *APOEε3/3* (*n* = 7), *APOEε3/4* (*n* = 8), and *APOEε4/4* (*n* = 7) brains from AD patients and native APOE3 and APOE4 lipoproteins were determined using MDMS-SL. Brain samples were from the inferior parietal lobe. Native lipoproteins were derived from pooled APOE3 or APOE4 astrocyte conditioned media and two samples of each were measured. Bar charts of nine lipid classes analyzed by Shotgun lipidomics in human (**a**) and native lipoprotein (**b**) datasets. Analysis is by ANOVA followed by Tukey’s multiple comparison test. PE, *p* = 0.0256 (E33 vs. E34), *p* = 0.0021 (E3/3 vs. E4/4); PI, *p* = 0.0432 (E33 vs. E34), *p* = 0.0094 (E3/3 vs. E4/4); PS, *p* = 0.0464 (E33 vs. E34), *p* = 0.0274 (E3/3 vs. E4/4); SM, *p* = 0.0357 (E33 vs. E34), *p* = 0.0007 (E3/3 vs. E4/4); LPE, *p* = 0.0139 (E33 vs. E34); PG, *p* = 0.0326 (E3/3 vs. E4/4); PA, *p* = 0.0177 (E33 vs. E34), *p* = 0.0039 (E3/3 vs. E4/4). **c** Correlation matrix of the nine lipid classes analyzed in human and lipoprotein lipidomics data shows correlation scatter plots (bottom-left), histograms of lipid amount (diagonal), and correlation coefficients between lipid classes (top-right). Purple dots denote *APOEε3/3*, green dots denote *APOEε4/4*. Axes, pmol for each lipid species. **d**, **e** Volcano plots depict all 103 lipid species commonly identified in the human (**d**) and lipoprotein (**e**) datasets. Red denotes species which are significantly upregulated in *APOEε3/3* brains or APOE3 lipoproteins. X axis, log2 fold change and y axis, –log10*P* value for all lipid species. **e**–**j** Data for native APOE3 or APOE4 lipoproteins derived from astrocyte conditioned media. **f**–**h** LC/MS analysis of five Phospholipid classes of APOE3 and E4 lipoproteins. **f** tSNE plot shows unique clustering of all lipids from lipoprotein samples according to APOE isoform: E3 (purple) and E4 (green). **g** Bar charts of major lipid classes of E3 and E4 native lipoproteins comprising all the lipids species shown in panel **h**. Analysis by two-tailed unpaired *t*-test. PC, *p* = 0.0152; PE, *p* = 0.0390; PI, *p* = 0.0417; PS, *p* = 0.0003. **h** Bar chart representing fold change of E3 compared to E4 lipoproteins for individual lipid species from five lipid classes. Significantly impacted species which are found in abundance from the PS and PE classes are labeled. **i** Top: Native gel electrophoresis probed for APOE. The diameter of native markers (in nm) are shown on the left. The migration of lipidated and non-lipidated APOE is shown on the right indicated with brackets. Bottom: SDS-NuPAGE gel followed by Western blot for APOE. **j** The size distribution of E3 (purple) and E4 (green) native lipoproteins was assessed by dynamic light scattering using a Zetasizer. Lipidomic analysis was performed on two independent APOE preparations measured in duplicate. The phospholipid content for each APOE isoform was normalized to APOE protein amount as determined by SDS NuPAGE. Bars represent mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001. CL Cardiolipin, LPC lysophosphatidylcholine, LPE lysophosphatidylethanolamine, PA phosphatidic acid, PC phosphatidylcholine, PE phosphatidylethanolamine, PG phosphatidylglycerol, PI phosphatidylinositol, PS phosphatidylserine, and SM sphingomyelin.

To confirm the results from shotgun lipidomics of APOE native particles, we applied liquid chromatography-mass spectrometry (LC-MS) and measured five of the phospholipid classes reported to comprise the bulk of brain APOE-containing lipoproteins^9^, namely: PC, PE, PI, and PS; while CL was used as a control. The tSNE clustering shown on Fig. 1f demonstrated that the phospholipid molecular species from the two APOE isoforms segregated in separate groups, forming distinct clusters. Similarly to the MDMS-SL results, we found that the negatively charged phospholipids (PI, PE, and PS) were significantly higher in E3 than in E4 lipoproteins while CL was unchanged (Fig. 1g, h). Additionally, specific subspecies of PE and PS (PE36:1, PE36:2, PS36:1, and PS40:6) represented a large portion of the total amount of those classes and were found in significantly less abundance in APOE4 lipoproteins. These specific subspecies may represent potential lipid activation signals which impact receptor binding and could activate signal transduction pathways.

Since the diameter of lipoproteins is commonly used to represent their lipidation^25^, we used non-denaturing native gel electrophoresis (Fig. 1i) and dynamic light scattering assay (Fig. 1j) to determine the diameter of APOE native particles. The results demonstrated that the size of E3 native lipoproteins peaked at 13 nm while the size of E4 particles peaked at 12.5 nm (Fig. 1j). The native gels (Fig. 1i) localized APOE within three populations of particles, migrating around 12, 9, and 8 nm. In agreement with a previous study on HDL, the measurements allowed us to conclude that particles with a diameter between 12 and 9 nm corresponded to discoidal α-HDL and were lipidated, while particles with a size of 8 nm corresponded to pre-β-HDL and were lipid poor/non-lipidated^26^. SDS NuPAGE (Fig. 1i, bottom panel) confirmed that an equal amount of APOE protein was used for native gels. Lastly, Supplementary Fig. 1l shows that the cholesterol content of E3 lipoproteins was slightly but significantly increased compared to E4, with no difference in the amount of free cholesterol or cholesterol ester (Supplementary Fig. 1m).

### APOE lipoproteins rescue Aβ-induced memory impairments

Prior studies demonstrated that the injection of oligomeric Aβ into brain caused significant memory deficits^27,28^. Here we tested the effect of native E3 and E4 lipoproteins on Aβ oligomerization as before^29^. As visible from Supplementary Fig. 2a–c, Aβ incubation with either E3 or E4 native lipoproteins virtually abolished the formation of oligomers. In fact, we were able to detect Aβ oligomers only when Aβ was incubated alone without E3 or E4. Thus, in terms of preventing Aβ oligomer formation both E3 and E4 native particles seem equally effective at preventing it as determined by our detection methods. Next, to examine if the addition of native APOE lipoproteins to Aβ ameliorates Aβ-induced memory deficits, Aβ ±  APOE (referred to as AβE3 or AβE4) were infused into the cortex of young WT mice followed by behavioral testing as shown on Fig. 2a–d. For both tests, Aβ oligomers significantly worsened cognitive performance compared to their corresponding negative control (Fig. 2b, d). In contrast, injection of both AβE3 or AβE4 significantly ameliorated the effects of Aβ on cognitive performance. Importantly, the cognitive performance in mice infused with AβE4 remained significantly worse compared to their AβE3 counterparts when tested by novel object recognition (NOR). For both tests, behavior controls showed no significant differences between the groups (Supplementary Fig. 2d–f). We concluded that both E3 and E4 native lipoproteins decreased Aβ aggregation and ameliorated its deleterious effects on cognitive performance, with E3 demonstrating a better efficacy.

**Fig. 2:**
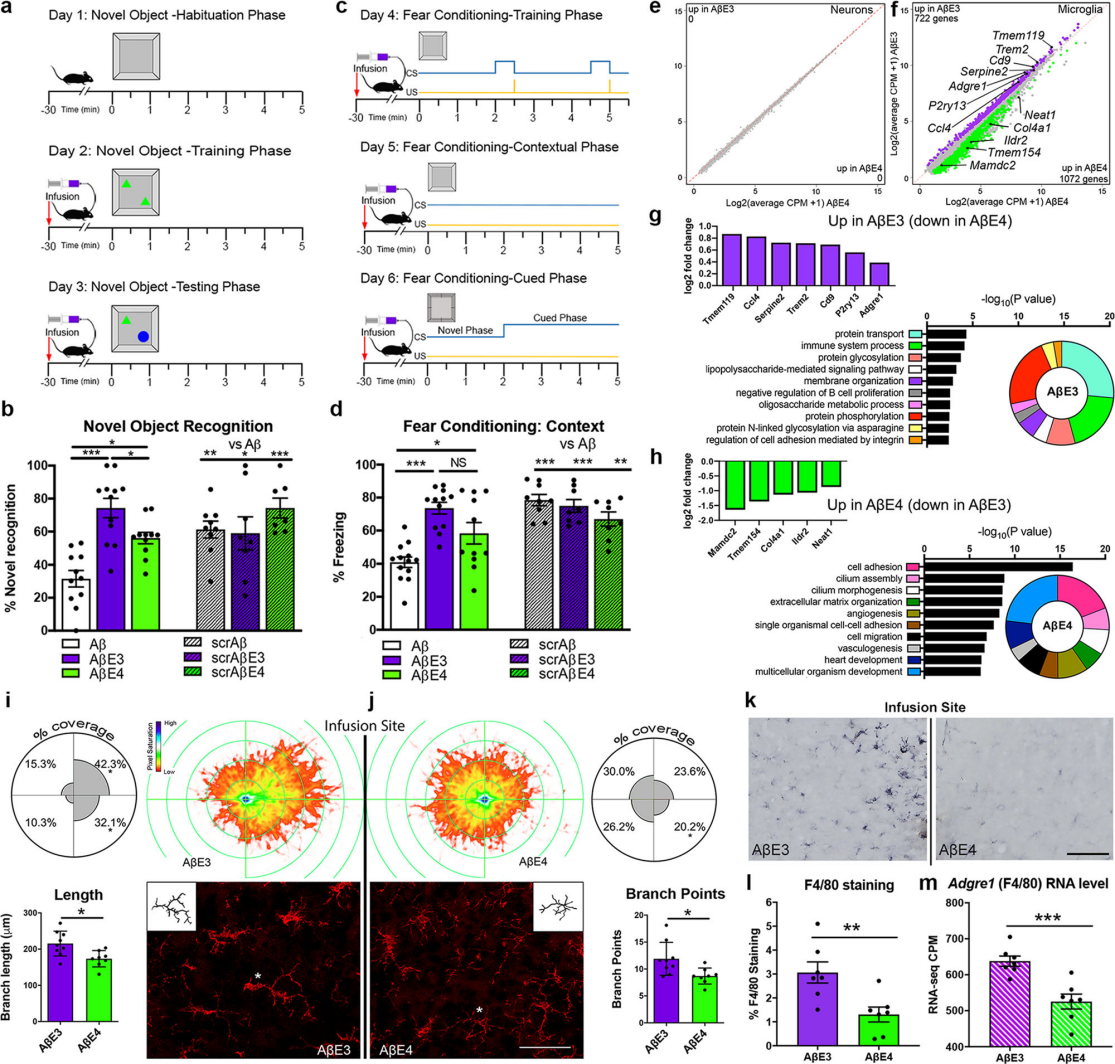
Effect of native E3 and E4 lipoproteins on Aβ induced cognitive decline and microglial response. **a**–**d** Aβ preparations after 24 h incubation (Aβ, white; AβE3, purple; and AβE4, green) were infused into the brain of 2-month-old WT mice and cognitive performance examined by novel object recognition (**a**, **b**) and fear conditioning (**c**, **d**). Scrambled Aβ (scrAβ) was used as negative control (scrAβ + Veh, scrAβE3, and scrAβE4; line pattern). All mice were infused 30 min prior to training on days 2 through 6 of behavioral testing as shown on **a** and **c**. Analysis by one-way ANOVA followed by Tukeys multiple comparison test. Aβ vs. AβE3, *p* < 0.0001; Aβ vs. AβE4, *p* = 0.0044; AβE3 vs. AβE4, *p* = 0.0351; Aβ vs. scrAβ, *p* = 0.0088; Aβ vs. scrAβE3, *p* = 0.0251; Aβ vs. scrAβE4, *p* = 0.0002 for novel object recognition. Aβ vs. AβE3, *p* < 0.0001; Aβ vs. AβE4, *p* = 0.0388; Aβ vs. scrAβ, *p* < 0.0001; Aβ vs. scrAβE3, *p* < 0.0001; Aβ vs. scrAβE4, *p* = 0.0015 for fear conditioning. *n* = 12 for Aβ ± E3 or E4, and *n* = 8 for scrAβ controls. The same Aβ preparations were infused into the cortex of another group of WT mice and 24 h later microglia and neurons from one cortex were sorted via MACS and used for RNA-seq. *n* = 5 mice per group. **e**, **f** Scatterplots of neuronal (**e**) and microglial (**f**) gene expression profile from AβE3 vs. AβE4 injected. Genes significantly upregulated at FDR <0.05 in AβE3 (purple), and AβE4 (green). **g**, **h** Bar plots of significantly upregulated genes and GO terms of AβE3 (**g**, purple) and AβE4 (**h**, green) groups. **i**, **j** IBA1 staining around the infusion site of the same AβE3 (**i**, purple) or AβE4 (**j**, green) groups. Imaris filament tracer was used for generation of a microglial projection heatmap around the infusion site. Bottom: representative images of IBA1 staining with Imaris tracing of the labeled (*) microglia as an inset. Scale bar = 50 µm. *n* = 3 mice/group; 86 microglia/AβE3 and 106 microglia/AβE4. Bar graphs show increased branch length and points of microglia around the infusion site of the AβE3 (purple) vs. AβE4 (green) group. Analysis by two-tailed unpaired *t*-test; *p* = 0.0103 for branch length and *p* = 0.0173 for branch points. **k**–**m** Representative images of the F4/80 (Adgre1) immunostaining around the infusion site of AβE3 or AβE4 group (**k**). Images are positioned with the infusion site in the middle. Scale bar = 100 µm. **l** Bar graph showing percent coverage of F4/80 staining increased around the infusion site of the AβE3 (purple) vs. AβE4 (green) group. *p* = 0.0069 (**m**) Bar graph showing mRNA level of Adgre1 as determined by RNA-seq (CPM, count per million, line pattern, *p* = 0.0007). Analysis by two-tailed unpaired *t*-test. *n* = 7 mice per group. Bars represent mean ± SEM. * *p* < 0.05, **p < 0.01; ***p < 0.001; NS no significance.

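RNA of sorted microglia came from the cortex of WT mice 24 h after an infusion of scrambled Aβ (scrAβ), Aβ, AβE3 or AβE4. The authors' table holds CPM of 5 libraries per infusion, 1 per mouse, and the 13906 genes of the table were scaled here by TMM. The sequenced depth was 11.1 to 17.0 M reads for scrAβ, 12.1 to 16.5 for Aβ, 13.5 to 16.8 for AβE3 and 12.6 to 47.3 for AβE4, where only mouse F1786 lay above 18.0 M. F1786 was also the only mouse here without an X number. It was highest for each Y-linked gene examined, with *Ddx3y* at 328 CPM before TMM against 96 in the next library, X0108. The cause was not tested. All genes with an average of at least 30.9 reads were tested by limma in 1 fit of the 4 infusions, on log2(CPM + 0.5). Log2 fold changes below are on this scale, values are CPM ± SD, and adjusted p values are over all tested genes. The source data of Fig. 2m hold 7 *Adgre1* values per group, among which are those of all 5 AβE3 and of 4 AβE4 libraries of the table, and these 9 are given first as the Fig. 2m libraries. AβE4 library X0104 has no value there and no reason is given, so each comparison is also given with it (5 against 5). Neuron libraries are not analysed here. Tested on simulated data of the 5 against 5 design, 2-fold changes were recovered for 85.1% of 67 altered genes and 1.5-fold changes for 50% of 64.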

To investigate the effect of AβE3 and AβE4 infusions on transcriptome, we injected them into the cortex and performed RNA-seq using sorted microglia and neurons. There were no differentially expressed genes (DEGs) when comparing AβE3 vs. AβE4 neuronal transcriptomes (Fig. 2e). In contrast, there were 1792 DEGs in microglia: 722 upregulated in mice injected with AβE3 and 1072 genes upregulated in AβE4 injected mice (Fig. 2f and Supplementary Data 1). 

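Microglia of AβE3 and AβE4 mice differed in 933 of 12159 genes (AβE3 n = 5, AβE4 n = 4). Of these, 492 were higher after AβE3 and 441 higher after AβE4. With AβE4 mouse X0104 added (n = 5 against 5), 1419 of 12261 genes differed, 427 higher after AβE3 and 992 higher after AβE4. The genes with the largest log2 fold changes toward AβE3 included *Slc2a5*, the fructose transporter of microglia (chromosome 4, 150119283 to 150144169), at 376 ± 31.1 against 178 ± 80.7 CPM (log2 fold change 1.21 ± 0.29 SE, adjusted p = 0.0214). *Cst3*, the protease inhibitor cystatin C (chromosome 2, 148871722 to 148875692), stood at 5677 ± 415 against 2996 ± 865 CPM (0.97 ± 0.18, adjusted p = 0.00980). *A2m*, a secreted protease inhibitor of vessels and liver (chromosome 6, 121635376 to 121679227), was higher after AβE4, at 58.8 ± 31.9 against 9.99 ± 5.48 CPM (−2.44 ± 0.70, adjusted p = 0.0432). X0104 had 268 CPM of *Slc2a5*, 4883 of *Cst3* and 45.5 of *A2m*. With it the log2 fold changes were 1.02, 0.78 and −2.44 (adjusted p = 0.0247, 0.0150 and 0.0238).

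The split between directions moved with the scaling. On CPM as the authors give them, 298 genes were higher after AβE3 and 707 after AβE4 in the Fig. 2m libraries, and 353 and 1135 with X0104. On median-of-ratios scaling of all 10 libraries it was 588 and 933. In the Fig. 2m libraries, leaving out 1 library gave 277 genes (without X0102), 293 (X0094), 293 (X0101), 398 (X0093), 496 (F1786), 555 (X0108), 1444 (X0107) or 1681 (X0103), and in all 10 libraries 553 (X0102), 704 (X0101), 754 (X0094) or 840 (X0093). The edgeR quasi-likelihood test on reads recovered from the CPM leaves out F1786 and called 423 genes in the other 8 Fig. 2m libraries and 1114 in the other 9 of all 10, where limma without F1786 called 496 and 1274. All recovered values were whole within 0.1 of a read (100% in every library). Genes that the paper lists for either direction had the same sign here for all 1489 that were tested in the Fig. 2m libraries, and 859 of them passed the test. With X0104, 1209 of 1525 passed. The paper drew its list from the same experiment, so the shared sign is no independent test.

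Lipoprotein-free Aβ did not differ from scrAβ in any gene by limma (519 genes at an unadjusted p under 0.05), nor by edgeR, and in 2 genes by DESeq2. AβE3 against Aβ gave no gene by limma either (510 at an unadjusted p under 0.05), 2 by the edgeR likelihood ratio test and 5 by DESeq2. AβE4 differed from Aβ in 1423 genes, 784 higher and 639 lower. The lean of this split turned to 741 and 764 by median of ratios, 439 and 566 in X-numbered animals and 387 and 500 by the quasi-likelihood test, and was 1116 and 386 on CPM without TMM. The count was 239 in a fit of only these groups and moved on leaving out 1 library (266 without X0098, 620 without X0097, 700 without X0090 and 2224 without X0106). *Tmem119* fell by 0.81 log2 units from Aβ to AβE4 (adjusted p = 0.00409) and *Trem2* by 0.66 (adjusted p = 0.00929). *Cd9* was also lower after AβE4 than after Aβ (−0.56, adjusted p = 0.0159). It stood at 443 ± 69.2 CPM after AβE4, 659 ± 121 after Aβ and 690 ± 93.6 after AβE3. For these genes the difference between AβE3 and AβE4 came with lower values after AβE4 than after Aβ, and none passed between AβE3 and Aβ.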

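*Tmem119*, a membrane protein of microglia (mm10, GENCODE vM21, chromosome 5, 113793729 to 113800516), was higher after AβE3 (3146 ± 388 CPM, n = 5) than after AβE4 (1710 ± 188, n = 4), a log2 fold change of 0.88 ± 0.15 SE (adjusted p = 0.00705). *Trem2*, the lipid and lipoprotein receptor (chromosome 17, 48346401 to 48354147), stood at 1249 ± 116 against 724 ± 89.8 CPM (0.79 ± 0.13, adjusted p = 0.00705). The purinergic receptor *P2ry13* (chromosome 3, 59207892 to 59210882) was at 1031 ± 172 against 659 ± 65.8 CPM (0.63 ± 0.19, adjusted p = 0.0447). Every AβE3 library lay above every AβE4 library for all 3 genes. X0104 had 1872 CPM of *Tmem119*, 954 of *Trem2* and 895 of *P2ry13*. With it the changes were 0.81 (adjusted p = 0.00524), 0.67 (0.00793) and 0.50 (0.0670, not passing the test).

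Among genes tied to reactive microglia, the chemokine *Ccl4* was at 450.1 ± 50.6 CPM after AβE3 against 262 ± 23.4 after AβE4 (0.78 ± 0.19, adjusted p = 0.0236). The serine protease inhibitor *Serpine2* was at 305 ± 23.5 against 177 ± 35.9 (0.81 ± 0.17, 0.0149). The tetraspanin *Cd9* was at 696 ± 89 against 406 ± 40.5 (0.77 ± 0.13, 0.00705). All 3 also passed with X0104, at 0.77, 0.69 and 0.64. Of 22 cytokines tested, 3 were higher after AβE3 and none was lower, among them *Il1a* (0.52 ± 0.15, adjusted p = 0.0440). The whole cytokine list did not pass (adjusted p = 0.112). Of 12 cathepsins 3 were higher, none lower and 9 did not pass (5 higher adjusted over the list alone), with *Ctsd* at 13260 ± 1780 against 7441 ± 1640 CPM (0.85 ± 0.20, adjusted p = 0.0196). The cathepsin list had an adjusted p = 0.00374, and an adjusted p = 0.442 with an estimated correlation. Adding X0104 left *Il1a* (0.49) and *Ctsd* (0.71) higher.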

As shown on Fig. 2g, f, upregulated in AβE3 vs. AβE4 microglia were many microglia-specific genes (*Tmem119, P2ry13*, and *Trem2*) or genes associated with reactive microglia such as cytokines and cathepsins (Supplementary Data 1). Furthermore, biological processes upregulated by AβE3 injections were more connected to activated microglia phenotype (GO:0002376–immune system process, GO:0031663–lipopolysaccharide-mediated signaling pathway). In contrast, the genes upregulated in AβE4 injected mice and biological process associated with them were less specific to microglia and their activation (Fig. 2h and Supplementary Data 1).

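Of 32 homeostatic microglia genes of the list fixed here, 19 were higher after AβE3, none was lower and 13 did not pass (25 higher adjusted over the list alone). Their median log2 fold change was 0.62 (adjusted p = 1.02e-14 for the list, adjusted p = 0.442 with an estimated correlation). Of 40 genes of disease-associated microglia (DAM), 6 were higher, among them *Cd9* and *Ccl4*, and 34 did not pass (adjusted p = 0.00800, or 0.586 with an estimated correlation). Lysosomal genes gave 6 of 41 higher (12 higher and 1 lower adjusted over the list alone; adjusted p = 6.94e-06, or 0.442 with an estimated correlation), and MHC class II 3 of 10 (0.00875, or 0.442 with an estimated correlation). Targets of NF-κB, the pathway downstream of lipopolysaccharide, were higher for 2 of 32 genes and the list did not pass (adjusted p = 0.188). None of 39 interferon-response genes and none of 15 MHC class I genes passed. With X0104, 16 homeostatic genes, 3 DAM genes, 2 lysosomal genes and 2 MHC class II genes were higher, 1 lysosomal gene was lower, and the list values were 4.69e-16, 0.0134, 1.93e-05 and 0.0191 (0.424, 0.552, 0.445 and 0.508 with an estimated correlation). From such genes, the paper reasons that AβE3 raised processes of activated microglia, and with microglial branching and barrier formation it proposes that E3 induces a stronger microglial response than E4. Against Aβ alone, no gene differed after AβE3 by limma here, while 1423 did after AβE4.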

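Genes higher after AβE4 included *Neat1*, a nuclear long noncoding RNA (chromosome 19, 5824708 to 5845478), at 268 ± 47.6 CPM (n = 4) against 143 ± 14.5 after AβE3 (n = 5), a log2 fold change of −0.90 ± 0.19 SE (adjusted p = 0.0133). The collagen *Col4a1* of basement membranes (chromosome 8, 11198423 to 11312826) was at 64.3 ± 23.5 against 30.7 ± 12.2 (−1.07 ± 0.30, adjusted p = 0.0370), the laminin *Lama5* at 41.7 ± 6.80 against 13.9 ± 9.09 (−1.71 ± 0.38, 0.0156) and *Ildr2*, a membrane protein tied to lipid handling in liver, at 16.5 ± 3.85 against 7.96 ± 1.88 (−1.00 ± 0.25, 0.0245). *Tmem154* did not pass in the Fig. 2m libraries (14.7 ± 11.3 against 5.21 ± 1.11, −1.17 ± 0.37, adjusted p = 0.0592), where mouse X0103 stood apart at 31.2 CPM, and passed with X0104 (−1.14, 0.0418). X0104 had 249.9 CPM of *Neat1*, 82.5 of *Col4a1*, 54.5 of *Lama5* and 18.3 of *Ildr2*, and all 4 passed with it (−0.92, −1.20, −1.83 and −1.08).

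Of 22 extracellular matrix genes tested, 10 were higher after AβE4, none was lower and 12 did not pass (16 higher and 1 lower adjusted over the list alone; adjusted p = 1.34e-08, or 0.442 with an estimated correlation). Markers of other cells leaned the same way, though most did not pass. After AβE4, 2 of 16 endothelial (12 adjusted over the list alone), 3 of 13 mural (7), 1 of 16 astrocyte (8) and none of 10 choroid plexus markers (8) were higher. Their median log2 fold changes were −0.80, −0.79, −0.75 and −1.90 (adjusted p = 5.25e-07, 9.26e-05, 3.90e-05 and 4.91e-05, or 0.442, 0.442, 0.476 and 0.442 with an estimated correlation). With X0104 the numbers higher after AβE4 were 16 of 23 matrix, 11 endothelial, 7 mural, 7 astrocyte and 6 choroid plexus genes. Of 12 microglia markers, 5 were lower after AβE4 in both sets of samples.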

We also examined the morphology of microglia surrounding the injection site using IBA1 staining and Imaris filament module to trace microglial projections (Fig. 2i, j). The heatmap of microglial projections around the infusion site demonstrated that microglia in the AβE3 group had significantly increased branch length and branch points (bar graph insets), and the projections were oriented more toward the infusion site (the area between heat maps) when compared to the AβE4 group. We also performed macrophage-specific F4/80 immunohistochemistry analysis. 

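*Adgre1*, the gene of the macrophage antigen stained in Fig. 2k (chromosome 17, 57358691 to 57483527), was at 626 ± 29.7 CPM after AβE3 (n = 5) and 488 ± 57.7 after AβE4 (n = 4), a log2 fold change of 0.37 ± 0.10 SE (adjusted p = 0.0315). The lowest AβE3 library held 583 CPM and the highest AβE4 library 529.5. Mouse X0104, not among the paper's values for this gene, had 467 CPM, and with it the change was 0.34 (adjusted p = 0.0180).

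**Figure D1:**
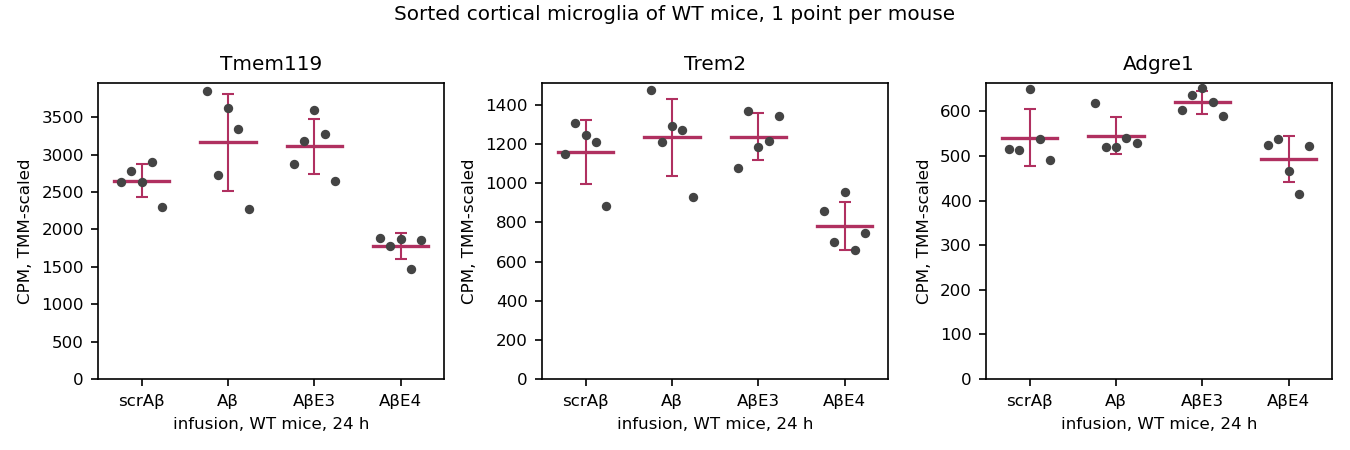
CPM (TMM-scaled) of *Tmem119*, *Trem2* and *Adgre1* in sorted microglia after infusion of scrAβ, Aβ, AβE3 or AβE4, with 1 point per mouse, the mean as a line and the SD as a bar. The AβE4 mice lie below the AβE3 mice for each gene.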

Figure 2k–m shows an increased F4/80/*Adgre1* immunostaining around the infusion site in mice injected with AβE3 compared to AβE4, which is consistent with the overall reduction in *Adgre1* gene expression seen in AβE4 microglia.

We also examined whether microglial barrier surrounding amyloid plaques in APP/PS1 mice depends on APOE isoform by using mice expressing human APOE3 and APOE4 (referred to as APP/E3 and APP/E4^24^). As shown on Supplementary Fig. 3a, b, linear regression analysis demonstrates a statistically significant relationship between microglia barrier and Aβ plaques in the cortex of APP/E3 mice but not in APP/E4 mice, resulting in less plaques in APP/E3 mice. This suggests that in APP/E3 mice microglia barrier increases around developing plaques, thus restricting their growth. Furthermore, Imaris tracing of microglial processes shows diminished branch number and length in APP/E4 compared to APP/E3 mice (Supplementary Fig. 3c–f), similar to the acute effect after the Aβ infusion in WT mice. Thus, the results from gene expression, microglia morphology, and microglia barrier in APP mice suggest that E3 induce stronger microglial response when compared to E4.

### Microglia interaction with Aβ is affected by APOE isoform

We first compared the effect of E3 and E4 lipoproteins on Aβ uptake using primary microglia isolated from WT mice. Aβ alone and Aβ preincubated with AβE3^het^ lipoproteins were used as control. As shown on Supplementary Fig. 4a–e, labeled Aβ uptake was significantly increased after co-incubation with either of the lipoproteins, but the effect of native E3 was stronger.

To determine if the presence of native E3 and E4 lipoproteins affects microglia function in vivo, we used Cx3cr1^GFP^ mice that express EGFP protein in microglia and peripheral mononuclear cells and fluorescently-labeled Aβ. First, we tested the impact of lipoproteins on Aβ uptake of microglia by injecting AβE3 or AβE4 into the cortex and performing flow cytometry at 4 and 24 h post-injection (Fig. 3a–c and Supplementary Fig. 5a–c). The cell suspension was separated on microglia without Aβ (green signal, single+) and microglia that had engulfed Aβ (green + red signal, dual+). As shown on Fig. 3b, c, E3 lipoproteins were more efficient than E4 in facilitating Aβ uptake by microglia at 24 h, but not at 4 h after the injection.

**Fig. 3:**
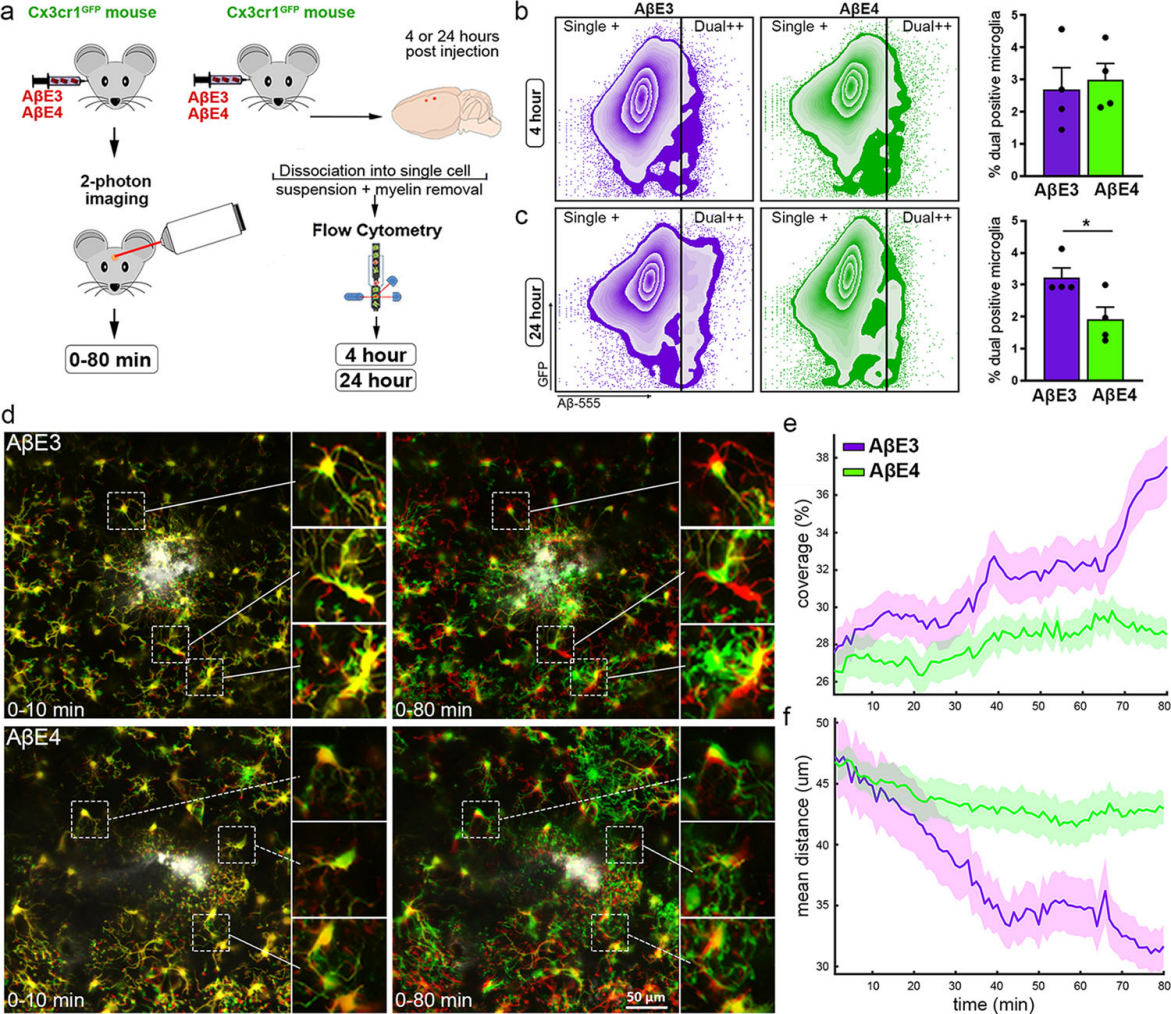
Microglial interaction with Aβ is affected by APOE isoform. Cx3cr1^GFP^ mice were infused with Hi-Lyte Fluor 555-labeled Aβ (Aβ−555) preincubated with native E3 or E4. **a** Experimental design. **b**, **c** Four or 24 h post-injection the cortex surrounding the injection site was dissociated into a single cell suspension and used for flow cytometry (**b**, **c**) and FACS (experiment shown on Fig. 4). Flow cytometry zebra plots represent live microglia cells from injected mice that are GFP^high^/Aβ−555^low^ and are counted as single+ cells or GFP^high^/Aβ−555^high^ cells counted as dual+ cells. Flow cytometry zebra plots from 4 h (**b**) and 24 h (**c**) time points and bar plots correspond to the percentage of dual-positive microglia cells in AβE3 (purple) and AβE4 (green) groups at 4 and 24 h. *p* = 0.0372 by two-tailed unpaired *t*-test. *n* = 4 mice/group. Bars represent mean ± SEM. **d**–**f** Two-photon imaging was used to track microglia movement in real time. **d** Representative fields of view from AβE3 (top row) or AβE4 (bottom row) infused mice. Time series are color-coded with infused Aβ as white; and initial time point in red and later time points in green as indicated on the panel, (0–10 or 0–80 min) with yellow representing the overlap between timepoints. Inserts show details of individual cells demonstrating the extent of migration and directionality of the cellular processes. Scale bar = 50 µm. **e** Percent coverage of infused Aβ by microglial processes computed from channel overlap. **f** Change of mean distance from microglia to infusion site over time for AβE3 (purple) and AβE4 (green) groups. The standard error within each group is plotted as a bounded line with mean as center line. *n* = 4 mice/group.

To further examine if APOE native lipoproteins have an impact on the microglial response to infusion of Aβ, we employed in vivo two-photon imaging in Cx3cr1^GFP^ mice injected with AβE3 or AβE4 (see Fig. 3a for the design). We injected the same volume and assessed the biodistribution post-injection by acquiring in vivo three-dimensional z-stacks (Supplementary Fig. 5d). For each animal, ZT-stack images were analyzed to quantify the microglial migration towards the infusion site and microglial coverage of the infusion site over time (Fig. 3d–f and Supplementary Fig. 5e, f). The representative images of the time series are color-coded with the initial timepoint (0 min) in red, later timepoints (10 or 80 min) in green and the infused Aβ in white (Fig. 3d and Supplementary Fig. 5e, f). The time series (Fig. 3d, insets) show clear separation of the green and red labels in the AβE3 infusion group (Supplementary Movie 1), indicative of faster migration and better coverage of the infused Aβ compared to AβE4 (Supplementary Movie 2). In contrast, the time series from the mice infused with AβE4 demonstrated a visible overlapping—yellow-colored—representing a slower migration velocity and less microglial Aβ coverage. The percent coverage by the microglial processes over time was computed as the increase of the green channel intensity over the infusion site and shown on Fig. 3e. The change in the distance from microglia to the infusion site is presented on Fig. 3f. Microglia were able to extend processes towards the AβE3 infusion over the first 40 min. Once the processes reached the AβE3, microglia formed lamellipodia that covered the AβE3 throughout the remainder of the experiment (40–80 min). In contrast, microglia demonstrated decreased capacity to extend processes towards the AβE4 as well as encapsulate AβE4 infusion. The results demonstrate that the infusion of Aβ together with E3 lipoproteins, unlike with E4, induces a more rapid response by microglia to isolate Aβ that suggests a protective mechanism diminishing the spread of Aβ.

### E3 and E4 lipoproteins differentially affect microglia transcriptome in response to Aβ infusion

Next, we performed RNA-seq on two FACS-sorted microglial populations (dual+ and single+ microglia) from Cx3cr1^GFP^ mice injected with AβE3 or AβE4 (see Fig. 4a for the design). 

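Dual+ microglia carried GFP and the label of the infused Aβ, and single+ microglia GFP alone. Cx3cr1 GFP mice infused with AβE3 or AβE4 were killed at 4 h or 24 h, and each population has 4 libraries per infusion and time, 32 in all. The authors' table holds CPM of 16297 genes. Depth at 4 h was 8.08 to 8.70 M reads for single+ AβE3, 8.31 to 14.6 for dual+ AβE3, 3.08 to 8.27 for single+ AβE4 and 5.49 to 7.41 for dual+ AβE4. At 24 h these groups had 6.78 to 18.4, 7.38 to 19.8, 9.82 to 18.5 and 12.3 to 23.9 M reads. All 8 groups were fitted together by limma on log2(TMM-scaled CPM + 0.5), and every gene of the table passed the filter. Tested on simulated data of this design, 2-fold changes were recovered for 46.3% of 67 altered genes in a comparison of 4 against 4 libraries and for 8.96% in an interaction, so smaller effects can be missed. Values are CPM ± SD with n = 4 per group unless another n is given.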

We assume that dual+ cells are in an active stage compared to their single+ counterparts, which are either resting or in transition from homeostatic to active state. 

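Dual+ and single+ microglia differed in 6006 of 16297 genes at 4 h over both infusions (n = 8 against 8), 3435 higher in dual+ and 2571 higher in single+. At 24 h, 3660 genes differed, 2084 higher in dual+ and 1576 higher in single+. *Apoe* (mm10, GENCODE vM21, chromosome 7, 19696109 to 19699188) was at 28190 ± 13400 against 2172 ± 2760 CPM at 4 h, a log2 fold change of 4.15 ± 0.44 SE (adjusted p = 4.23e-09), and at 15600 ± 11900 against 902 ± 479 CPM at 24 h (3.94 ± 0.44, adjusted p = 2.42e-08). *P2ry12*, the ADP receptor of homeostatic microglia (chromosome 3, 59216272 to 59262871), was at 167 ± 55.1 against 2425 ± 444 CPM at 4 h (−3.89 ± 0.19, 1.05e-15) and 286 ± 48.0 against 3513 ± 1260 at 24 h (−3.54 ± 0.19, 4.95e-15). Markers of macrophages at the borders of the brain were also higher in dual+ cells, all 12 of 12 at each time, with *Cd163* at 868 ± 480.0 against 8.26 ± 13.9 CPM and *Mrc1* at 1673 ± 1200 against 22.4 ± 28.9 at 24 h. *Apoe* in the single+ AβE4 libraries at 4 h had 1 animal apart, K0118 at 8869 CPM.

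**Figure D2:**
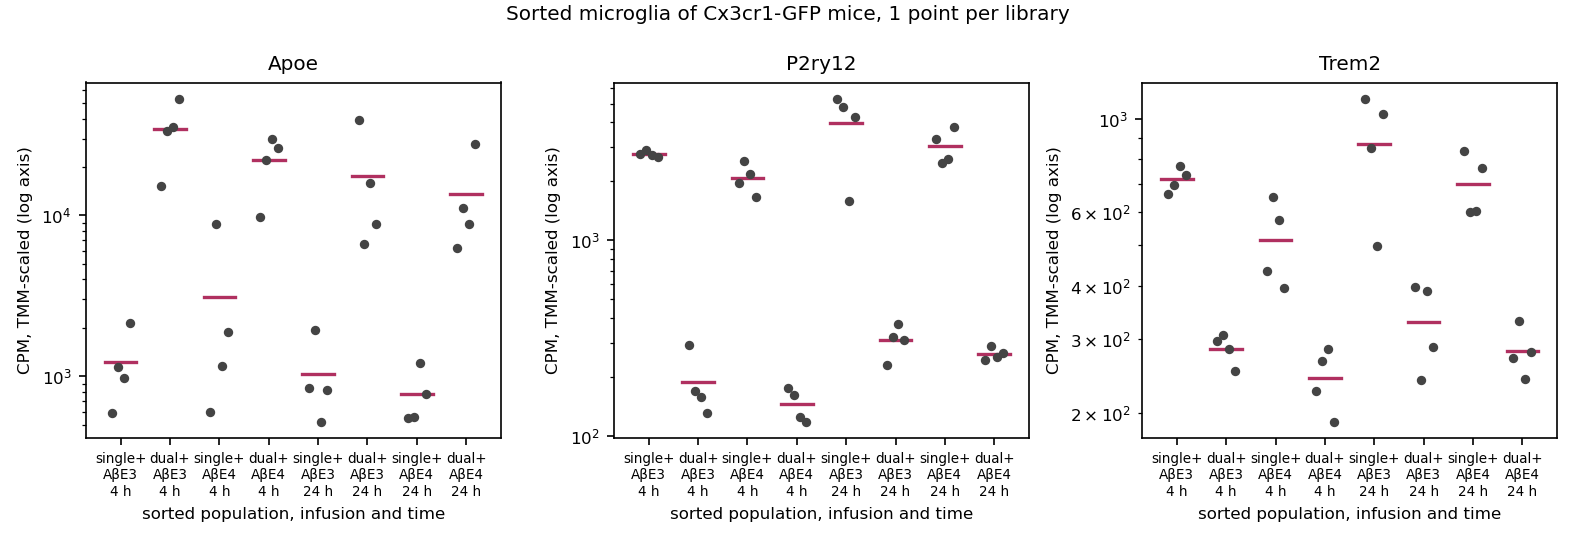
CPM (TMM-scaled, log axis) of *Apoe*, *P2ry12* and *Trem2* in single+ and dual+ microglia after AβE3 or AβE4 at 4 h and 24 h, with 1 point per library and the mean as a line. The populations lie apart for *P2ry12* and *Trem2* in every group.

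The scaling moved the 4 h split. On CPM without TMM, 2469 genes were higher in dual+ and 4419 higher in single+, with the median of all genes at −0.31 instead of −0.13. The 24 h split moved little (2126 and 1727). The edgeR quasi-likelihood test on recovered reads (100% whole within 0.1, without dual+ K0136) called 5300 genes at 4 h and 3778 at 24 h.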

The goal was to examine how APOE isoform and the post-injection interval affects this transition. tSNE plots demonstrate that the expression profiles of single+ and dual+ microglia cluster into sharply defined groups for both timepoints (Fig. 4b). Supplementary Fig. 6a, b demonstrates that numerous overlapping DEGs were commonly upregulated for the two timepoints in dual+ vs. single+ microglia. 

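Genes higher in dual+ at both times numbered 1719, out of 3435 at 4 h and 2084 at 24 h, where 439 would be shared if the lists were independent. *Apoe*, *Cd163*, *Lyve1*, *Mrc1* and *Ifi204* are among them. Genes higher in single+ at both times numbered 1127, out of 2571 and 1576 (249 if independent), among them *P2ry12*, *Trem2* and *Csf3r*. In 10 simulations without any difference, no gene was called at both times. Such simulations hold no difference to call at either time, so they cannot tell why the lists share genes. Nothing is concluded from them. Different animals were used at the 2 times, so the lists share no library.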

For each single+ and dual+ populations, we identified genes with a similar level of expression at both timepoints (unchanged, gray), a group with higher expression at 4 h that declined in time (upregulated at 4 h, blue), and a third group (red) with higher expression at 24 h (Supplementary Fig. 6c–f and Supplementary Data 2). Unchanged in dual+ cells were genes activated from the start with continuous expression and related to interferon signaling (*Ifi204*) or lipid transport (*Lpl*). 

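*Ifi204*, a DNA sensor induced by interferon (chromosome 1, 173747293 to 173766943), was at 205 ± 58.7 CPM at 4 h and 216 ± 70.3 at 24 h in dual+ microglia (n = 8 each), a log2 fold change of −0.07 ± 0.25 SE (adjusted p = 0.837). Dual+ cells held more of it than single+ cells, at 24 h by 3.25 ± 0.25 (adjusted p = 1.47e-11). Lipoprotein lipase, *Lpl* (chromosome 8, 68880491 to 68907448), was at 77.9 ± 37.7 against 135.7 (range 50.9 to 361) CPM (−0.85 ± 0.47, adjusted p = 0.123), and at 24 h above single+ by 2.17 ± 0.47 (7.80e-04). Neither gene passed the test between the times, and the sign of the small *Ifi204* difference turned with the scaling (0.13 by median of ratios). *Cd68*, *Il10* and *Spp1* did not pass either, at −0.08 (adjusted p = 0.672), 0.32 (0.351) and 0.40 (0.477), with *Cd68* turning to 0.12 by median of ratios. Nor did *Apoe* (1.00, 0.0502), *Axl* (0.62, 0.0790) or *Ctsb*, which leaned toward 24 h (−0.34, 0.123). Of the 1719 genes higher in dual+ at both times, 788 were called in neither direction between 4 h and 24 h in dual+ cells.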

Early-responding genes upregulated in dual+ at 4 vs. 24 h were associated with inflammatory response, chemokine-mediated signaling, and chemotaxis (Supplementary Fig. 6c, d, blue color and Supplementary Fig. 6g). 

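The chemokine *Ccl9* (chromosome 11, 83572919 to 83578636) was at 1272 ± 237 CPM in dual+ microglia at 4 h and 129 ± 42.4 at 24 h (n = 8 each), a log2 fold change of 3.37 ± 0.20 SE (adjusted p = 2.14e-13). *Cxcl3*, which attracts neutrophils, was at 20.6 ± 10.7 against 0.569 ± 0.844 CPM (4.36 ± 0.35, 3.45e-11), with dual+ AβE4 animal K0102 lowest at 4 h. The cytokine subunit *Il12b* rose by 4.89 ± 0.50 (4.33e-09), the metallothionein *Mt2* was at 94.8 ± 42.7 against 3.80 ± 1.87 (4.50 ± 0.26, 9.56e-14) and the interferon-induced *Ifit1* at 604 ± 389 against 159 ± 86.5 (1.72 ± 0.42, 8.50e-04). *Mrc1* (1.23, 0.0150) and *Ccl6* (1.12, 1.16e-04) were also higher at 4 h.

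Over all genes, 9674 of 16297 differed between the times in dual+ cells, 5007 higher at 4 h and 4667 higher at 24 h, and 5964 and 3450 by median of ratios, where the median of all genes moved from 0.03 to 0.20. Single+ cells gave 10494 (5204 and 5290; 6346 and 3027 by median of ratios). Of 27 chemokines tested, 16 were higher at 4 h and 3 higher at 24 h in dual+ cells (adjusted p = 0.00190, or 0.731 with an estimated correlation). NF-κB targets gave 18 of 32 higher at 4 h and none at 24 h (6.79e-04, or 0.736 with an estimated correlation), and cytokines 14 and 5 of 28. Interferon-response genes went both ways, 9 higher at 4 h and 11 at 24 h. Border macrophage markers were higher at 4 h in 6 of 12 cases. The animals of the 2 times also differ in sex genes: 4 of 8 animals at 4 h (AβE3 K0126 and K0136, AβE4 K0118 and K0135) had *Xist* above every Y-linked gene and none of 9 at 24 h, while all are labelled male. As each time has its own animals, differences between the times cannot be told apart from differences between these sets of animals or their preparation.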

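*Ctsc*, a lysosomal protease (chromosome 7, 88278085 to 88310888), was at 4885 ± 645 CPM in dual+ microglia at 24 h and 1712 ± 490.0 at 4 h (n = 8 each), a log2 fold change of −1.55 ± 0.15 SE for 4 h against 24 h (adjusted p = 1.55e-09). Aldolase, *Aldoa* (chromosome 7, 126795234 to 126800751), was at 1468 ± 260.0 against 894 ± 170.0 (−0.72 ± 0.14, 7.43e-05). The translocator protein *Tspo* was at 277 ± 45.1 against 113 ± 36.8 (−1.35 ± 0.20, 1.70e-06), *Adgre1* at 3092 ± 993 against 1063 ± 231 (−1.51 ± 0.17, 2.07e-08) and the scavenger receptor *Marco* at 861 ± 819 against 188 ± 185 (−2.62 ± 0.91, 0.0143). *Mif* (−0.58, 0.0217) and *Ccl2* (−0.90, 0.0159) were higher at 24 h as well. Of 20 glycolysis genes, 16 were higher at 24 h, 1 was higher at 4 h and 3 did not pass (17 and 1 adjusted over the list alone; adjusted p = 2.74e-05, or 0.731 with an estimated correlation). Single+ cells showed 16 of 20 higher at 24 h as well. Of 41 lysosomal genes 23 were higher at 24 h and 2 at 4 h (7.24e-05, or 0.736 with an estimated correlation), and of 32 N-glycosylation genes 24 and 3 (2.58e-06, or 0.731). Ribosomal proteins, the part of translation tested here, were higher at 4 h for 21 genes and at 24 h for 10 of 78. Homeostatic genes were higher at 24 h in 20 of 32 cases and at 4 h in 4. Astrocyte markers rose with them (11 of 16 higher at 24 h, none at 4 h). Dual+ AβE3 animal K0044 stood apart at 24 h for the choroid plexus genes *Ttr* (1151 CPM) and *Enpp2* (1794 CPM). The paper relates the late genes to the energy demands of processing engulfed Aβ.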

Genes that were upregulated at the later timepoint in dual+ microglia (late-responding) were associated with protein folding, ribosome biogenesis, and glycolysis, consistent with the increased energy demands of processing the engulfed Aβ (Supplementary Fig. 6c, d, red color and Supplementary Fig. 6g).

**Fig. 4:**
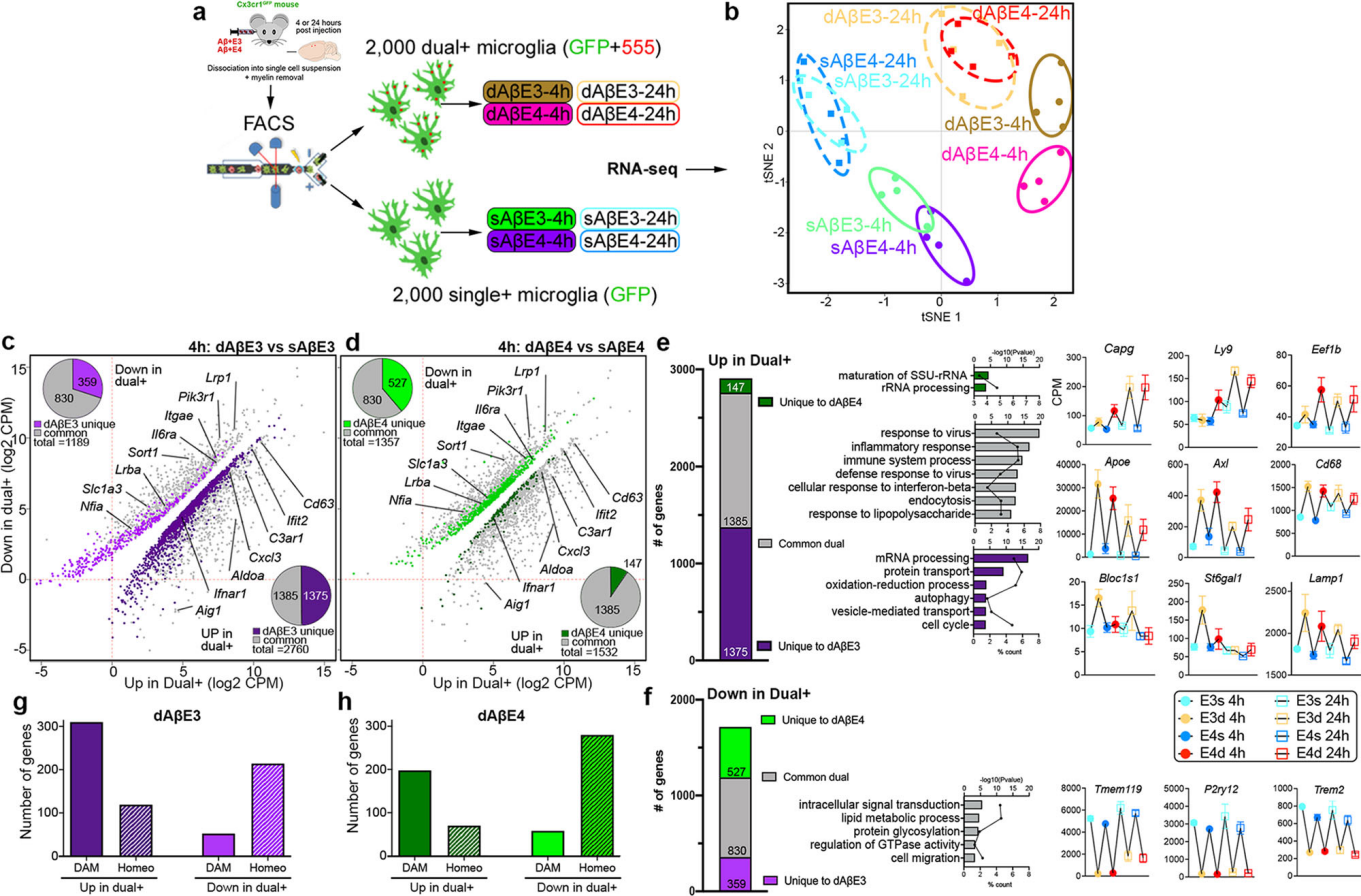
AβE3 and AβE4 differentially affect microglia transcriptome. Cx3cr1GFP mice were infused with AβE3 or AβE4, brain and processed followed by FAC sorting microglia at 4 and 24 h into single+ (referred to as sAβE3 or sAβE4) and dual+ (dAβE3 or dAβE4) populations and used for RNA-seq. **a** Experimental design. **b** tSNE plot shows clustering of dual+ and single+ microglia for four experimental groups. *n* = 4 mice/group **c**, **d** Significantly affected transcripts for dual+ vs. single+ microglia at 4 h time point (FDR <0.05) for AβE3 (purple) and AβE4 (green) groups. **c** DEGs in dAβE3 vs. sAβE3. d DEGs in dAβE4 vs. sAβE4. Pi charts in the upper left (down in dual+), and lower right (up in dual+) represent genes common between, or unique to each APOE isoform. **e**, **f** Proportion of genes, GO terms and line patterning associated with common (gray) or unique genes between dAβE3 vs. sAβE3 (purple) and dAβE4 vs. sAβE4 (green). **e** Common and unique upregulated in dual+ vs. single+. **f** Common and unique downregulated in dual+ vs. single+. For both, bar plots indicate the −log10*P* value for each term, and the associated point in the center of each bar represents the percent of submitted genes found in each GO term. Line-patterning graphs show example of genes from each category. sAβE3 light blue, dAβE3 beige, sAβE4 blue, dAβE4 red; 4 h solid cirles, 24 h open circles. **g**, **h** Bar graphs show the number of DAM (solid) and homeostatic (dot pattern) genes upregulated or downregulated in dual+ for AβE3 (**g**, purple) or AβE4 (**h**, green) injected mice.

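At 4 h, dual+ microglia of AβE3 and AβE4 mice differed in 3288 of 16297 genes, 909 higher after AβE3 and 2379 higher after AβE4 (n = 4 each). At 24 h none of 16297 genes differed in either population by limma, edgeR or DESeq2, with 211 genes in dual+ and 196 in single+ at an unadjusted p under 0.05. Single+ cells at 4 h gave 1 gene, but 3384 genes had an unadjusted p under 0.05, so a difference in single+ cells is not ruled out. The values that follow are for dual+ cells at 4 h. The autophagy regulator *Rubcn* (chromosome 16, 32821703 to 32877766) was at 124 ± 44.0 CPM after AβE3 and 56.6 ± 24.4 after AβE4, a log2 fold change of 1.17 ± 0.29 SE (adjusted p = 0.0101). *Btbd3* was at 25.9 ± 8.18 against 10.4 ± 1.81 (1.23 ± 0.27, 0.00605) and *Rnaseh2c*, a subunit of RNase H, at 14.1 ± 5.43 against 5.39 ± 1.70 (1.28 ± 0.28, 0.00625). Among genes higher after AβE4 was the olfactory receptor *Olfr1469* at 9.15 ± 2.61 against 1.20 ± 0.945 (−2.70 ± 0.49, 0.00299). Olfactory and vomeronasal receptor genes supplied 155 of 311 tested to the genes higher after AβE4 and none to those higher after AβE3.

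Genes named for isoform effects at 4 h did not pass in dual+ cells, with *Ccl6* at 0.60 (adjusted p = 0.159), *Ccl8* at 1.01 (0.231), *Ly9* at −0.52 (0.149), *Capg* at −0.26 (0.502) and *Clec5a* at −0.34 (0.375). *Cxcl11* stood at 0.02 (0.987), and its sign turned by median of ratios (−0.10). At 24 h *Crybb1* (0.99), *Ccrl2* (−0.89), *Ifnar1* (−0.27), *Ttr* (0.99) and *Enpp2* (0.24) all had an adjusted p of 1.

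The count of 3288 depended on the method. It was 301 over genes with at least 30.9 reads on average and 0 in a fit of these groups alone. Count tests, which leave out dual+ K0136, gave 76 by edgeR's quasi-likelihood test, 1560 by the likelihood ratio test and 1561 by DESeq2. Leaving out 1 library moved it from 406 (without K0137) to 5210 (without K0101). The lean of the split toward AβE4 depended on them too. It turned to 2850 higher after AβE3 and 2360 after AβE4 without K0101, turned as well without K0138 or K0102, and was 39 and 37 by the quasi-likelihood test. It was 63 and 3248 on CPM without TMM, where the median of all genes moved from 0.06 to −0.23. No gene passed the interaction of isoform and time in dual+ cells by limma (3649 at an unadjusted p under 0.05), against 81 by the likelihood ratio test and 106 by DESeq2.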

As seen from the tSNE plot on Fig. 4b, APOE isoform-specific effect on microglial transcriptomes was more pronounced at 4 h. The examination of DEGs in dual+ vs. single+ microglia in both treatments revealed a higher number of total DEGs, specifically a higher number of upregulated genes in dual+ AβE3 microglia than in dual+ AβE4 microglia (Fig. 4c, d, 2760, and 1532 respectively, pi charts dark purple and dark green). 

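Dual+ against single+ at 4 h, AβE3 gave 4446 genes of 16297 and AβE4 3386 (n = 4 against 4 each). Higher in dual+ were 2501 genes after AβE3 and 2075 after AβE4, and higher in single+ 1945 and 1311. The largest rises were in *Lyve1*, the hyaluronan receptor of border macrophages and lymphatic vessels (chromosome 7, 110850607 to 110863239), at 1449 ± 777 against 5.12 ± 3.98 CPM after AβE3 (8.28 ± 0.66 SE, adjusted p = 1.14e-10) and 768 ± 423 against 3.94 ± 3.11 after AβE4 (7.63 ± 0.66, 8.02e-10). *Il12b* was at 2506 ± 2480 against 11.7 ± 10.0 after AβE3 (7.50 ± 0.71) and 1553 ± 919 against 15.3 ± 9.26 after AβE4 (6.57 ± 0.71). *Selplg*, a ligand of selectins, was higher in single+ cells, by −4.85 ± 0.44 after AβE3 (adjusted p = 7.32e-10) and −4.57 ± 0.44 after AβE4 (3.26e-09). At 24 h the counts were 1802 after AβE3 (984 higher in dual+) and 1915 after AβE4 (1221 higher). Without K0044 the AβE3 count at 24 h was 907, without K0015 1076, without K0008 the AβE4 count at 24 h was 1240, without K0042 1267, and without K0135 the AβE4 count at 4 h was 2103.

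The order of the isoforms at 4 h held under each scaling, while the split did not. On CPM without TMM, 1764 genes were higher in dual+ after AβE3 and 1569 after AβE4, with 3158 and 2162 higher in single+. The edgeR quasi-likelihood test on recovered reads, without dual+ K0136, called 3738 and 2930 genes (2341 and 1625 higher in dual+). No gene passed the interaction of isoform and population at 4 h by limma (800 at an unadjusted p under 0.05), against 1 by the quasi-likelihood test, 5 by the likelihood ratio test and 3 by DESeq2.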

For both treatments, there were many shared/common DEGs upregulated in dual+ vs. single+ (Fig. 4e, f, gray boxes). 

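Of the genes higher in dual+ at 4 h, 1643 were common to AβE3 and AβE4, where independent lists of this size would share 318. Lower in dual+ were 919 common genes (156 if independent). *Apoe*, *Lyve1*, *Il12b*, *Marco* and *Cbr2* are in the first set and *P2ry12*, *Tmem119*, *Trem2* and *Selplg* in the second. Called higher only after AβE3 were 858 genes, of which 821 had the same sign after AβE4, and only after AβE4 432, of which 423 had the same sign after AβE3. For genes lower in dual+ the numbers were 1026 (814 of the same sign) and 392 (366). None of these genes called in a single infusion passed the interaction by limma. Across all 16297 genes the log2 fold changes of the infusions had a Pearson r of 0.821 and a Spearman rho of 0.696.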

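Of 41 DAM genes of the list fixed here, 20 were higher and 5 lower in dual+ microglia at 4 h after AβE3 (adjusted p = 7.99e-08, or 0.128 with an estimated correlation) and 23 higher and 3 lower after AβE4 (5.95e-10, or 0.0952 with an estimated correlation). Adjusted over the list alone, 21 and 29 were higher. Of 32 homeostatic genes, 29 were lower after AβE3 and 29 after AβE4, and none was higher (adjusted p = 0.0118 and 0.00777 with an estimated correlation). Over both infusions 29 DAM genes were higher and 5 lower, and 30 homeostatic genes were lower. At 24 h 24 DAM genes were higher and 6 lower, and 31 homeostatic genes were lower. All 12 border macrophage markers were higher after AβE3 and 11 after AβE4 at 4 h (0.0152 and 0.0194 with an estimated correlation), while 7 and 6 of 12 microglia markers were lower.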

In both AβE3 and AβE4 dual+ microglia, there was an overall upregulation of DAM genes (186 genes) and downregulation of homeostatic genes (212 genes). 

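*Apoe* was at 34400 ± 15600 against 1217 ± 667 CPM in dual+ against single+ microglia after AβE3 at 4 h, a log2 fold change of 4.84 ± 0.62 SE (n = 4 each, adjusted p = 4.27e-07), and at 21980 ± 8760 against 3127 ± 3860 after AβE4 (3.46 ± 0.62, 9.79e-05). The receptor kinase *Axl* (chromosome 7, 25757273 to 25788705) was at 388 ± 125 against 65.5 ± 31.5 after AβE3 (2.62 ± 0.43, 2.18e-05) and 362 (range 284 to 536) against 108.3 ± 98.2 after AβE4 (2.08 ± 0.43, 5.38e-04). *P2ry12* was lower in dual+, at 188 ± 71.6 against 2769 ± 92.8 after AβE3 (−3.95 ± 0.27, 1.48e-11) and 145 ± 27.4 against 2082 ± 368 after AβE4 (−3.84 ± 0.27, 1.07e-11). *Tmem119* (chromosome 5, 113793729 to 113800516) was at 236 ± 320.0 against 4746 ± 482 after AβE3 (−5.73 ± 0.76, 6.45e-07) and 249 ± 201 against 3638 ± 529 after AβE4 (−4.36 ± 0.76, 5.86e-05). From these genes the paper reasons that dual+ cells have the profile of microglia in an active state. The border macrophage gene *Cbr2* rose with them, at 651 ± 303 against 5.84 ± 3.78 CPM after AβE3 and 384 ± 187 against 6.19 ± 3.56 after AβE4.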

Commonly upregulated in dual+ microglia were DAM genes (*Apoe* and *Axl*) while classical homeostatic genes were downregulated (*P2ry12* and *Tmem119*), indicating a profile characteristic for microglia in an active state (Fig. 4e, f). Also commonly upregulated in dual+ were receptors (*Clec4* cluster, *Marco, Axl*, and *Gas6*), cytokines (nine genes), chemokines (12 genes), and genes related to phagocytosis and lysosomes (*Cd68*). 

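Of the *Clec4* genes, *Clec4n* (chromosome 6, 123229843 to 123247021) was at 533 ± 283 against 3.59 ± 2.00 CPM in dual+ against single+ at 4 h after AβE3 (7.01 ± 0.58 SE, adjusted p = 2.07e-10, n = 4 each) and 264 ± 106 against 4.54 ± 4.46 after AβE4 (5.93 ± 0.58, 6.45e-09). *Marco* (chromosome 1, 120474538 to 120505024) was at 183 ± 251 against 3.85 ± 4.11 after AβE3 (3.80 ± 1.28, 0.0261), where the ranges overlapped, and 194 ± 128 against 4.28 ± 2.45 after AβE4 (4.99 ± 1.28, 0.00453). *Gas6*, the ligand of *Axl*, rose by 2.57 ± 0.40 and 2.26 ± 0.40 (adjusted p = 1.05e-05 and 8.48e-05). The lysosomal and phagocytic marker *Cd68* was at 1636 ± 358 against 777 ± 88.5 after AβE3 (1.06 ± 0.21, 2.41e-04) and 1226 ± 250.0 against 602 ± 128 after AβE4 (1.03 ± 0.21, 4.02e-04). Of 27 chemokines 20 were higher and none lower after AβE3 and 19 and none after AβE4 (adjusted p = 0.0118 and 0.00777 with an estimated correlation), with *Ccl7* at 242 ± 51.3 against 2.34 ± 2.38 CPM after AβE3 and *Cxcl10* at 2095 ± 1190 against 26.2 ± 8.52 after AβE4. Of 28 cytokines 15 were higher and 2 lower after AβE3 and 11 and 1 after AβE4 (0.112 and 0.144 with an estimated correlation), with *Il1rn* at 1082 ± 410.0 against 18.4 ± 15.0 after AβE4. Phagocytic and pattern receptors gave 21 higher and 6 lower of 40 after AβE3 and 21 and 8 after AβE4 (0.0152 and 0.0194 with an estimated correlation). Lysosomal genes went both ways, 11 higher and 6 lower of 41 after AβE3 and 12 and 7 after AβE4, and on CPM without TMM 9 and 9 after AβE3 and 9 and 11 after AβE4.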

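*Trem2* was lower in dual+ than in single+ microglia in each group. At 4 h it was at 284 ± 23.7 against 717 ± 48.1 CPM after AβE3 (log2 fold change −1.34 ± 0.21 SE, adjusted p = 9.22e-06, n = 4 each) and 242 ± 41.7 against 514 ± 119 after AβE4 (−1.08 ± 0.21, 2.39e-04), and at 24 h over both infusions at 304 ± 62.3 against 787 ± 215 (−1.35 ± 0.15, 1.52e-08, n = 8 each). The receptor *Csf3r* (chromosome 4, 126024550 to 126044440) was at 160.2 ± 87.0 against 614 ± 48.5 after AβE3 (−2.07 ± 0.28, 9.81e-07), 154 ± 46.8 against 506 (range 354 to 593) after AβE4 (−1.74 ± 0.28, 2.00e-05) and 507 ± 182 against 1160 ± 180 at 24 h (−1.26 ± 0.20, 1.00e-05). The myeloid transcription factor *Cebpa* (chromosome 7, 35119293 to 35121928) fell by 0.71 after AβE3 (adjusted p = 0.00621), by 0.87 after AβE4 (0.00114) and by 0.69 at 24 h (2.36e-04). Cathepsin S, *Ctss* (chromosome 3, 95526786 to 95556403), was at 3064 ± 825 against 6180 ± 888 after AβE3 (−1.04 ± 0.26, 0.00294) and 4516 ± 776 against 8687 ± 1490 at 24 h (−0.95 ± 0.18, 1.98e-04). After AβE4 at 4 h it did not pass (3074 ± 807 against 4745 ± 835, −0.65 ± 0.26, adjusted p = 0.0733). From *Trem2* the paper proposes a role in the transition rather than in the fully activated state. *Trem2* and these genes fell beside the homeostatic list and the microglia markers, while border macrophage markers such as *Cbr2* and *Lyve1* rose.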

Surprisingly, *Trem2* as well as several other DAM genes (*Csf3r*, *Cebpa*, and *Ctss*) had higher expression in single+ microglia (respectively, downregulated in dual+) in both treatments and at both timepoints. This suggests that *Trem2* is more associated with transition than the fully activated state. 

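*Bloc1s1*, a subunit of a complex of lysosome-related organelles (chromosome 10, 128917882 to 128924035), was at 17.7 ± 4.59 against 8.48 ± 2.25 CPM in dual+ against single+ microglia after AβE3 at 4 h (n = 4 each) and 9.36 ± 3.01 against 7.88 ± 2.41 after AβE4. Its log2 fold changes were 1.02 after AβE3 (adjusted p = 0.0243) and 0.22 after AβE4 (0.743, interaction 0.80, adjusted p = 0.925). The sialyltransferase *St6gal1* (chromosome 16, 23224740 to 23360350) was at 194 ± 100.0 against 69.9 ± 16.9 after AβE3 and 84.4 ± 46.5 against 58.4 ± 19.6 after AβE4, with changes of 1.35 after AβE3 (adjusted p = 0.00262) and 0.44 after AβE4 (0.412, interaction 0.91, adjusted p = 0.925). *Ccl6* changed by 1.13 after AβE3 (adjusted p = 0.00713) and 0.75 after AβE4 (0.0911, interaction 0.38, adjusted p = 0.941), and *Clec12a*, a C-type lectin, by 2.33 after AβE3 (adjusted p = 0.00110) and 1.37 after AβE4 (0.0634, interaction 0.96, adjusted p = 0.928). *Lamp1*, a lysosomal membrane protein, did not pass in either infusion, at 0.48 after AβE3 (adjusted p = 0.0616) and 0.43 after AβE4 (0.124, interaction 0.06, adjusted p = 0.989). *Clec4e* passed in both, at 2.73 after AβE3 (adjusted p = 0.00284) and 2.19 after AβE4 (0.0191, interaction 0.55, adjusted p = 0.957). With the animal as a replicate block *Ccl6* (adjusted p = 0.0132) and *Clec12a* (0.0405) also passed after AβE4. None of the 6 genes passed the test of a difference between the infusions, which recovered 8.96% of simulated 2-fold changes.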

DAM genes uniquely upregulated for AβE3 were genes associated with the lysosome/autophagy process (*Lamp1* and *Bloc1s1*), glycosylation (*St6gal1)*, a glycosyltransferase implicated by GWAS with AD^30^, cytokines (*Ccl6*), and receptors (*Clec4e* and *Clec12a*). 

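*Capg*, an actin-capping protein (chromosome 6, 72544391 to 72562983), was at 100.0 ± 36.5 against 40.0 ± 6.57 CPM in dual+ against single+ microglia after AβE4 at 4 h (n = 4 each) and 81.3 ± 24.9 against 51.3 ± 4.59 after AβE3. Its log2 fold changes were 0.61 after AβE3 (adjusted p = 0.109) and 1.23 after AβE4 (0.00163, interaction −0.63, adjusted p = 0.925). The elongation factor *Eef2* (chromosome 10, 81176631 to 81182498) was at 418 ± 55.7 against 272 ± 49.1 after AβE4 and 442 ± 75.1 against 334 ± 43.9 after AβE3, with changes of 0.40 after AβE3 (adjusted p = 0.106) and 0.63 after AβE4 (0.0138, interaction −0.23, adjusted p = 0.941), and *Eef1b2* of 0.46 after AβE3 (adjusted p = 0.112) and 0.85 after AβE4 (0.00445, interaction −0.39, adjusted p = 0.928). *Ly9* (chromosome 1, 171588624 to 171607410) was at 88.3 ± 34.9 against 42.4 ± 6.38 after AβE4 and 61.99 ± 24.5 against 58.5 ± 15.0 after AβE3, with changes of 0.03 after AβE3 (adjusted p = 0.937) and 0.98 after AβE4 (0.00675, interaction −0.95, adjusted p = 0.925). All 4 genes were called after AβE4 alone, but with the animal as a replicate block *Capg*, *Eef2* and *Eef1b2* also passed after AβE3, and none of the 4 passed the test of a difference between the infusions. The small change of *Ly9* after AβE3 turned sign by median of ratios (−0.08).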

DAM genes uniquely upregulated in AβE4 were *Capg* (binds PIP2 and affects actin dynamic in macrophages^31^), *Eef2* and *Eef1b2* (regulate translation^19^) as well as *Ly9* (lymphocyte antigen 9^32^). 

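By the list fixed here, the DAM genes higher in dual+ microglia at 4 h numbered 20 after AβE3 and 23 after AβE4 (n = 4 against 4 each). *Apoe*, *Axl* and *Cd68* rose after both infusions. The interaction of isoform and population called none of the 41 genes, with a median difference of −0.05 (adjusted p = 0.950 for the list). The homeostatic list also gave none in the interaction. Border macrophage markers had a median difference of 1.12 toward AβE3, none of 12 passing alone (adjusted p = 2.91e-05 for the list, or 0.987 with an estimated correlation). From its counts of DAM genes, the paper proposes that E3 could initiate a stronger response by microglia than E4.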

Overall, there was a higher number of DAM genes upregulated in dual+ AβE3 (310) than in dual+ AβE4 (198) (Fig. 4g, h), suggesting that E3 could initiate a stronger response by microglia than E4.

### Single cell sequencing identifies distinct microglial populations in response to Aβ injection

To test how *Trem2* deficiency affects acute microglial response to AβE3 or AβE4 infused into the cortex of WT and Trem2^ko^ mice, we performed scRNA-seq. 

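The authors' single-cell table gives, for each gene, cluster and sample, the mean over cells of UMI counts scaled to the same total per cell. There are 8 injected samples, 2 for each of WT AβE3, WT AβE4, Trem2 ko AβE3 and Trem2 ko AβE4, and 1 non-injected WT sample. Its 6 clusters include the non-injected cells. They were matched to the paper's clusters of injected cells by marker genes alone, with table clusters 1 and 2 taken as homeostatic, 3 as the paper's 1b, 4 as its 2, 5 as its 3 and 6 as its 4. The samples are the replicates here. limma was run in each of table clusters 3 to 6 on log2(mean value + pseudocount), over the 10872 genes with the higher means. Knockout against WT over both infusions was fitted with terms for genotype, infusion and sex. The other comparisons had a mean per group and a term for sex. Knockout against WT has 4 against 4 samples, and each infusion 2 against 2. All injected WT samples carry an F number and all knockout samples a T number, and what the letters mark is not stated. Beyond *Trem2* itself, genotype therefore cannot be told apart from other differences between these sets of animals. On simulated means of the 4 against 4 design, 2-fold changes were recovered for 82.1% of 67 altered genes in table cluster 3, 77.6% in 4, 13.4% in 5 and 23.9% in 6, so table clusters 5 and 6 can show large changes only. The altered genes were all detected in every sample, and the 2 against 2 comparisons and the interaction were not simulated. Numbers of cells were not used here, and neither were count tests.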

Non-injected WT microglia were used as a control for the injection and analyzed in parallel (see Fig. 5a for the design). We collected a total of 60,046 sequenced cells with 2156 median genes expressed and 4988 median unique molecular identifiers (UMIs) per cell. Non-microglial cells were identified using cell type-specific genes and excluded from further analysis (Supplementary Fig. 7a–c); 39,898 microglial cells were re-clustered to catalog transcriptionally distinct subpopulations (Fig. 5b and Supplementary Data 3). We found that, excluding homeostatic clusters (clusters 1 and 2), four clusters consisted predominantly of microglia from Aβ injected samples, suggesting these four clusters are affected by Aβ injection and not because of experimental artifacts, such as cell isolation (Fig. 5c, d and Supplementary Fig. 8). Thus, we re-clustered 36,244 microglial cells from injected groups, resulting in five clusters and then performed trajectory analysis to identify distinct activation states in response to the infusion (Fig. 5e and Supplementary Fig. 8d, e). We determined three potential trajectories (clusters 2, 3, and 4) from clusters 1a and 1b (Fig. 5e). Sankey plot shown on Supplementary Fig. 8f shows cluster preservation between the two datasets.

**Fig. 5:**
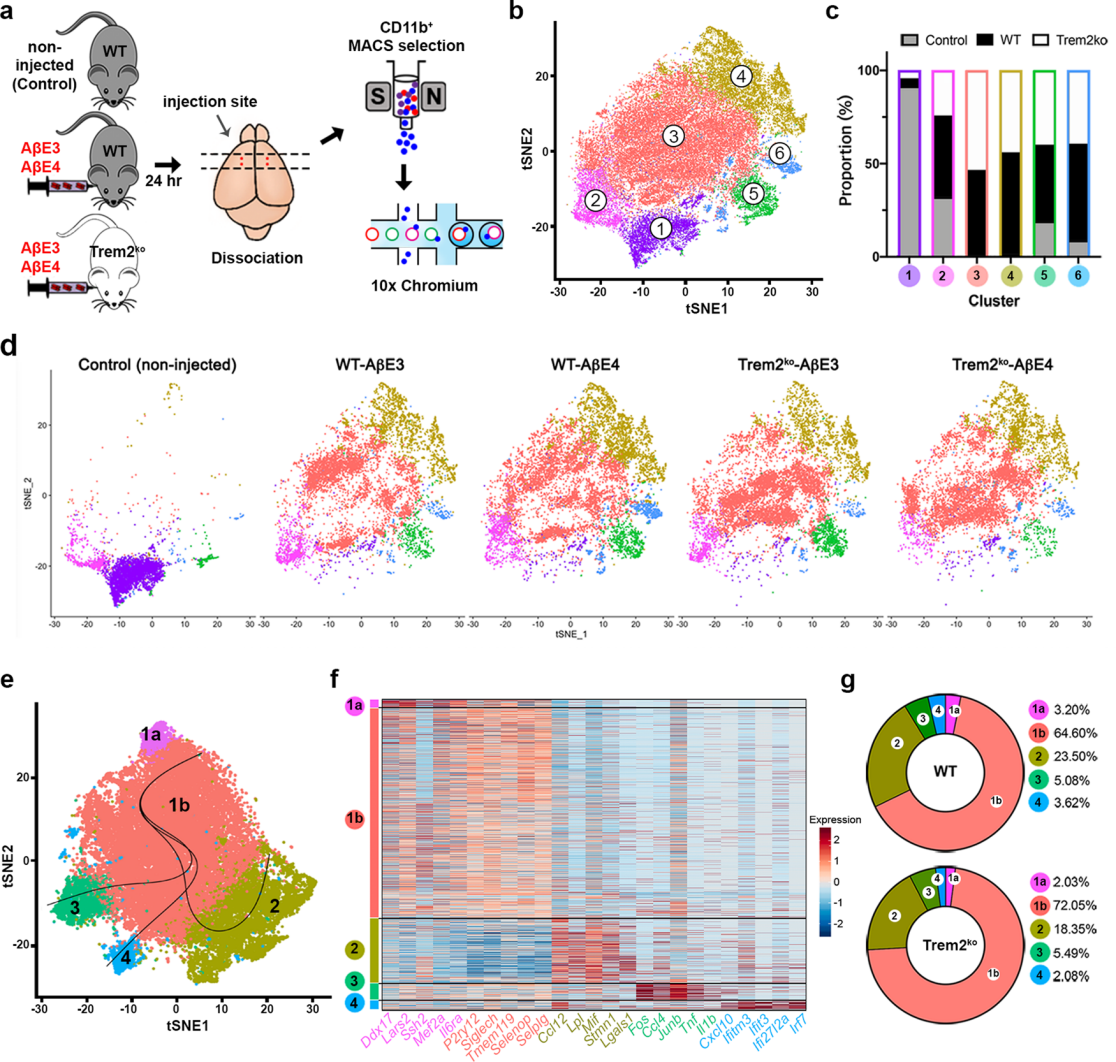
scRNA-seq data reveal distinct microglial subpopulations in response to Aβ infusion. **a** Schematic workflow of the experimental strategy for scRNA-seq. Microglia were isolated from WT and Trem2^ko^ mice injected with AβE3 or AβE4 using CD11b immunomagnetic beads. Microglia from non-injected WT mice were used as control. Isolated cells were immediately applied to the 10x Chromium platform. *n* = 1 for Control, *n* = 2 for WT-AβE3, WT-AβE4, Trem2^ko^-AβE3, and Trem2^ko^-AβE4. **b** t-SNE plot shows clusters of 39,898 microglial cells after re-clustering using Seurat. **c** Proportion of cells in each clusters from control, WT, and Trem2^ko^ microglia. **d** t-SNE plots of microglia from each experimental condition. **e** t-SNE plot shows clusters of 36,244 microglial cells after re-clustering of injected samples and inferred trajectories by Slingshot. **f** Heatmap shows the expression of top five genes in each cluster. **g** Proportion of cells in each cluster from WT and Trem2^ko^ microglia.

To characterize heterogeneity within microglia, we identified cluster-specific genes that are differentially expressed between clusters (Fig. 5f and Supplementary Data 4). 

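*P2ry12* had means of 20.3 ± 3.13, 17.8 ± 3.90 and 18.5 ± 3.55 (± SD, n = 8 injected samples) in table clusters 1, 2 and 3, and of 7.78 ± 2.20, 13.7 ± 3.06 and 13.3 ± 2.63 in 4, 5 and 6. *Tmem119* was at 20.6 ± 4.69, 23.6 ± 3.13 and 16.1 ± 2.64 in the first group of clusters and 7.57 to 11.2, 14.4 ± 2.65 and 12.4 ± 1.55 in the second. The lectin *Siglech* was at 14.6 ± 2.33, 14.7 ± 2.14 and 12.2 ± 1.01 against 5.30 ± 1.45, 9.76 ± 1.38 and 9.62 ± 1.24. Of clusters 3 to 6, each of the 3 genes was highest in cluster 3 in all 8 samples and lowest on average in cluster 4. These genes also serve to define clusters, so the values describe them and are not a test.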

As seen in Fig. 5f and Supplementary Fig. 9c, the microglia in clusters 1a and 1b showed increased expression of homeostatic signature genes, such as *P2ry12*, *Tmem119*, and *Siglech*^19,33^. However, cluster 1b showed an increase from the baseline (cluster 1a) expression of genes related to microglial activation such as *Apoe*, *Cst7*, *Trem2*, and *Tyrobp* and a slight decrease of homeostatic markers (Supplementary Fig. 9c). Thus, we characterized cluster 1b as a transitional state. 

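*Apoe* was at 4.04 ± 1.21 in table cluster 3, matched to cluster 1b, against 2.41 ± 1.22 and 3.23 ± 0.844 in clusters 1 and 2 (mean ± SD, n = 8 injected samples). *Cst7*, an inhibitor of cathepsins, was at 0.204 ± 0.0343 against 0.0952 ± 0.0744 and 0.0923 ± 0.0561. The signalling adaptor of TREM2, *Tyrobp*, was at 27.4 ± 2.56 against 21.3 ± 4.08 and 13.1 ± 2.39. *Tmem119* was lower in cluster 3 than in clusters 1 and 2, while *P2ry12* lay between them.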

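*Trem2* in WT samples (mm10, GENCODE vM21, chromosome 17, 48346401 to 48354147) was at 15.0 ± 6.39 in table cluster 1, 16.2 ± 4.22 in 2, 21.0 ± 1.03 in 3, 14.5 ± 0.665 in 4, 19.4 ± 1.95 in 5 and 17.3 ± 1.14 in 6 (mean ± SD, n = 4). Cluster 3, matched to cluster 1b, had the highest mean, and cluster 5 came next with an overlapping range. In sample F2030 the values were 22.18 and 22.19. The paper proposes from this peak a part for *Trem2* in the passage to the active state.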

Interestingly, in WT mice *Trem2* had the highest expression in cluster 1b, suggesting its involvement in the transition from homeostatic to active state. Genes associated with activated microglia were upregulated in clusters 2, 3, and 4 and accompanied by downregulation of homeostatic microglial genes. This suggests that clusters 2, 3, and 4 form in response to infusion of either AβE3 or AβE4 and present the active microglia state. Microglia in cluster 2 showed upregulation of genes related to chemotaxis (*Ccl12*, *Ccl3*, *Ccl4*, *Cxcl16*, *Spp1*, and *Lgals3*), inflammatory cytokine *(Mif*), lipoprotein lipase (*Lpl*), and ribosomal components. 

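*Spp1* (osteopontin, mm10, GENCODE vM21, chromosome 5, 104435118 to 104441050) was at 4.56 ± 5.42 in table cluster 4, matched to cluster 2, and highest there among clusters 3 to 6 in all 8 injected samples (mean ± SD). The same held for *Lpl* at 3.19 ± 0.880 and *Mif* at 5.58 to 9.43, and for *Lgals3* at 1.78 ± 1.13 in 7 samples. *Cxcl16* was at 1.56 ± 0.288 and highest in 6 of 8. *Ccl12* was at 28.9 ± 7.29 there and 32.2 ± 10.6 in cluster 6, each the highest in 4 samples. *Ccl3* and *Ccl4* were at 0.737 to 3.24 and 3.84 ± 1.57 in cluster 4 but highest in cluster 5.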

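*Tnf* was at 5.13 ± 2.61 in table cluster 5, matched to cluster 3 (mean ± SD, n = 8 injected samples), *Il1b* at 3.91 ± 1.23 and *Ptgs2*, the inducible cyclooxygenase, at 0.339 ± 0.283. *Ccl3* was at 8.48 ± 4.59 and *Ccl4* at 16.9 ± 5.93. All 5 genes were highest in this cluster, of clusters 3 to 6, in each of the 8 samples.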

Microglia in cluster 3 showed upregulation of pro-inflammatory genes, especially a set of genes important in NF-κB signaling such as *Tnf*, *Il1b*, and *Ptgs2* as well as cytokines (*Ccl3* and *Ccl4*). In cluster 4, genes related to the interferon signaling pathway, including *Ifitm3, Ifi27l2a, Ifit1*, and *Irf7* as well as *Apoe* were highly expressed within immune system process as the top enriched GO term (Fig. 5f). 

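The interferon-induced *Ifitm3* was at 5.83 ± 2.32, *Ifi27l2a* at 2.82 ± 1.14, *Ifit1* at 1.78 ± 0.841 and the transcription factor *Irf7* at 1.82 ± 0.841 in table cluster 6, matched to cluster 4 (mean ± SD, n = 8 injected samples). *Apoe* was at 27.2 ± 18.5 there. Each of the 5 genes was highest in this cluster, of clusters 3 to 6, in all 8 samples. *Apoe* ranged from 10.8 to 64.2 across samples, with the highest value in knockout AβE4 sample T0348.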

We observed an increased proportion of cells in cluster 1b and reduced proportion in cluster 2 in *Trem2*-deficient microglia compared to WT (Fig. 5g). These data demonstrate that in our acute model of brain injury, *Trem2* deficiency impairs the transition of microglia from homeostatic to an activated state, in the same way as chronic neurodegeneration^17^.

### scRNA-seq identifies activated gene clusters downregulated in Trem2^ko^ mice following Aβ infusion

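*Trem2* itself fell in knockout samples in every cluster tested, by 2.30 ± 0.06 SE on the log2 scale in table cluster 3, 1.71 ± 0.08 in 4, 2.19 ± 0.11 in 5 and 2.17 ± 0.10 in 6 (4 against 4 samples, adjusted p = 2.42e-08, 1.32e-06, 1.73e-06 and 6.71e-08). Its knockout means were 4.26 ± 0.102, 4.43 ± 0.186, 4.24 ± 0.235 and 3.85 ± 0.258, with sample T0348 apart in cluster 3 at 4.415. *Hbegf*, a growth factor of the EGF family, was at 0.0319 ± 0.00680 in knockout against 0.740 ± 0.293 in WT samples in cluster 3 (−4.47 ± 0.17, adjusted p = 8.01e-07) and at 0.0117 ± 0.00759 in knockout against 0.324 ± 0.122 in WT samples in cluster 4 (−5.12 ± 0.51, 0.00171).

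Over all genes the numbers called were 49 in table cluster 3 (13 higher and 36 lower in knockout), 13 in cluster 4 (1 and 12), 2 in cluster 5 (1 and 1) and 5 in cluster 6 (0 and 5), each of 10872. At an unadjusted p under 0.05 there were 1171, 715, 448 and 594 genes, where 544 would fall there by chance. Without the term for sex the counts were 5 in cluster 3 and 5 in cluster 4. The labels give F2030, F2032, T0342 and T0343 as female, while the paper's methods state male mice for these infusions. Whether the term stands for sex or for another difference between these samples and the rest was not tested. Leaving out 1 sample gave 9 genes (without T0347) to 43 (without T0348) in cluster 3, 5 (T0342) to 28 (T0348) in cluster 4 and 1 (F2030) to 10 (T0348) in cluster 6.

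**Figure D3:**
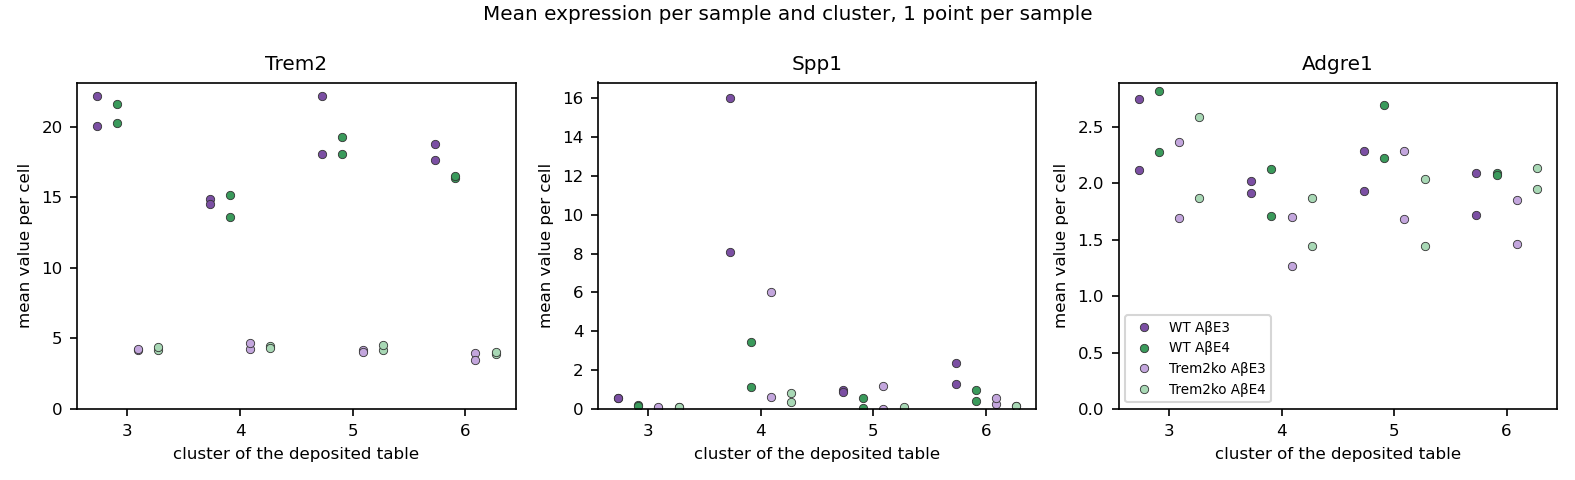
Mean value per cell of *Trem2*, *Spp1* and *Adgre1* in table clusters 3 to 6 for WT and Trem2 ko samples after AβE3 or AβE4, with 1 point per sample. *Trem2* parts the genotypes in every cluster, while *Spp1* differs between samples of one group.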

To identify differential transcripts, we compared microglia from Trem2^ko^ and WT mice and observed a higher number of DEGs in clusters 2, 3, and 4 associated with active microglia (Fig. 6a and Supplementary Data 5). Overall, there was reduced expression of immune response genes in *Trem2-*deficient microglia compared to WT microglia (Fig. 6b–d). 

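*Cd74*, the invariant chain of MHC class II, was at 0.276 ± 0.0618 in knockout against 0.437 ± 0.0510 in WT samples in table cluster 3 (−0.68 ± 0.09 SE, adjusted p = 0.0125). *Cxcl16* fell there by 0.60 ± 0.08 (0.0177). In table cluster 4 the lipopolysaccharide co-receptor *Cd14* fell by 0.63 ± 0.10 (0.0424) and *Cd83* by 0.61 ± 0.10 (0.0461). Of 32 phagocytic and pattern receptors tested in cluster 4, 3 were lower and none higher in knockout (8 lower adjusted over the list alone; adjusted p = 1.31e-04, or 0.227 with an estimated correlation). NF-κB targets had 22 of 28 negative in cluster 4, 1 of them called (3.01e-04, or 0.436 with an estimated correlation). MHC class II genes were negative for 9 of 9 in cluster 3, 1 of them called (0.00343, or 0.628 with an estimated correlation), and 8 of 9 in cluster 6. No chemokine or cytokine passed in clusters 4, 5 and 6.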

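Of 39 DAM genes tested in table cluster 4, 2 were lower and none higher in knockout, 32 had a negative sign, and 12 were lower adjusted over the list alone (adjusted p = 1.94e-08, or 0.436 with an estimated correlation). In cluster 5, 1 of 37 was lower, with 33 negative (2.93e-10, or 0.374 with an estimated correlation), and in cluster 6, 2 of 38, also with 33 negative (6.04e-09, or 0.447 with an estimated correlation). *Trem2* is one of the called DAM genes in each cluster. Of 32 homeostatic genes none passed in any cluster, and 22, 18 and 19 had a positive sign in clusters 4, 5 and 6 (adjusted p = 0.00661, 0.147 and 0.0182, or 0.931, 0.886 and 0.928 with an estimated correlation). From the share of DAM genes among its own called genes, the paper proposes that Trem2 ko microglia cannot answer the infusion adequately. The leaning of DAM genes rests on a fixed small correlation among them and is not called with an estimated one.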

In clusters 2, 3, and 4, DAM genes comprised 30–44% of the total number of DEGs that were upregulated in WT vs. Trem2^ko^, and this was accompanied by the same decrease of homeostatic microglia genes (Fig. 6b–d), suggesting that microglia from Trem2^ko^ mice cannot adequately respond to the AβE3/AβE4 infusion challenge. 

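Lipoprotein lipase, *Lpl* (mm10, GENCODE vM21, chromosome 8, 68880491 to 68907448), was at 2.56 ± 0.695 in knockout against 3.82 ± 0.511 in WT samples in table cluster 4, matched to cluster 2, a log2 fold change of −0.62 ± 0.14 SE (4 against 4 samples, adjusted p = 0.240), with F2030 apart at 4.585. *Spp1* was at 16.0 and 8.07 in WT AβE3 samples, 1.14 and 3.47 in WT AβE4, 0.63 and 6.02 in knockout AβE3 and 0.349 and 0.814 in knockout AβE4 (−2.23 ± 0.47, 0.188). The tetraspanin *Cd9* (chromosome 6, 125460266 to 125494791) differed by −0.30 ± 0.10 (0.620) and *P2ry12* by 0.11 ± 0.21 (0.964). None of these 4 genes passed in this cluster. *Lpl* did pass in table cluster 3 (0.234 ± 0.0663 in knockout against 0.486 ± 0.0575 in WT samples, −1.09 ± 0.13, adjusted p = 0.0118). The genes called in cluster 4 include *Trem2*, *Colec12*, *Hbegf*, *Cd14* and the cholesterol transporter *Npc1* (−0.51 ± 0.08, 0.0461) as lower and the mitochondrial *mt-Nd3* (0.72 ± 0.10, 0.0282) as higher.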

In cluster 2 the top downregulated genes in Trem2^ko^ microglia were *Lpl, Spp1*, and *Cd9;* opposed by upregulation of canonical homeostatic genes such as *P2ry12* (Fig. 6b). Clusters 3 (Fig. 6c) and cluster 4 (Fig. 6d) exhibited the largest number of downregulated genes in Trem2^ko^ microglia and also showed the highest mismatch between WT and Trem2^ko^ microglia in terms of homeostatic/DAM gene expression (see the bar graphs in Fig. 6c, d).

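In table cluster 5, matched to cluster 3, the genes called were *Trem2*, lower in knockout, and *mt-Nd3*, higher (0.77 ± 0.10 SE, adjusted p = 0.0472). In table cluster 6, matched to cluster 4, the 5 called genes were all lower, among them *Spp1* (0.281 ± 0.211 in knockout against 1.27 ± 0.823 in WT samples, −2.19 ± 0.29, 0.0130) and the heat-shock gene *Hspa1b* (−1.34 ± 0.19, 0.0214). Interferon-response genes in cluster 6 were negative for 34 of 38, none passing alone (adjusted p = 0.00383, or 0.928 with an estimated correlation). By infusion this lean was that of the AβE4 samples, and after AβE3 most of these genes were positive. Without knockout AβE4 sample T0348, *Ifit2*, *Ifi207*, *Ifi204* and *Ifitm3* turned positive after AβE4 too. *Hbegf* in cluster 5 did not pass over both infusions (adjusted p = 0.0552).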

**Fig. 6:**
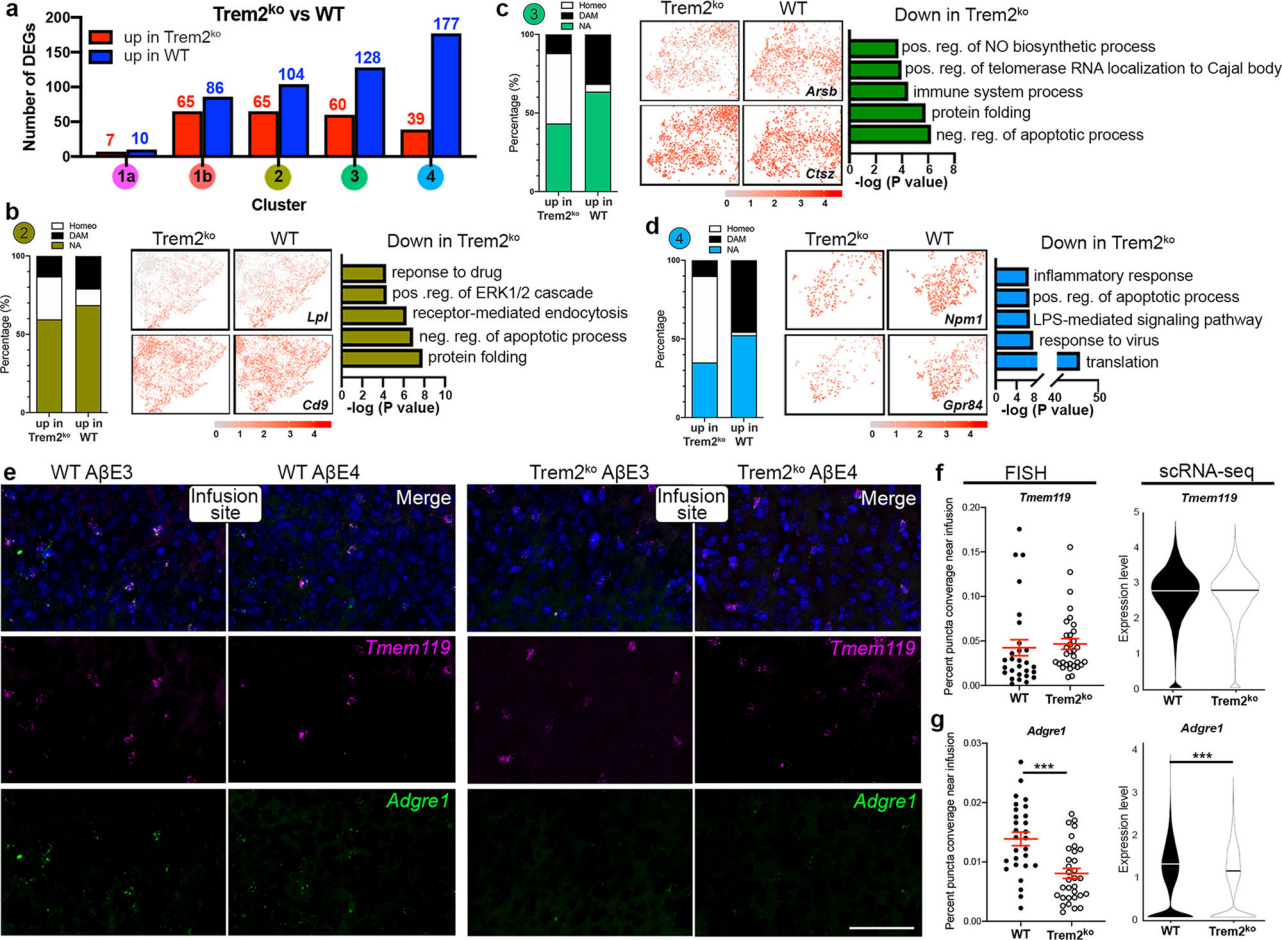
scRNA-seq identifies activated gene clusters downregulated in Trem2^ko^ mice following AβE3 or AβE4 infusions. **a** The number of DEGs in Trem2^ko^ compared to WT in each cluster (Bonferroni-corrected *p* value <0.05 and natural logFC >0.1). **b**–**d** The proportion of homeostatic (Homeo) or DAM genes among DEGs in Trem2^ko^ or WT groups in clusters 2 (**b**), 3 (**c**), and 4 (**d**). Feature plots (Left) showing representative genes and bar plot (Right) showing top five GO terms that are significantly downregulated in Trem2^ko^ compared to WT microglia in the three infusion responsive clusters. *n* = 4 per group (WT and Trem2^ko^). **e**–**g** The expression of *Tmem119* and *Adgre1* was spatially visualized at 200 μm perimeter from the injection site. **e** Representative images of FISH analyses of microglial gene expression near the Aβ infusion site. (*Tmem119* – pink, *Adgre1* – Green, Nuclei – Blue). Scale bar = 50 µm. **f**, **g** Scatter dot plots showing the area of puncta coverage adjacent to the infusion site along with violin plots of the expression of the same gene in the scRNA-seq dataset for *Tmem119* (**f**), and *Adgre1* (**g**). *n* = 8 mice per group (equal males and females), with four infusion sites analyzed per animal, red lines represent mean ± SEM, *** *p* < 0.001 (*p* = 0.0001) using two-tailed unpaired *t*-test.

We validated the scRNA-seq data using fluorescent in situ hybridization (FISH) for *Tmem119* and *Adgre1* and spatially visualized their expression near the infusion site. 

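*Adgre1* (mm10, GENCODE vM21, chromosome 17, 57358691 to 57483527) was lower on average in knockout samples in each of table clusters 3 to 6 but did not pass. It was at 1.57 ± 0.270 in knockout against 1.94 ± 0.175 in WT samples in table cluster 4 (log2 fold change −0.32 ± 0.09 SE, adjusted p = 0.413, 4 against 4 samples). In clusters 3, 5 and 6 the changes were −0.24 ± 0.06 (0.140), −0.30 ± 0.13 (0.920) and −0.12 ± 0.13 (0.926), with F2052 lowest of the WT samples in cluster 6 at 1.718. *Tmem119* (chromosome 5, 113793729 to 113800516) was at 9.39 ± 1.27 in knockout against 9.77 ± 1.58 in WT samples in cluster 4 (−0.05 ± 0.11, 0.964), and did not pass in clusters 3, 5 and 6 either (−0.08, −0.11 and −0.06, adjusted p = 0.736, 0.925 and 0.952).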

We selected *Tmem119* as a canonical microglia-specific gene that was not affected by *Trem2* deficiency, and *Adgre1* (F4/80) was selected because it was significantly downregulated in Trem2^ko^ microglia and was shown to be increased near the infusion site (see Fig. 2k–i). Similarly to the scRNA-seq data, we found a significant reduction in expression of *Adgre1* in Trem2^ko^ mice and no effect on *Tmem119* level (Fig. 6e–g). Thus, FISH performed near the infusion site confirms the result for selected genes in the scRNA-seq datasets.

### Trem2 deficiency and APOE isoform affects microglia response to Aβ

We next examined if the response to AβE3 and AβE4 infusion is APOE isoform- and/or TREM2-dependent. We compared microglia from WT and Trem2^ko^ mice injected with AβE3 or AβE4 within clusters 2, 3, and 4 which correspond to active microglia (Fig. 7a–c and Supplementary Data 6). 

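Within AβE3 samples (2 against 2), *Trem2* was called in every cluster, *Colec12* in table cluster 4, and *Hbegf* (−4.60 ± 0.26 SE, adjusted p = 1.63e-04), *Spp1* (−3.12 ± 0.24, 0.00189) and *Lpl* (−1.40 ± 0.14, 0.00785) in cluster 3. Within AβE4 samples *Trem2* was called in every cluster, *Hbegf* in clusters 3, 4 and 5 and *Colec12* in cluster 4 (adjusted p = 0.00752, against 0.0306 after AβE3). Neither *Hbegf* nor *Colec12* passed the interaction of genotype and isoform in these clusters. In cluster 5 *Hbegf* was at 0.913 and 0.524 in WT AβE4 samples and at 0 in both knockout AβE4 samples. The counts of lower genes in knockout were 3 after AβE3 and 4 after AβE4 in cluster 4, 1 and 2 in cluster 5 and 1 and 1 in cluster 6, with no gene higher. In WT samples, AβE3 against AβE4 gave no gene in any of clusters 3 to 6 by limma, with 301, 259, 325 and 299 genes at an unadjusted p under 0.05. Count tests could not be run on mean values.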

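Homeostatic genes in table cluster 4 had a positive sign in knockout against WT for 29 of 32 after AβE4 (adjusted p = 1.61e-07, or 0.559 with an estimated correlation) and for 9 of 32 after AβE3 (0.397). In cluster 5 these numbers were 22 (0.0156, or 0.971 with an estimated correlation) and 13 (0.964). None of the 32 genes passed alone in either infusion, *P2ry12* and *Tmem119* among them. In the interaction of genotype and isoform, the list leaned the same way in cluster 4, with 30 of 32 toward AβE4 (2.05e-07, or 0.731 with an estimated correlation), and in cluster 5 with 25 (0.0358, or 0.922 with an estimated correlation).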

For all clusters, we observed a higher number of homeostatic genes upregulated in Trem2^ko^ vs. WT microglia injected with AβE4 compared to AβE3-injected groups. Interestingly, the number of DEGs in Trem2^ko^ vs. WT injected with AβE4 showed a larger difference compared to AβE3-injected groups in clusters 2 and 4. 

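*Trem2* and *Hbegf*, both also called in the AβE3 samples (*Hbegf* in table cluster 3), are among the few genes called in the AβE4 samples, which number about as many as in the AβE3 samples. The interaction of genotype and isoform gave no gene in table clusters 3, 4 and 5 by limma (204, 358 and 238 at an unadjusted p under 0.05) and 1 in cluster 6, the chemokine *Ccl8* (−6.05 ± 0.76 SE, adjusted p = 0.0325), which was at 0.494 and 0.154 in WT AβE3 samples, 0.0501 and 0.0260 in WT AβE4, 0.0449 and 0.0180 in knockout AβE3 and 0.364 and 0.169 in knockout AβE4. *Ccl8* was not called without the term for sex, with no filter, with a pseudocount 10 times smaller, or on leaving out any 1 sample other than T0343. The AβE4 counts depend on knockout sample T0343, without which 1 knockout AβE4 sample is left and 304 genes were called in cluster 4 (167 of them higher), 260 in cluster 5 (14 higher) and 71 in cluster 6 (12 higher).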

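*Cxcl16*, a chemokine that also binds oxidized lipoprotein, was at 1.39 and 1.31 in knockout against 1.90 and 1.63 in WT AβE3 samples of table cluster 4, matched to cluster 2, and at 1.31 and 1.22 against 1.90 and 1.84 after AβE4. Its log2 fold changes were −0.38 ± 0.12 after AβE3 (adjusted p = 0.999) and −0.57 ± 0.12 after AβE4 (0.294). *Lpl* gave −0.51 ± 0.20 after AβE3 (adjusted p = 0.999) and −0.73 ± 0.20 after AβE4 (0.541), and *Spp1* −2.55 ± 0.65 after AβE3 (adjusted p = 0.841) and −1.90 ± 0.65 after AβE4 (0.701). *Marco* (mm10, GENCODE vM21, chromosome 1, 120474538 to 120505024) gave −0.82 ± 0.65 after AβE3 (adjusted p = 0.999) and −1.80 ± 0.65 after AβE4 (0.709), and *Ly9* (chromosome 1, 171588624 to 171607410) −0.87 ± 0.39 after AβE3 (adjusted p = 0.999) and −1.22 ± 0.39 after AβE4 (0.641). All 5 genes were lower on average after both infusions, and none passed with 2 against 2 samples.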

In cluster 2, both AβE3- and AβE4-injected Trem2^ko^ groups showed a decreased expression vs. their WT counterparts of genes such as *Cxcl16*, *Lpl*, *Spp1*, *Marco*, *and Ly9*, genes with roles in chemotaxis, endocytosis, and bioenergetic that could affect Aβ uptake. Additional DEGs that were downregulated were several cytokines (*Ccl3* and *Ccl4*), Fc receptors (*Fcgr4*), and *Il1b*. 

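*Ccl3* in table cluster 4 stood at log2 fold changes of −0.63 ± 0.30 after AβE3 (adjusted p = 0.999) and −1.17 ± 0.30 after AβE4 (0.519), 2 against 2 samples each. *Ccl4* (mm10, GENCODE vM21, chromosome 11, 83662584 to 83664683) was at 2.40 and 1.26 in knockout against 5.14 and 4.57 in WT samples after AβE4, at −0.74 ± 0.26 after AβE3 (adjusted p = 0.999) and −1.48 ± 0.26 after AβE4 (0.166). The Fc receptor *Fcgr4* gave −0.01 ± 0.21 after AβE3 (adjusted p = 1) and −0.58 ± 0.21 after AβE4 (0.709). *Il1b* gave 0.25 ± 0.23 after AβE3 (adjusted p = 0.999) and −0.80 ± 0.23 after AβE4 (0.550), a positive sign in the first case. None of the 4 genes passed in either infusion.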

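*P2ry12* was at 8.50 and 10.7 in knockout against 7.36 and 5.76 in WT AβE4 samples of table cluster 4, matched to cluster 2, and at 8.76 and 4.57 against 10.4 and 6.18 after AβE3. Its log2 fold changes were −0.34 ± 0.24 after AβE3 (adjusted p = 0.999) and 0.55 ± 0.24 after AβE4 (0.757). The ADP receptor *P2ry13* (mm10, GENCODE vM21, chromosome 3, 59207892 to 59210882) gave −0.18 ± 0.15 after AβE3 (adjusted p = 0.999) and 0.24 ± 0.15 after AβE4 (0.794), and *Tgfb1*, the growth factor that maintains microglial identity, −0.09 ± 0.13 after AβE3 (adjusted p = 0.999) and 0.10 ± 0.13 after AβE4 (0.897). The 3 genes were positive after AβE4 and negative after AβE3, and none passed. Their differences between the infusions did not pass in the interaction either (adjusted p = 0.952, 0.952 and 0.952).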

In terms of genes upregulated in Trem2^ko^ vs. WT microglia in cluster 2, AβE4-injected Trem2^ko^ showed a higher number of upregulated classic homeostatic genes such as *P2ry12*, *P2ry13*, and *Tgfb1* compared to AβE3-injected Trem2^ko^ mice (Fig. 7a, AβE4 plot). Similarly, in cluster 4 there was a higher number of upregulated homeostatic genes in Trem2^ko^ vs. WT in AβE4-injected compared to AβE3-injected mice. 

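In table cluster 6, matched to cluster 4, homeostatic genes had a positive sign in knockout for 24 of 32 after AβE4 (adjusted p = 1.64e-06, or 0.664 with an estimated correlation) and for 10 of 32 after AβE3 (0.827), with no gene passing alone. *P2ry12* gave −0.18 ± 0.18 after AβE3 (adjusted p = 0.947) and 0.37 ± 0.18 after AβE4 (0.999) there. In the interaction 29 of 32 leaned toward AβE4 (2.00e-04, or 0.832 with an estimated correlation).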

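*Ifit2*, induced by interferon, was at 1.97 and 0.211 in knockout against 1.27 and 3.02 in WT AβE4 samples of table cluster 6, matched to cluster 4, a log2 fold change of −1.60 ± 0.71 SE (2 against 2 samples, adjusted p = 0.999). Other interferon genes stood at −0.42 ± 0.41 (*Ifi27l2a*), −0.70 ± 0.41 (*Ifi207*), −0.99 ± 0.54 (*Ifi204*) and −1.77 ± 0.61 (*Axl*), with F2052, a WT AβE3 sample, lowest for *Axl* at 0.09668. Genes of endocytosis stood at −0.62 ± 0.16 (*Cd14*), −0.89 ± 0.32 (*Cxcl16*), −0.22 ± 0.14 (*Fth1*) and −0.73 ± 0.48 (*Ifitm3*). Without T0348, which leaves 1 knockout sample, *Ifit2*, *Ifi207*, *Ifi204* and *Ifitm3* turned to 0.31, 0.17, 0.39 and 0.44. All 9 genes were lower on average in knockout and none passed, each with an adjusted p of 0.999. As a list, 38 of 38 interferon-response genes had a negative sign after AβE4 (adjusted p = 1.11e-12, or 0.664 with an estimated correlation).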

For cluster 4, in AβE4-injected microglia we also observed a higher number of downregulated genes in Trem2^ko^ associated with interferon signaling (*Ifit2*, *Ifi27l2a*, *Ifi207*, *Ifi204*, and *Axl*) and endocytosis (*Cd14*, *Cxcl16*, *Fth1*, and *Ifitm3*). In contrast, in cluster 4, there were very few DEGs in AβE3-injected Trem2^ko^ vs. WT mice. These data suggest a possible interaction between TREM2 and APOE-isoform that could affect microglial chemotaxis and interferon signaling pathway.

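After AβE3 the interferon-response genes of table cluster 6 were positive for 25 of 38 (adjusted p = 0.0961), with *Ifit2* at 0.35 ± 0.71 SE, *Ifi207* at 0.53 ± 0.41, *Ifi204* at 0.16 ± 0.54 and *Ifitm3* at 0.11 ± 0.48. *Axl* (−1.43 ± 0.61) was lower on average as after AβE4, and *Cxcl16* stood at 0.12 ± 0.32, with T0342 apart at 1.957. None of these passed. In the interaction 37 of 38 interferon-response genes leaned toward AβE3 (adjusted p = 1.31e-11, or 0.832 with an estimated correlation). This leans on knockout AβE4 sample T0348. Without it *Ifit2*, *Ifi207*, *Ifi204* and *Ifitm3* were positive after AβE4 too (0.31, 0.17, 0.39 and 0.44). From its comparison of the AβE4 with the AβE3 groups, the paper proposes that TREM2 and the isoform of APOE may interact.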

**Fig. 7:**
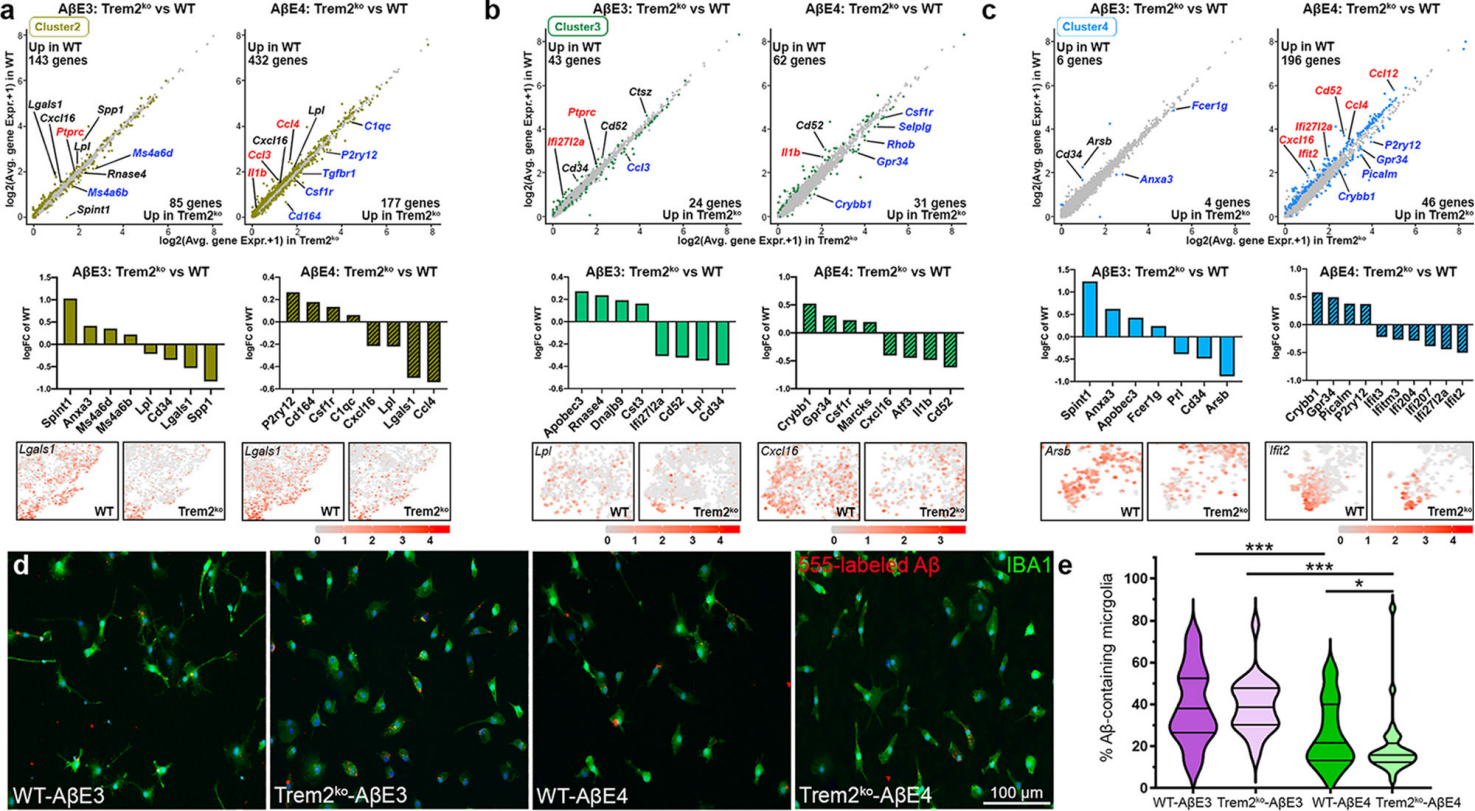
*Trem2* deficiency and APOE isoform affect microglia response to Aβ. **a**–**c** Scatter plots, bar plots, and feature plots showing the differentially expressed genes in microglia from WT and Trem2^ko^ mice injected with AβE4 or AβE3 complexes for cluster 2 (**a**), cluster 3 (**b**), and cluster 4 (**c**). Differentially expressend genes at *p* < 0.01 are colored in each cluster color. The adjusted *P* value was performed using Bonferroni correction. Genes labeled with black color indicate commonly up- or down-regulated genes in AβE3 or AβE4 injected mice. Genes labeled with red indicate uniquely upregulated genes in WT-AβE3 or WT-AβE4 and genes labeled blue is uniquely upregulated genes in Trem2^ko^-AβE3 or Trem2^ko^-AβE4. *n* = 2 mice per group (WT-AβE3, WT-AβE4, Trem2^ko^-AβE3, and Trem2^ko^-AβE4). **d**, **e** Microglia established from WT and Trem2^ko^ mice were treated with and 555-labeled Aβ for 1 h. **d** Representative images of microglia from WT and Trem2^ko^ mice incubated with AβE4 or AβE3 labeled with IBA1 in green and 555-labeled Aβ in red. **e** Bar plot showing the average percentage of Aβ-containing microglia for each group (WT-AβE3 purple, WT-AβE4, green, Trem2^ko^-AβE3 light purple, and Trem2^ko^-AβE4 light green). *n* = 3 independent cultures at least in triplicate. Analysis by one-way ANOVA followed by Tukey’s multiple comparison test. WT-AβE3 vs. WT-AβE4, *p* = 0.0008; Trem2^ko^-AβE3 vs. Trem2^ko^-AβE4, *p* < 0.0001; WT-AβE4 vs. Trem2^ko^-AβE4, *p* = 0.0485. Violin plots represent kernel densities for each dataset showing median (middle line) and 75% (top) and 25% percentile (bottom). *p < 0.05; ***p < 0.001.

To test how *Trem2* deficiency and APOE native particles affect Aβ uptake, we used primary microglia from WT and Trem2^ko^ mice. As expected, there was a significant difference in uptake between WT-AβE3 and WT-AβE4. Surprisingly, we found that *Trem2* deficiency significantly decreased Aβ uptake only in AβE4- but not in AβE3-treated cells (Fig. 7d, e). Following this, we used primary microglia isolated from mice expressing human E3 and E4 and compared to their Trem2^ko^ counterparts (E3/Trem2^ko^ or E4/Trem2^ko^). Cell were treated with Aβ alone without the addition of E3 and E4 native particle. As seen on Supplementary Fig. 10, both APOE4 isoform and *Trem2* deletion significantly decreased Aβ uptake, and the overall reduction of Aβ uptake by E4/Trem2^ko^ microglia was reduced fivefold compared to E3-expressing microglia. We speculate that the addition of native E3/E4 lipoproteins serves as a ligand to TREM2 or other microglial receptors and facilitates Aβ uptake which is restored to normal with native E3 lipoproteins in Trem2^ko^. Overall, we conclude that *Trem2* deficiency may further exaggerate E4 lipoprotein insufficiency to activate microglia and phagocytize Aβ.

## Discussion

In this study, we identified a common phospholipid signature between major phospholipid classes of native E3 and E4 lipoproteins and brain samples from *APOEε3/3* and *APOEε4/4* AD patients. Our results support the hypothesis that native E3 lipoproteins trigger a more effective microglial response to Aβ than E4 in ameliorating Aβ deleterious effect. We posit that the divergence in phospholipid content of E3 and E4 native lipoproteins affects Aβ binding to microglia receptors in an isoform-specific manner and subsequently has a differential impact on microglia transcriptome (Fig. 8). Consequently, E3 induces a faster microglial response than E4 characterized by rapid process extension allowing Aβ to be isolated and engulfed. Lastly, behavioral testing following Aβ injections demonstrated that E3 native lipoproteins exhibited a better protection than E4 in diminishing Aβ effects on memory.

**Fig. 8:**
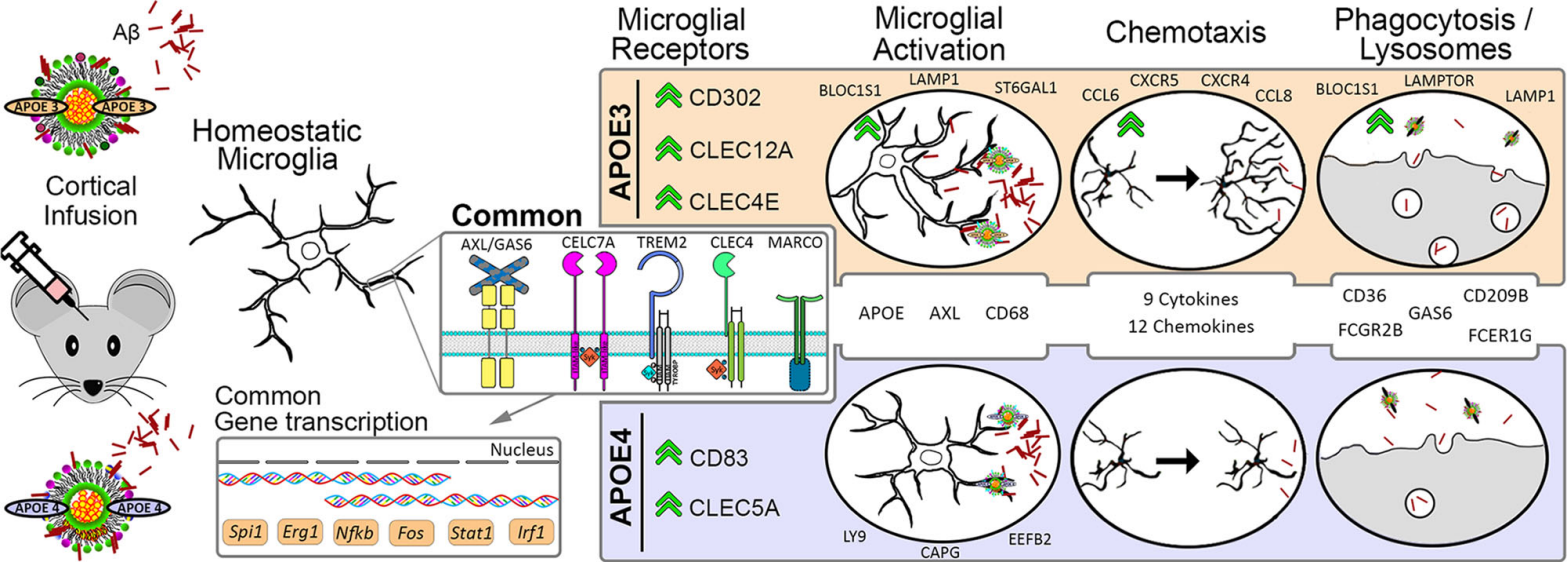
Illustration of the APOE isoform-specific phospholipid composition effects on microglia transcriptome and phenotype in response to Aβ. Shotgun and LC-MS lipidomic analysis of APOE3 and APOE4 astrocyte conditioned media identified isoform-specific differences in phospholipid composition of APOE-containing lipoproteins. E3 or E4 lipoproteins co-infused with Aβ differentially impacted Aβ binding to microglia receptors (AXL, different CLECs clusters, TREM2, CD83, and others) this in turn affects genes expression of transcription factors (*Spi1*, *Stat1*, *Nfkb*, and *Irf1*) resulting in microglia activation. Active microglia demonstrate characteristic transcriptional profile, increased secretion of cytokines and chemokines thus facilitating chemotaxis and phagocytosis. Green arrows indicate an upregulation of that gene or category compared to the other APOE isoform.

The quantitative assessment of the phospholipid composition of E3 and E4 native lipoproteins and brain samples from *APOEε3/3, APOEε4* carriers, and *APOEε4/4* AD patients demonstrated a significant APOE isoform-specific difference in phospholipid profiles. Interestingly, our analysis demonstrates a very strong correlation of the phospholipid profile of human and native lipoprotein samples (Fig. 1c). It should be noted that the human brain samples include lipids that are structural part of cellular membranes as well as lipoproteins in interstitial fluid. Regardless that the source of the phospholipids was not entirely the same in human brain parenchyma and native lipoproteins isolated from ACM, it was remarkable to discover such a high level of similarity in the direction of fold change between the phospholipids of human samples and native lipoproteins that is APOE isoform-specific. As shown on Fig. 1a, several of the phospholipid classes (PE, PI, PS, SM, and PA) demonstrate an apparent *APOEε*4 allele dose-response effect in the order *APOEε3/3* > *εE3/4* > *εE4/4*.

As the major lipid carrier in the brain APOE lipoproteins play an important role in the chaperoning of cholesterol and phospholipids between cells and serving as a ligand for multiple immune receptors such as TREM2. It has been shown that TREM2 signaling is activated by phospholipids such as PI and PC^34^ and TREM2 binds APOE as well as LDL and HDL^22^. Our lipidomic results demonstrate that four major phospholipid classes including neutral (PI and PC) and negatively charged (PE and PS) are significantly reduced in E4 lipoproteins when compared to E3, but not cardiolipin. Sensing of lipids is important for microglia activation and affects functions such as chemotaxis and phagocytosis (reviewed in Chausse et al^35^.). Increasing evidence suggests that brain phospholipid levels decrease with aging as well as during AD progression^36^, making the initial deficit we have identified in E4 particles even more detrimental with the progression of the pathology. The reduced lipidation of E4 compared to E3 native particles may impact Aβ aggregation which in turn could affect cognitive performance and microglia activation state^37^. Numerous studies demonstrated APOE binds to Aβ with high affinity and most agree that there is an isoform-specific effect on Aβ aggregation E4 > E3 > E2^38,39^. Furthermore, studies have suggested that E3 forms more stable complex with Aβ than E4^39^ however in the present study we did not examine the stability of Aβ-APOE complex. Our data demonstrated that both E3 and E4 native lipoproteins precluded the formation of Aβ oligomers (Supplementary Fig. 2a, b). However, we cannot exclude a possible presence of occasional Aβ oligomers and potentially an isoform-specific effect on Aβ oligomerization that could be detected using quantitative methods with higher resolution. In confirmation of such possibility is the fact that E3 was more effective than E4 in rescuing cognitive deficits caused by Aβ oligomers (Fig. 2a–d). In terms of effects on behavior, we propose that microglia in contact with APOE3 native lipoproteins are more protective by restricting or eliminating the harmful effects of Aβ oligomers on the neural cells and circuits involved in cognitive function.

In terms of APOE effect on microglia, we found that E3 native lipoproteins are more effective than E4 in triggering microglia response to Aβ injections. The transcriptomic profile of microglia isolated from AβE3 injected mice have a higher enrichment of gene expression networks associated with innate immune response compared to microglia from AβE4 injected. To address the transcriptional changes in phagocytic and non-phagocytic microglia we compared dual+ vs. single+ at 4- and 24-h post-injection. Transcriptionally, the dual+ populations are very different from single+ at both 4- and 24-h post-injection, representing an activated state with upregulation of DAM genes and downregulation of homeostatic genes. We further subdivided dual+ population into early-responding genes (4 h; *Ccl9*, *Ifit1*, and *Ctsb*), genes with continuous expression (Ifi204, *Lpl*, and *Il10*), or late-responding genes (24 h; *Adgre1*, *Mif*, and *Ccl2*). By separating of microglia on dual+ and single+ we conclude that the APOE- isoform-specific effects are more pronounced at earlier points of the injury that may reflect involvement in the initial recognition of Aβ + APOE complexes by microglia. Furthermore, in Cx3cr1 mice (Fig. 4), AβE3 injections were associated with more active transcriptomic profile comprised by differential increase of DAM compared to AβE4 injections. Recently, Ngueyn et al^40^. using single nuclei RNA-seq of human AD brain identified microglia subpopulation annotated as “amyloid-responsive microglia” (ARM), which was enriched in *APOEε3/3* patients and relatively depleted in *APOEε4* carriers. Ngueyen et al. propose ARM as primed to elicit an activated immune response and note the reduced ARM response in *APOEε4* carriers^40^. We found a number of overlapping genes between our dual+ cells (Fig. 4) and injury responsive microglia from Hammond et al^33^., which contain genes associated with interferon signaling. We found that the number of overlapped genes is higher in dual+ microglia from AβE3 at 4 h than in dual+ AβE4, suggesting E3 induces the change of the microglial phenotype from homeostatic state to interferon responsive microglia better than E4. We also compared our common dual+ signature (Fig. 4) to the list of genes identified by Krassmann et al^41^. as associated to microglia phagocytic function. We identified a similar pattern of overlapping genes such as increased expression of *Apoe*, *Axl*, and decreased expression of *P2ry12* and *Tmem119* that were commonly affected in AβE3 and AβE4 injected mice. We speculate that there is a commonality between the effect of E3 and E4 native lipoproteins on phagocytic transcriptomic profile.

The identified transcriptional changes are accompanied by phenotypic changes in microglial morphology exhibited by increased process orientation towards the infusion site in AβE3 vs. AβE4 injected mice and an increase in microglia which colocalized with Aβ. We confirmed this using in vivo two-photon imaging, demonstrating that within the first hour of infusion microglia exposed to AβE3 extended processes toward Aβ faster than microglia exposed AβE4. Thus, in brains injected with AβE3, microglia can cover and envelop Aβ with better efficiency than microglia from AβE4-injected brains (Fig. 3). Finally, in vivo and in vitro experiments show that E3-native particles are more effective than E4 at promoting Aβ uptake (Figs. 3, 7 and Supplementary Fig. 4). Furthermore, as shown on Supplementary Fig. 3, APP mice expressing human APOE3 have a higher microglia coverage compared to their APOE4 expressing counterparts and this is accompanied by different morphology. We posit that differences in microenvironment around amyloid plaques, e.g., the composition of APOE-containing lipoproteins, may affect microglia response to amyloid aggregation in plaque form. Our interpretation of the findings from acute Aβ injections and chronic amyloid deposition is that E3 better mobilizes microglia to form a protective barrier surrounding the neuronal damage caused by the Aβ injection and restricts its spread by increasing Aβ uptake.

Recently, we reported that microglia-plaque coverage of small plaques is more efficient at restricting plaque-growth than of larger plaques^24^, and this effect is modulated by both APOE isoform as well as TREM2 status. This emphasizes the importance of the early response by microglia to amyloid and implicates the phenotypic response seen in the first 24 h in the AβE3 mice as critical to the long-term protection from amyloid buildup and eventual neuronal damage. Studies addressing the microglia phenotypic response in TREM2-deficient mice have shown impaired ligand binding, reduced cell clustering to amyloid, reduced plaque compaction, and an impaired activation profile^19,21,24,34,42^. Using scRNA-seq we identify clusters 2, 3 and 4 as infusion-responsive clusters characterized by downregulation of homeostatic microglial genes and upregulation of DAM genes as well as other genes associated with active microglia phenotype^19,33,41,43^ (Fig. 6). Interestingly, *Trem2*-deficient microglia showed impairment of the transitioning toward the activation state (cluster 1b on Fig. 5) and overall higher expression of homeostatic microglial genes in infusion-responsive clusters (Fig. 6), indicating a defective response to acute Aβ injection. Finally, across all the activated clusters we find larger differences of gene expression in AβE4-injected mice depending on the presence of TREM2 compared to AβE3-injected groups. In clusters 2 and 4, whereas both AβE3- and AβE4-injected Trem2^ko^ groups showed a decrease in expression of genes associated with activation vs. their WT counterparts, AβE4-injected Trem2^ko^ microglia showed a higher number of upregulated classic homeostatic genes compared to AβE3-injected Trem2^ko^ mice. Interestingly, the number of DEGs in Trem2^ko^ vs. WT injected with AβE4 showed a larger difference compared to AβE3-injected groups in cluster 4. For this cluster, AβE4-injected microglia showed a higher number of downregulated genes in Trem2^ko^ microglia, primarily genes associated with interferon signaling. In vitro uptake experiments, also surprisingly, demonstrated that *Trem2* deficiency significantly decreased Aβ uptake only in AβE4- but not in AβE3-treated microglia. These data suggest a possible interaction between TREM2 and APOE-isoform that could affect microglial chemotaxis and interferon signaling pathways.

Collectively, we found that in the presence of Aβ, E3 lipoproteins are more effective than E4 lipoproteins at inducing rapid transcriptional and phenotypic response by microglia, that can counteract Aβ harmful effects.

## Methods

### Experimental models

All animal experiments were performed in accordance with the NIH Guide for Care and Use of Animals and approved by the University of Pittsburgh Institutional Animal Care and Use Committee. The following mouse lines were bred to generated experimental mice: Wild-type C57BL/6 J (WT; JAX), human APOE3 and APOE4 targeted replacement mice (E3 and E4; Taconic), *Trem2*^em2ADiuj^/J mice (Trem2^ko^; JAX), and 129P2(Cg)-Cx3cr1^tm1Litt^/J (Cx3cr1^GFP^; JAX). Human APOE3 and APOE4 targeted replacement mice were bred to Abca1^tm1Jdm^/J mice (Abca1^ko^; JAX) to generate APOE3/Abca1^het^ and APOE4/Abca1^het^ (E3^het^ and E4^het^). Likewise, human APOE3 and APOE4 targeted replacement mice were bred to *Trem2*^em2ADiuj^/J mice (Trem2^ko^; JAX) to generate APOE3/Trem2^ko^ and APOE4/Trem2^ko^ (E3/Trem2^ko^ and E4/Trem2^ko^). Furthermore, APP/PS1dE9 mice expressing mutant familial variants of human amyloid precursor protein (APP; JAX) with Swedish mutation, and human presenilin 1 carrying the exon-9-deleted variant (PSEN1dE9) were crossed to human APOE3 and APOE4 targeted replacement mice. Genotypes were confirmed with primers on Supplementary Table 2. All experimental mice were on the C57BL/6 genetic background, kept on a 12 h light-dark cycle with ad libitum access to food and water and randomly assigned to an experimental group. All reagents were purchased from Fisher Scientific unless documented otherwise. Methoxy-X34 (X34) 1,4-bis (3-carboxy-4-hydroxyphenylethenyl)-benzene, was provided by William E Klunk, MD, PhD, (University of Pittsburgh). For in vivo labeling of dense plaques, we used Methoxy-X04 (X04) 1,4-bis (4′-hydroxystyryl)−2-methoxybenzene, synthesized in the Klunk lab and used according to our previous publication^24^.

### AD brain samples

Human samples (Supplementary Table 1) were provided by the University of Pittsburgh Alzheimer’s Disease Research Center (ADRC) brain bank and the Sanders-Brown Center on Aging at the University of Kentucky. The samples were collected according to the protocols approved by the University of Pittsburgh Institutional Review Board and Committee for Oversight of Research Involving the Dead (CORID, No 731). Braak staging was performed on Bielschowsky-stained sections and *APOE* allelic polymorphism previously determined by a PCR-based assay. Gray matter samples of *APOEε3/3, APOEε3/4*, and *APOEε4/4* genotypes from the right inferior parietal lobule were dissected and used for MDMS-SL. Age and postmortem intervals (PMI) matching was confirmed by *t*-test.

### Native APOE generation and characterization

Cultures of primary astrocytes were established from 1-day-old E3, E4, E3^het^, and E4^het^ targeted replacement pups^44,45^. The cortices and hippocampi were mechanically dissociated using a sterile pasteur pipette and cultivated in DMEM/F12 medium supplemented with 10% bovine growth serum, l-glutamine and antibiotics. Cells were cultured on poly-d-lysine (100 μg/mL) coated T75 Costar flasks (Corning). Confluent primary astrocytes were incubated with de-lipidated serum treatment medium (Neurobasal medium with antibiotics and glutamine as above minus serum) for 48 h. Conditioned medium were collected immediately centrifuged, washed, and filtered through 0.22 μm filter and concentrated using Amicon® Ultra Centrifugal Filters (10 kD cutoff) to retain relatively large particles (between 8–12 nm diameter). Native APOE lipoproteins were washed three times with cold PBS using Amicon® Ultra Centrifugal Filters and their concentration measured by quantitative Western Blotting (NUPAGE) using commercial human APOE (Meridian Life Science) as a standard. Native APOE particles were resolved on Novex^™^ 4–20% Tris-Glycine gels using an Amersham^™^ HMW calibration kit as native ladder (GE Healthcare). The size of APOE lipoprotein particles were measured by dynamic light scattering with Zetasizer Nano Z (Malvern). APOE lipoprotein total cholesterol, free cholesterol, and cholesterol ester content was assessed with the Cholesterol Quantitation Kit (Sigma) according to the manufacturer’s instructions. Total phospholipid content of mouse CSF was assessed with the Phospholipid Assay Kit (Sigma) according to the manufacturer’s instructions.

### Multi-dimensional mass spectrometry shotgun lipidomics (MDMS-SL)

The MDMS-SL assay^46–48^ was performed to determine differences in the lipid composition of the native E3 and E4 particles isolated from primary astrocyte cultures and human AD brain samples described above. APOE particles isolated from E3^het^ and E4^het^ primary astrocytes, exhibiting diminished APOE lipidation states, were used as negative controls. Quantitative analysis was performed on a triple-quadrupole mass spectrometer (Thermo Fisher Scientific) equipped with an automated nanospray apparatus NanoMate and Xcalibur system. Internal standards for the quantification of individual molecular species of the major lipid classes were added to each sample at the start of the extraction procedure. Lipid extraction was performed by the methyl-tert-butyl ether (MTBE) method with resuspension in chloroform/methanol (1:1 v/v) solution with nitrogen flush. Identification and quantification of all reported lipid molecular species scans from the mass spectrometer were automatically acquired with a customized sequence subroutine operated under Xcalibur software (v4.3, ThermoFisher)^47,49^. The resulting MDMS-SL data were analyzed and visualized in R (v3.6.0) and GraphPad Prism (v8.3.1). PC phosphatidylcholine, PI phosphatidylinositol, PE phosphatidylethanolamine, PS phosphatidylserine, SM sphingomyelin, LPC lysophosphatidylcholine, LPE lysophosphatidylethanolamine, PG phosphatidylglycerol, and PA phosphatidic acid.

### Liquid chromatography-mass spectrometry (LCMS) lipidomics

Phospholipids were extracted and separated as previously performed^50^. MS analysis of phospholipids was performed on a Q-Exactive hybrid-quadrupole-orbitrap mass spectrometer (Thermo Fisher Scientific) using a normal phase column (Luna 3 µm Silica 100 Å, 150 × 2.0 mm, (Phenomenex)) at a flow rate of 0.2 mL/min on a Dionex Ultimate 3000 HPLC system (maintained at 35 ^o^C). The analysis was performed using A and B gradient solvents containing 10 mM ammonium acetate and 0.5% triethylamine (A— propanol:hexane:water (285:215:5, v/v/v) and B—propanol:hexane:water (285:215:40, v/v/v)). The column was eluted for 0.5 min isocratically at 25% B, then from 0.5 to 6.5 min with a linear gradient from 25 to 40% solvent B, from 6.5–25 min using a linear gradient of 40–55% solvent B, from 25–38 min with a linear gradient of 55–70% solvent B, from 38–48 min using a linear gradient of 70–100% solvent B, then isocratically from 48–55 min at 100% solvent B followed by a return to initial conditions from 55–70 min from 100 to 25% B. The column was then equilibrated at 25% B for an additional 5 min. Analysis was performed in negative ion mode at a resolution of 140,000 for the full MS scan in a data-dependent mode. The scan range for MS analysis was 400–1800 m/z with a maximum injection time of 128 ms using 1 microscan. An isolation window of 1.0 Da was set for the MS and MS2 scans. Capillary spray voltage was set at 3.5 kV and capillary temperature was 320 ^o^C. The S-lens Rf level was set to 60. The phospholipid content for each APOE isoform was normalized to the amount of APOE protein as determined by SDS NuPAGE. The analysis of the resulting LCMS data was performed and visualized in R (v3.6.0) and GraphPad Prism (v8.3.1). See lipid class abbreviations in prior section.

### Aβ oligomer preparation

Aβ_42_ peptide (American Peptide Company), HiLyte^™^ Fluor 488-Aβ_42_, or HiLyte^™^ Fluor 555-Aβ_42_ (AnaSpec) were used for all Aβ oligomerizations and injections^27^. Under a fume hood, 0.1 mg Aβ peptide was dissolved in ice cold 1,1,1,3,3,3-Hexafluoro-2-Propanol (HFIP, Fluka) then vortex for a few seconds. The solution was dried with a gentle stream of nitrogen to obtain a peptide film at the bottom of the vial. Prior to use, the film was resuspended in anhydrous dimethyl sulfoxide (DMSO) to form a 5 mM solution, sonicated in a water bath for 10 min and diluted in sterile phosphate-buffered saline (PBS) to a final concentration of 100 μM. HiLyte^™^ Fluor 488- or 555-Aβ or Aβ_42_ peptide and E3 or E4 native particles were combined, vortexed, held under oligomer forming conditions (room temperature) for 24 h at a final concentration of 50 μM Aβ and 5 μM APOE and stored at −20 ^o^C until use (abbreviated AβE3 or AβE4). The same molar concentration (10:1) of scrambled Aβ (AnaSpec) was dissolved in vehicle, combined with isolated E3 or E4 particles, held under oligomer forming conditions and stored at −20 ^o^C until use (abbreviated scrAβE3 or scrAβE4). scrAβE3 or scrAβE4 was utilized as negative controls throughout the subsequent experiments. Furthermore, Aβ_42_ peptide and scrambled Aβ was incubated with PBS vehicle as negative control for APOE particles.

### Aβ oligomer characterization

#### Western blot

Aβ oligomers were examined using western blotting, proteins were resolved on 4–12% Bis-Tris gels (Invitrogen) and transferred onto nitrocellulose membranes. These membranes were probed with 6E10 antibody (Biolegend, 1:2000) and anti-APOE antibody (Millipore, 1:4000) with immunoreactive signals visualized using enhanced chemiluminescence.

#### Electron microscopy

For electron microscopy, 5 μL of each sample was placed on a freshly glow-discharged carbon-coated grid, adsorbed for 2 min and excess solution was blotted using filter paper^27^. The grid was washed with deionized water before staining with 5 μL of freshly filtered uranyl acetate solution (1%, w/v) for 15 s. Excess stain was blotted and the grid was allowed to air-dry. Grids were imaged on a Tecnai T12 microscope (FEI) operating at 120 kV and ×30,000 magnification and equipped with an UltraScan 1000 CCD camera (Gatan) with post column magnification of 1.4x.

### Guide cannula implantation

To examine the cognitive effects in WT male mice (3 month), Aβ oligomers co-incubated with native APOE lipid particles were infused directly into the brain through implanted guide cannulas^27^. Following anesthesia with isoflurane, the head was shaven and sterilized with two separate povidone-iodine-alcohol washes. A 50% mixture of bupivacaine and lidocaine was applied to the surgical site and ophthalmic ointment applied to the eyes. The head was leveled in a stereotaxic frame and an incision made exposing the dorsal aspect of the skull. Two holes were drilled into the skull (coordinates: AP = −2.46 mm, L = ± 1.50 mm) and 26-gauge guide cannulas (Plastics One) were lowered to a depth of 1.0 mm. Cannulas were fixed to the skull with acrylic dental cement attached to two bone anchoring screws and the surgical opening sutured closed. After suturing, animals were administered buprenorphine and sterile saline, body temperature was maintained until sterna recumbence and animals were allowed to recover for 8 days prior to the start of behavioral testing.

### Behavioral testing

All stages of behavioral testing were performed at the same time of the day (during the light phase), ensuring 24 h between each phase of testing. Fear conditioning was started 24 h after the completion of NOR. Prior to behavioral testing, mice were placed into individual containers, taken to the behavioral testing room and handled for 3 min for three consecutive days to reduce anxiety. Thirty minutes before a training stage, animals received an infusion of Aβ oligomer co-incubated with either E3 or E4 (Fig. 2a–d). Scrambled Aβ co-incubated with either E3 or E4 was used as a negative control. Mice were randomly assigned to either the AβE3, AβE4, scrAβE3, or scrAβE4 group. The dummy cannulas were removed and infusion cannulas, attached to microsyringe pump by polyethylene tubing, were placed in the guide cannula. Aβ oligomer (final volume of 1 μL per hemisphere) was infused over 1 min, the cannulas were left in place for 1 min to allow for diffusion of the sample and finally dummy cannulas replaced. Each animal received five infusions of Aβ oligomer starting on day 2 of NOR until the completion of behavioral testing (day 6). Between behavioral trials, the paradigms were cleaned with 70% ethanol to eliminate any olfactory cues. Performance was recorded and scored using ANY-maze software (Stoelting Co.) during all phases of testing.

#### Novel object recognition

NOR was performed over three consecutive days^24^. On day 1, habituation phase, each animal was allowed to freely explore an open arena (40 cm × 40 cm × 30 cm white plastic box) for two 5 min trials with a 5 min intertrial interval. On day 2, familiarization phase, each animal was returned to the arena containing two identical objects (tower of LEGO^®^ bricks) located in opposite diagonal corners for two 5 min trials separated with a 5 min intertrial interval. On day 3, testing phase, the animal was returned to the arena with two objects in the same positions as previously, but one object was replaced with a novel object (metal bolt and nut of similar size). Mice were allowed to explore the two objects for 10 min. The exploration of both objects was defined as the mouse sniffing or interacting while facing an object within 3 cm. Mice were consistently placed into the middle of the arena facing the posterior wall to prevent any object preference. The percent exploration, an indicator of recognition memory, was determined by dividing the time exploring the novel object by the total time exploring both objects. Locomotor activity was assessed by measuring the total distance traveled in the open field during day 1 of testing.

#### Contextual and cued fear conditioning

Contextual and cued fear conditioning (CCFC) was performed over three consecutive days^24^. On day 1, training phase, mice were placed in a conditioning chamber (Stoelting Co.) for 5.5 min. The first 2 min were silent, allowing the mouse to acclimate to the chamber; this was followed by a 30 s tone (2800 Hz; Intensity 85 dB, conditioned stimulus (CS)) ending in a 2 s foot shock (0.7 mA, unconditioned stimulus (US)) through the floor of the conditioning chamber. The process was repeated one more time and ended with 30 s of re-acclimation. On day 2, contextual phase, mice were placed in the same conditioning chamber for 5 min with no tone or shock administered, to measure contextual fear conditioning. On day 3, the gray walls of the chamber were replaced with black and white striped walls to introduce a novel environment for assessing cued fear conditioning. Mice were placed in the conditioning chamber for 5 min. After the first 2 min of silence, the tone was administered for 3 min, to measure cued fear conditioning. Freezing time was defined as the absence of movement except for respiration and calculated as percent freezing of the total time in the chamber during each phase of testing.

### Cortical infusion

WT male mice (3 month) received cortical infusions of unlabeled AβE3 or AβE4. In a separate cohort of Cx3cr1^GFP^, WT, and Trem2^ko^ male mice (3 month), HiLyte^™^ Fluor 555-labeled Aβ combined with native E3 and E4 particles was infused into the cortex. Mice were randomly assigned to either the scrambled Aβ, Aβ alone, AβE3, or AβE4 group. For the bilateral infusion, a 28-gauge infusion cannula (Plastics One) was connected to a 10 µL glass syringe (Hamilton) with vinyl tubing and placed in a micro syringe pump. Following anesthesia with isoflurane, the head was shaven and sterilized with two separate povidone-iodine-alcohol washes. A 50% mixture of bupivacaine and lidocaine was applied to the surgical site and ophthalmic ointment applied to the eyes. The head was leveled in a stereotaxic frame and an incision made, exposing the dorsal aspect of the skull. Four holes were drilled into the skull (coordinates: AP = −1 and −2.5 mm, L = ± 2.0 mm) and the infusion cannula was lowered into the cortex (DV = −1.0 mm). At each infusion site, 2 µL of Aβ preparation was infused at a rate of 0.5 µL/min and the cannula remained in place for 4 min following the infusion. Following the infusions, the surgical opening was sutured closed, animals were administered buprenorphine and sterile saline and placed on a heating pad until fully recovered.

### Animal tissue processing

Four or 24 h following the cortical infusion, mice were perfused and tissues collected. Mice were anesthetized with Avertin (250 mg/kg of body weight, i.p.) and transcardially perfused with 25 mL of cold 0.1 M PBS, pH 7.4. For Cx3cr1^GFP^ and Trem2^ko^ mice used for FACS, flow cytometry and single cell RNA-seq the infusion sites in both hemispheres were excised for cellular isolation as described below. For WT mice, one hemisphere was drop fixed in 4% phosphate-buffered paraformaldehyde at 4 °C for 48 h before storage in 30% sucrose. The other hemisphere was used for cellular isolation as described below. Fixed hemibrains were mounted in O.C.T. and cut in the coronal plane at 30 µm sections using a frozen cryotome (Thermo Scientific) and stored in glycol-based cryoprotectant at −20 °C until histological staining. Prior to staining, sections containing the infusion site were selected under a dissection microscope (Olympus). In a separate cohort of APP/E3 and APP/E4 mice (14 month) CSF was collected prior to perfusion. Once anesthetized a small incision was made exposing the foramen magnum, a 28 g 1/2'' needle was used to puncture a hole at the base of the skull and a capillary tube was applied for CSF withdraw.

### Immunohistochemistry

To characterize changes in activated microglia in the vicinity of the infusion site, a series of six brain sections from each animal was immunostained with anti-IBA1 antibody (WAKO). Free-floating sections were washed, followed by antigen retrieval in sodium citrate buffer at 80 °C for 60 min, blocked in Normal Donkey Serum (Jackson Lab, 5%) for 1 h, and finally incubated in IBA1 antibody (1:1000) overnight at 4 °C. Sections were washed and transferred into secondary donkey anti-rabbit Alexa 594 antibody (Invitrogen, 1:250) for 1 h, before being washed, mounted on superfrost plus slides and coverslipped. Fluorescent confocal images of the infusion site were taken using a Nikon A1 confocal microscope at 60x magnification with 1.0 μm step size. Four sequential images were captured flanking either side of the infusion site. Analysis was performed as in Marsh et al^51^. with modifications. The FilamentTracer module (Imaris, version 7.1.1, Bitplane) was utilized to trace processes of cortical IBA1-positive microglia and determine process length and number of branch points as indicators of microglial morphology complexity. Using the 3D mapped filament tracings, we oriented all microglia so their central axis was positioned facing the infusion site and generated a heatmap depicting the location of microglia from an experimental group utilizing the ImageJ - heatmap from image stack plugin (v1.53e, National Institutes of Health). The number of overlapping microglial processes increases the pixel saturation metric. The percent of all processes which occupy space in each of the four quadrants was used to determine the percent coverage of that quadrant.

A second series of six brain sections around the infusion site was used for F4/80 immunostaining. First, we quenched endogenous peroxidases with 0.3% hydrogen peroxide, tissues were blocked in 3% normal goat serum (Vector), then blocked for endogenous avidin and biotin. Sections were incubated in F4/80 antibody (Abcam, 1:500) overnight at 4 °C. Sections were washed and transferred into secondary biotinylated anti-rat antibody (Vector, 1:250) for 90 min before being washed and subsequently developed using the Vector ABC kit and DAB substrate kit (Vector). Sections were mounted onto superfrost plus slides and coverslipped. Bright-field images were taken using a Nikon Eclipse 90i microscope at 20x magnification encompassing the infusion site. Image intensity threshold was established to detect the F4/80 staining compared to background using NIS Elements software (Nikon Instruments Inc.) and values were represented as the area of staining normalized to total image area or percentage of area covered.

In a separate cohort of APP/E3 and APP/E4 mice (6 month) free floating section were stained for DAPI and IBA1 as above and six confocal images of the cortex were captured (Nikon A1; 40x, 1.0 μm step size). The morphology of IBA1 positive microglia was determined by seed point labeling of cell bodies and dendrites as described above utilizing Imaris. An adjacent series of brain tissue was used for Thioflavin S (ThioS) staining. Sections were mounted onto slides, washed in PBS, and stained with 0.02% ThioS (Sigma, USA) in PBS for 10 min. Next, sections were differentiated in 50% ethanol for 2 min. After a final wash in PBS, slides were coverslipped. Fluorescent images were taken using a Nikon Eclipse 90i microscope at 4X magnification. To quantify plaque pathology, two separate regions of interest (ROI) were drawn around the cortex and hippocampus for each section and an image intensity threshold was established to detect the stained plaques compared to the background using NIS Elements software (Nikon Instruments Inc., USA). ThioS staining values were represented as the area of staining normalized to ROI area or percentage of area covered by ThioS stain. Microglia process length was correlated to percent ThioS staining with nonparametric correlation analysis.

### In vivo plaque labeling

X04 (10 mg/kg) was administered intraperitoneally to APP/E3 and APP/E4 mice (3–5 month) and sacrificed 30 days later for in vivo labeling of dense core amyloid plaques in brain^24^. Tissue was processed and free-floating sections were immunostained with anti-IBA1 as above and labeled with goat anti-rabbit Dylight 488 (Di-1488 Vector Labs, 1:250) as described above. Stained tissues were imaged on an Olympus FV1000 confocal microscope at 60x (1.5 μm step size); with plaques selected at least 50 μm from the tissue edge and at least 50 μm away from other plaques, with an even representation of all plaque sizes and composition across groups. Images were loaded into the Imaris (v9.3.1) environment and voxels less than 500 intensity were removed to reduce background noise. Surfaces were then generated for both channels and coverage determined using the “surface-surface contact area” XTension. Sum of colocalized voxels divided by the total surface area of the plaque generated the percent microglia coverage. An adjacent series of brain tissue was used for Thioflavin S (ThioS) staining and analysis as described above. Percent microglia plaque coverage was correlated to percent ThioS staining with simple linear regression.

### Magnetic-activated cell sorting (MACS)

For WT mice infused with unlabeled Aβ, we isolated microglial and neuronal cellular populations utilizing MACS column-based protocols according to the manufacturer’s instructions (Miltenyi Biotec). First, the tissue was dissociated utilizing the Neural Tissue Dissociation kit (Miltenyi Biotec), a gentle two-step enzymatic dissociation (papain and trypsin) that yields a high number of viable cells. Briefly, the cortical tissue was enzymatically and mechanically lysed at 37 °C for 35 min to obtain a cell suspension. Then the suspension was passed through a 40 µm cell strainer to remove debris and ensure a single-cell suspension. After a 10 min centrifugation at 300x*g*, the pellet was gently resuspended with ice-cold PBS + 0.5% BSA buffer and incubate for 15 min at 4 °C with Myelin Removal Beads II (Miltenyi Biotec). After washing with PBS + 0.5% BSA and 10 min centrifugation at 300x*g*, the pellet was resuspended with PBS + 0.5% BSA. The single-cell suspension was applied to a column placed on a magnetic stand (LS column and magnets from Miltenyi Biotec) to deplete the myelin fragments by magnetic separation and washed with PBS + 0.5% BSA. Finally, the cells were centrifuged for 5 min at 300 g and the pellet was resuspended with 1 mL of PBS + 0.5% BSA. After obtaining a myelin-free single-cell suspension, the microglia were labeled with anti-CD11b immunomagnetic beads and isolated using magnetic columns (Miltenyi Biotec). To isolate the neurons, the cell suspension depleted of microglia cells was incubated with a cocktail of antibodies from the Neuron Isolation Kit (Miltenyi Biotec). Non-neuronal cells like astrocytes, oligodendrocytes, endothelial cells, or fibroblasts were magnetically labeled and depleted through the magnetic columns; therefore, neurons were isolated by negative selection. To confirm the purity of isolated microglia, we performed RT-qPCR with *P2ry12* and *Tmem119*, microglia-specific markers (Supplementary Table 2). To further ensure microglia and neuron purity when using MACS, following sequencing and alignment, all genes with low expression (average raw read count <30.9) were removed from further analysis.

### Fluorescence-activated cell sorting (FACS) and flow cytometry

For the Cx3cr1^GFP^ mice infused with HiLyte^™^ Fluor 555-labeled Aβ, microglia were isolated utilizing FACS. After removing the cerebellum, subcortical area and olfactory bulbs, cortical tissue within 1 mm of either side of the infusion site was processed into a single-cell suspension using the Neural Tissue Dissociation kit followed by the Myelin Removal Beads II (Miltenyi Biotec) as described above. For WT mice, after the myelin removal steps the pellet were resuspended with 100 µl of PBS and the microglia cells were labeled with 5 µl of anti-mouse/human CD11b antibody (clone M1/70) conjugated with Alexa Fluor^®^ 647 (BioLegend, 1:100) for 20 min on ice. All cells were then washed and prepared with 1 mL of PBS + 0.5% BSA for FACS sorting.

A bio-contained BD FACSAria™ III sorter (BD Biosciences) was used to sort microglia cells for the two experimental populations. First, live cells were separated from the debris according to their forward scatter and side scatter properties and a second gate was used on individual cells only. The GFP fluorescence was detected with a 525 nm filter (488 nm laser) for the microglia isolated from the Cx3cr1^GFP^ mice, the CD11b/APC fluorescence was collected with a 668 nm filter (647 nm laser) for the WT mice and the 555-labeled Aβ fluorescence was detected with a 613 nm filter (555 nm laser). About 2000 microglia with high GFP signal but low 555-labeled Aβ signal, were considered unexposed to Aβ and termed single-positive cells (single+). About 2000 microglia cells with a high signal for both labels (GFP and 555-labeled Aβ) were considered exposed to Aβ and termed dual-positive cells (dual+). The single+ and dual+ microglial populations were sorted into 1.5 mL tubes containing 350 µL of RLT lysis buffer from the RNeasy Micro kit (Qiagen) and 3.5 µL of 2-mercaptoethanol. After the FACS sorting, the bio-contained BD FACSAria^™^ III sorter (BD Attovision^TM^ software, BD biosciences) was used with the same gates to count and estimate the percentages of the total microglia population and single+ and dual+ microglia population in a total of 1,000,000 live cells.

### RNA isolation and RNA-sequencing

RNA was isolated from the MACS-isolated microglia and neurons and FACS single+ and dual+ microglia following the manufacturer’s instructions for the RNeasy Mini kit and RNeasy Micro kit (Qiagen), respectively. After RNA isolation, concentration was measured with a Qubit 3.0 Fluorometer (Thermofisher) before quality assessment with the 2100 Bioanalyzer instrument (Agilent Technologies). Sequencing libraries for MACS-isolated cells were generated using mRNA Library Prep Reagent set (Illumina) according to the manufacturer’s instructions^52^. The total RNA from sorted cells was fragmented and converted into cDNA using the SMART-Seq® v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio). Briefly, a minimum of 10 pg of purified total RNA was used to perform a first-strand cDNA synthesis in a PCR clean workstation. After amplification by LD PCR and purification using the Agencourt AMPure XP beads (Beckman Coulter), 1 μL of the amplified cDNA was used for validation using the Agilent 2100 Bioanalyzer on a High Sensitivity DNA chip. One nanogram of the cDNA was used with the Nextera DNA Library Preparation Kit (Illumina) to prepare the libraries. After tagmentation, the cDNA was linked with two different index adapters from the Nextera XT Index Kit (Illumina) during the amplification by PCR. Each sample received a unique combination of two specific index/barcodes during the library generation. Finally, the libraries were purified using Agencourt AMPure XP beads that provide a size selection to remove short library fragments. Again, 1 μL of the libraries was used for validation using the Agilent 2100 Bioanalyzer on a High Sensitivity DNA chip. After preparation of the libraries, sequencing was performed by the Next Generation Sequencing Center (University of Pennsylvania, https://ngsc.med.upenn.edu/) on HiSeq 2500 machine.

### mRNA-seq data processing

Following initial processing and quality control, the sequencing data was aligned to the mouse genome mm10 using Subread/featureCounts (v1.5.3; https://sourceforge.net/projects/subread/files/subread-1.5.3/) with an average read depth of 21,554,242 successfully aligned reads. Statistical analysis was carried out using Rsubread (v1.34.2; https://bioconductor.org/packages/release/bioc/html/Rsubread.html), DEseq2 (1.24.0; https://bioconductor.org/packages/release/bioc/html/DESeq2.html), and edgeR (v3.26.5; https://bioconductor.org/packages/release/bioc/html/edgeR.html), all in the R environment (v3.6.0; https://www.r-project.org/). Functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8, https://david.ncifcrf.gov). All GO terms were considered significant if *p* < 0.05 following corrections for multiple comparisons using the Benjamini–Hochberg method to control the FDR. *t*-Distributed stochastic neighbor embedding (tSNE) plots were generated to visualize patterns of similarity between groups. To generate the tSNE, normalized data from all genes in the analysis were submitted and the perplexity set as high as possible given the total number of samples in the analysis with the theta set to 0.5.

### Single-cell isolation and library creation

Separate biological replicates from AβE3 or AβE4 infused WT and Trem2^ko^ mice were used for scRNA-seq and infused as described above. Twenty-four hours after the injections mice were perfused with PBS. Microglia from non-injected WT mice were used as negative control. After the brain extraction, cortical tissue around the injection site were excised using adult mouse brain matrix at 1 mm before and after the injection site. The brain tissue was then dissociated according to the manufacturer’s instructions (Miltenyi Biotec) as described above. CD11b-purified cells were resuspended in 0.04% BSA/PBS solution and passed through a 40-μm nylon and a 20-μm nylon cell strainer to obtain single cell suspension. The cell viability and number were assessed using a Countess II FL Automated Cell Counter (ThermoFisher) with a Live/Dead viability/Cytotoxicity kit (Invitrogen). The single cell suspension with >90% viability was immediately loaded onto the Chromium controller (10x Genomics) in order to capture ~5000 cells per sample. Libraries were generated with Chromium single cell 3′ chip kit v3 for scRNA-seq (10x Genomics) according to the manufacturer’s instructions and then the quality assessed using Agilent Bioanalyzer 2100. Sequencing was performed using NovaSeq (Illumina) by MedGenome Inc. with a custom sequencing setting (28 bp for Read1 and 91 bp for Read2) to obtain an average sequencing depth of 45 K reads/cell.

### scRNA-seq data processing

After libraries were sequenced and quality control was performed, samples were aligned to the mm10 mouse reference genome using the Cell Ranger 3.0.1 pipeline (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). Each sample was then aggregated using the cellranger aggr function to produce a raw UMI count matrix containing the number of reads for genes in each cell per sample. The expression matrix was then loaded into R for further analysis and visualization using Seurat v3.0.2^53^. Genes expressed in fewer than 200 cells were excluded from further analysis. The number of genes expressed in each cell (nGene), the number of reads in each cell (nCount), and the percentage of reads mapped to mitochondrial genes (percent.mito) were obtained for each cell. Cells were then filtered to reduce the potential of including doublet and low-quality cells using the following criteria: 200 < nGene < 8500; 500 < nCount < 90,000; and percent.mito <25%. Feature counts were normalized using LogNormalize method with a scale factor of 10,000; and the effects of nGene, nCount, and percent.mito were regressed out using the ScaleData method. A shared nearest neighbor (SNN) graph was constructed using FindNeighbors function with default parameters. Using the Louvain algorithm implemented in FindClusters function with a clustering resolution of 0.4 and the first 60 PCs, we identified 20 clusters. To determine the cell types, present in each cluster, we examined the expression levels of cell type specific markers across each cluster and identified clusters containing unique populations of microglia, neurons, astrocytes, vascular cells, ependymal cells, and myeloid cells. We used FindAllMarkers function to identify genes that act as markers for each cluster, using the Wilcoxon rank-sum test. A gene was considered the marker of a cluster if it had a Bonferroni-adjusted *p* value <0.01 and an average log fold change >0.1. The data were then filtered to contain clusters containing only microglia and cells with a normalized expression <1 for *Aldoc*, *F13a1*, *Mylk*, *Meg3*, *Gfap*, *Thy1*, *Slc17a7*, *Olfm1*, *Aqp4*, *Dlx1*, *Olig2*, *Foxj1*, *Nkg7*, *Vtn*, *Flt1*, *Acta2*, and *S100a9* were removed, resulting in the retention of 39,898 microglial cells. To control for the potential of batch effect we regressed out the percentage of UMI counts in each cell belonging to several sex-linked genes: *Ddx3y*, *Eif2s3y*, *Xist*, *Kdm5d*, and *Uty*. Using a clustering resolution of 0.15 and the first 50 PCs, we identified six separate clusters. The data were further filtered to contain only cells from injected samples, resulting in the retention of 36,244 microglial cells. After reclustering with a resolution of 0.1 and the first 50 PCs, we identified five clusters. To perform differential expression analysis, we used Seurat’s FindMarkers function and performed Wilcoxon rank-sum tests. A gene was considered differentially expressed if it had a Bonferroni-corrected *p* value <0.05 and a natural log fold change (logFC) >0.1. Seurat data objects were reformatted for pseudotime analysis using the SingleCellExperiment package and trajectory analysis was performed using Slingshot^54^ establishing cluster 1a as the starting cluster and clusters 2, 3, and 4 as terminal clusters.

### Fluorescence in situ hybridization (FISH)

In a separate infused cohort, mice were perfused, tissue fixed, and sectioned as documented above. RNAscope experiments were performed using the Multiplex Fluorescent Reagent kit v2 (Advanced Cell Diagnostics) following the manufacturer’s recommendations with minor adjustments. Six freshly sectioned tissues per animal were mounted onto superfrost plus slides within a 0.75′′ x 0.75′′ square and baked at 60 °C for 60 min. Slides were dehydrated using a series of ethanol dilution steps, then submerged in target retrieval reagent at 100 °C for 10 min. Protease digestion was performed at 40 °C for 30 min using Protease III and probe hybridization was carried out at 40 °C for 2 h. We used probe sets available from ACD for *Adgre1* and *Tmem119*. Following the amplification steps, the sections were counterstained with DAPI and coverslipped. Imaging was carried out using a Nikon Eclipse 90i microscope at 20X magnification with tiled imaging of the entire infusion site and analyzed using NIS Elements software (Nikon Instruments Inc.). Four 200 µm x 200 µm ROIs were drawn and a threshold established for each probe to determine the area of puncta coverage. The four ROI were averaged together to create one data point per infusion site representing the average area of puncta coverage within 200 µm of the edge of the infusion site.

### Two-photon imaging and statistical analysis

We used Cx3cr1^GFP^ male mice (3 month) to determine the microglial response of AβE3 or AβE4 utilizing two-photon imaging^55^. Briefly, the animals were anesthetized I.P. with a cocktail of ketamine/xylazine (75/10 mg/kg) and placed in a stereotaxic frame. Body temperature was maintained at 37.6 °C. The skin above the skull was removed and a well of 2 cm diameter was built over both hemispheres with a light-curable cement (Composite Flowable) to hold a saline immersion for the microscope objective. The craniotomy was conducted with a high-speed dental drill over the parietal cortex bilaterally. The craniotomy site was regularly flushed with saline to wash out bone fragments and prevent thermal damage. The exposed cortex was injected with Hi-Lyte^™^ Fluor 555-labeled Aβ (Anaspec) combined with native E3 or E4 particles preincubated for 24 h. The injection was performed at an approximate depth of 300 µm below the surface of the cortex with a borosilicate glass capillary tube (WPI) pulled with a two-stage vertical pipette puller (Narishige) to a tip diameter of ~10 µm and coupled with flexible tubing to a picospritzer microinjection dispense system (Parker). Mice were randomly assigned to either the AβE3 or AβE4 group. After the injection, the mice were moved under the two-photon microscope within 5 min and anesthesia was maintained with 40 mg/ml/h ketamine.

In vivo imaging was conducted with an Ultima IV two-photon laser scanning microscope (Bruker) with an InSight DS Laser system (Spectra-Physics) tuned at a wavelength of 920 nm. Two channels were collected red (595/50) and green (525/50 nm) to visualize the 555-labeled Aβ and microglia, respectively. Images were collected with 16x Nikon objective lens on Prairie View software using a time series of 11 slices with 1024 × 1024 matrix size, dwell time 4.4 μs and 3 µm step size. The effective in-plane resolution was 0.4 μm per pixel. The Z-stack images were collected in Galvo acquisition mode such that each Z-stack was collected every minute for a total duration of 80 min.

For each animal, Z-stack images were analyzed to quantify the microglial approach and microglial injection site coverage over time. Initially, the data were loaded in ImageJ (National Institutes of Health) and a rigid-body co-registration with the StackReg plugin was used to account for global temporal drifts of the field of view. The Z-stacks were transformed to sum-based XY projections by linear interpolation using the 3D Project function, allowing for time series analysis of specific ROI. We generated the panels illustrating cell displacement from those datasets by assigning red to the beginning of the time series (*t* = 0) and green to subsequent timepoints (10 or 80 min). Then, the two color-coded images were merged in ImageJ to reveal spatial details, with red showing the original location, green for the new cellular location after a particular segment of time has elapsed (0–10 min or 0–80 min), and yellow at the regions where the two channels overlap. The 555-labeled Aβ infusion site was shown in white to display the increasing coverage as cell processes approach. The time series were also saved as movies presented in the supplementary material.

The datasets were then converted to mat structures and all subsequent analyses were performed in MATLAB (R2019a, Math Works), using standard image processing and statistical functions. Briefly, the red channel showing the infusion site was thresholded using the Otsu’s method with the multithresh Matlab function. The resulting images were binarized and small features outside of the infusion site were removed using the bwareaopen function. The mask was then dilated to smooth the borders and account for the lower contrast of the diffusion gradient around the borders. The percent coverage by the microglial processes over time was then computed as the increase of the green channel intensity above 1.5 times the standard deviation baseline of the green channel within the binary mask.

The mean distance of the cell processes to the infusion site over time was computed by eroding the binary mask described above and computing the Euclidean distance transformation of the full binary image using the bwdist function. Then, each pixel in the green channel over 1.5 standard deviations of the intensity was mapped with that transformation and assigned a number that is the distance between that pixel and the edge of the infusion site forming progressive concentric level sets with increasing proximity to the infusion site. The change of this Euclidean distance over time was converted from pixels to microns using the effective in-plane resolution of the imaging data and plotted as a time series.

To verify Aβ biodistribution, Z-stack images had two color channels—red channel (595/50 nm) to capture the Aβ + APOE infusion and green channel (525/50 nm) to establish the initial positions of microglia within the infusion volume. The in-plane matrix size was 1024 × 1024 pixels with an effective resolution of 0.8 µ/pixel. We used a step size of 5 µ along the z direction across the cortical thickness, delivering an effective tissue volume of 3.251 µ³ per pixel. Each Z-stack was collected across the full depth of the infusion site with an average stack size of 30 slices and image analysis was performed in MATLAB. In order to quantify the three-dimensional distribution of the infusion, we converted the 16-bit red channel to binary matrix based on global foreground mean threshold (Otsu’s method), eroded all small noise regions not connected to the infusion site and rendered the surface to verify consistent shape based on diffusion from the injection tip. We used the volume-per-pixel value (3.251 µ³) to calculate the total infusion volume based on the number of non-zero matrix elements within the three-dimensional binary mask.

### Primary microglia cell culture

Primary microglial culture and Aβ uptake assay were performed using WT, E3, E4, Trem2^ko^, E3/Trem2^ko^, and E4/Trem2^ko^ pups (1–3 days old)^44,45^. The cortices and hippocampi were mechanically dissociated using a sterile Pasteur pipette. The dissociated cells were plated in 75 cm^2^ flasks with DMEM/F12 medium (Thermo Fisher) containing 10% FBS at DIV0. Twenty-four hours after plating (DIV1), the media was replaced to remove debris. Microglia were collected by tapping at DIV14 and plated on 0.01% poly-l-lysine (Sigma) coated 12 mm circular coverslips in 24-well plates with the density of 60,000 cells/well. Twenty-four hours after plating, cells in the treatment groups were treated with 1 µM Hi-Lyte^TM^ Fluor 488-labeled Aβ or Hi-Lyte^TM^ Fluor 555-labeled Aβ (Anaspec) at 37 °C for 1 h. Following the treatment, cells were washed three times with PBS, fixed in 4% PFA, and permeabilized with 0.2% Triton X-100 at room temperature. Microglia were then labeled with Anti-IBA1 antibody (1:500) at 4 °C for 18 h and followed by 2 h incubation with horse anti-rabbit 594 secondary antibody (1:250) for 488-labeled Aβ or donkey anti-rabbit 488 secondary antibody (1:250) for 555-labeled Aβ. Microglia were stained with DAPI to visualize nuclei.

Fluorescent images of in vitro Aβ-treated microglia were taken on a Nikon Eclipse 90i microscope (20X magnification) and analyzed in NIS elements (Nikon Instruments Inc.). Exposure levels for each channel were consistent across all genotypes and samples. Images were thresholded to identify microglia, nuclei, and Aβ. To assess the Aβ uptake in microglia, the percentage of microglia containing Aβ was determined by dividing IBA1 + microglia colocalized with Aβ signal by the total of IBA1 + microglia and averaged across all images in each genotype.

### Quantification and statistical analysis

Sample sizes (*n*) indicated in the figure legend 1 indicate number of separate pools of astrocyte conditioned media. Sample sizes (*n*) indicated in the figure legend 2–7 correspond to the number of biological replicates analyzed. All researchers were blinded to experimental groups during the analysis. All results are reported as means ± SEM.

Unless otherwise indicated, all statistical analyses were performed in GraphPad Prism (v 8.3.1), or in R (v 3.6.0) and significance was determined as *p* < 0.05. Number of experiments and statistical information are stated in the corresponding figure legends. In figures, asterisks denote statistical significance marked by *p < 0.05; **p < 0.01; ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

The bulk RNA-seq and single cell RNA-seq data in this study are available in the NCBI Gene Expression Omnibus (GEO) database under the accession number: GSE158962 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158962). All of the sequencing datasets used in this study were processed using publicly available open-source software. The sequencing data was aligned to the mouse genome mm10 (https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html). Functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8, https://david.ncifcrf.gov). Source data are provided with this paper. All data supporting the findings of this study are provided within the paper and its supplementary information. Additional information is available upon reasonable request to the authors. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Bulk RNA-seq and single cell RNA-seq data were processed using publicly available open-source software and standard pipelines were used, as described in the Methods. The Rsubread (v1.34.2), DEseq2 (v1.24.0), and edgeR (v3.26.5) were used for bulk RNA-seq data analysis. The Seurat (v3.0.2) and Slingshot (v1.8.0) were used for single cell RNA-seq data analysis. All relevant code is available from the authors upon reasonable request.

# Supplementary material for: Phospholipids of APOE lipoproteins activate microglia in an isoform-specific manner in preclinical models of Alzheimer’s disease
**Source:** Nat Commun. 2021 Jun 7;12:3416. doi: 10.1038/s41467-021-23762-0
**Supplement:** Supplementary file 1 — Supplementary Information

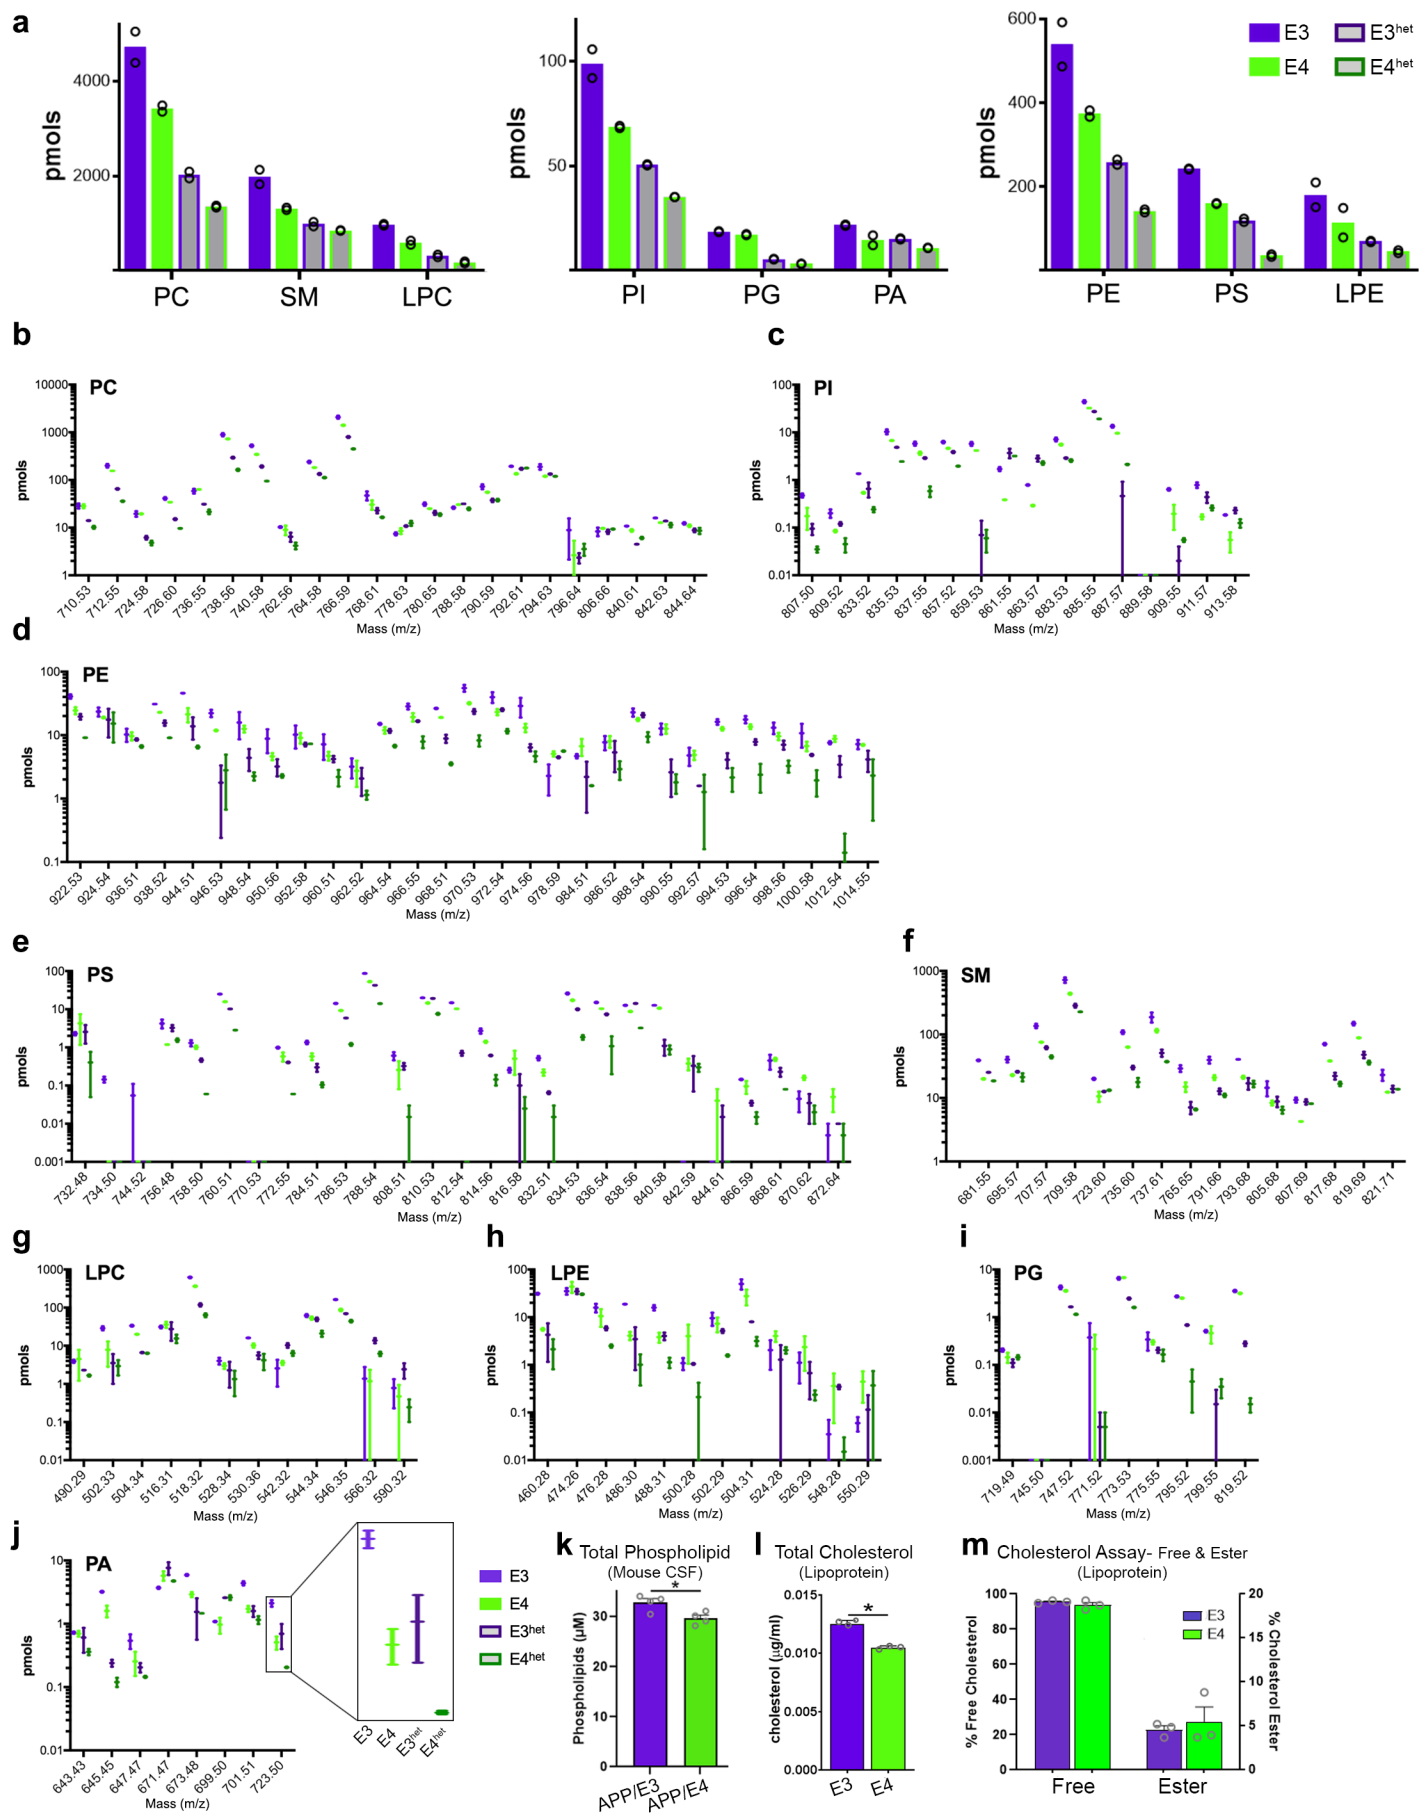

Supplementary Figure 1: APOE4 native lipoproteins are less lipidated with unique lipid species profile.

(a) E3 or E4 native lipoproteins were derived from pooled samples of astrocyte conditioned media from APOE3 (purple) or APOE4 (green) primary astrocytes as well as lipoproteins derived from APOE3/Abca1^{het} (purple outline) and APOE4/Abca1^{het} (green outline) astrocytes and analyzed by shotgun lipidomics. Lipoproteins derived from E3^{het} and E4^{het} astrocytes were used as negative controls and demonstrated half of the phospholipid amount of their wild-type counterparts. Note the reduction of phospholipid level in the following order: E3 > E4 > E3^{het} > E4^{het}. Lipid species-specific analysis of Phosphatidylcholine, PC (b); Phosphatidylinositol, PI (c); Phosphatidylethanolamine, PE (d); Phosphatidylserine, PS (e); Sphingomyelin, SM (f); Lysophosphatidylcholine, LPC (g); Lysophosphatidylethanolamine, LPE (h); Phosphatidylglycerol, PG (i); and Phosphatidic acid, PA (j). (k) Total phospholipid concentration of CSF from APP/E3 (purple) and APP/E4 (green) mice (14 mo) was measured using a commercial kit (APP/E3 vs. APP/E4, $p = 0.0353$). $n=4$ per group (l) Cholesterol concentration (E3 vs. E4, $p = 0.014$) and (m) percent free cholesterol and cholesterol ester of the native E3 (purple) and E4 (green) was measured using a commercial kit. Bars represent mean $\pm$ SEM and Box and Whiskers represent the interquartile range and mean. * $p<0.05$; determined by two-tailed unpaired t test.

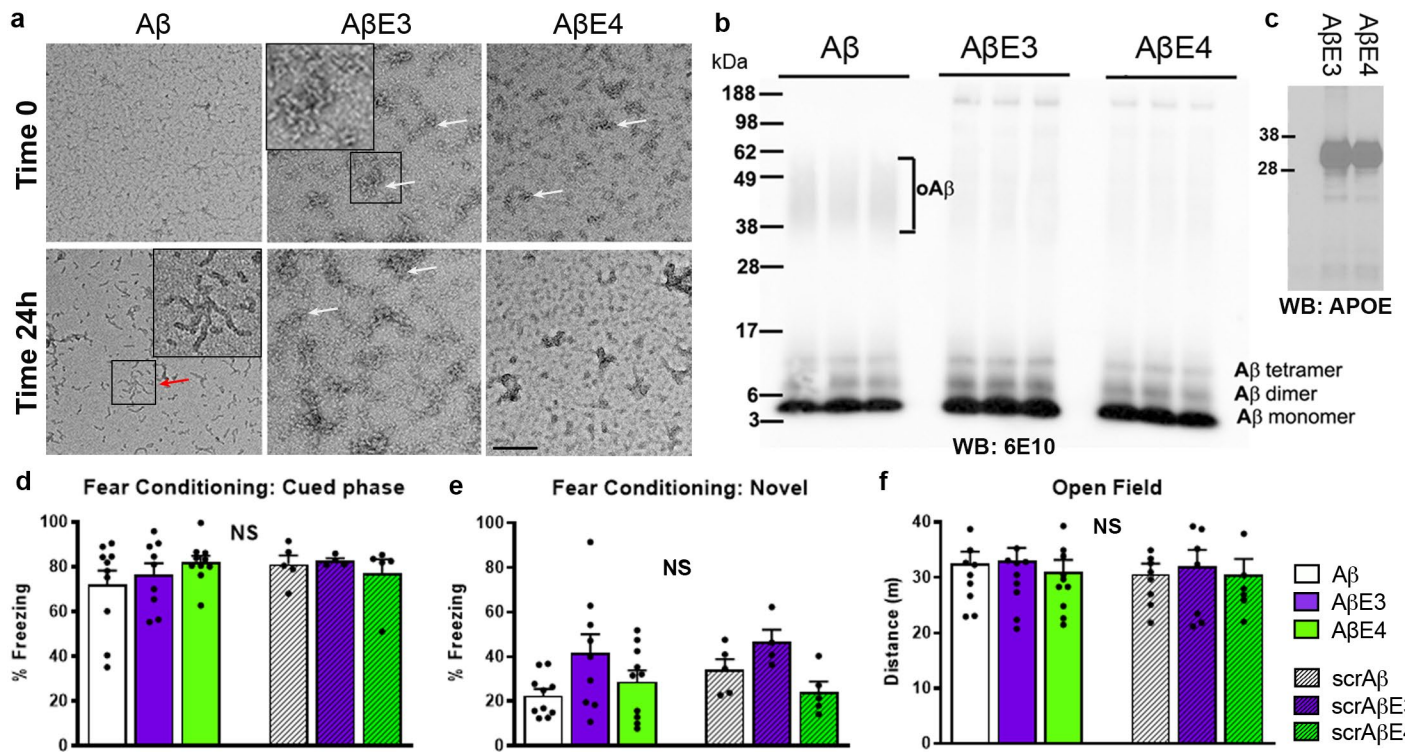

Supplementary Figure 2: Effect of native E3 and E4 lipoproteins on Aβ aggregation and behavior.

(a-c) The effect native E3 and E4 lipoproteins on Aβ aggregation was tested using a disaggregated Aβ monomer as described in the methods. Monomeric Aβ42 (10 μM) was pre-incubated with either PBS or native E3 or E4 lipoproteins (1 μM) for 24 h at oligomer forming conditions. The presence of Aβ oligomers after 24 h incubation was determined by electron microscopy (a) and Western blotting (WB) (b). (a) Representative electron micrographs of Aβ +/- APOE at the start of incubation (Time 0) and after 24 h (Time 24 h). Red arrow and inset point to Aβ oligomers in Aβ + PBS preparations. White arrows and inset point to native APOE lipoproteins that are visualized as discs. Scale bar is 100 nm. n=4 independent preparations. (b) Aliquots from the same Aβ42 preparations were resolved on SDS-NuPAGE gel and probed with anti-Aβ antibody (6E10). Brackets point toward Aβ oligomers. (c) WB for APOE demonstrates the same amount of E3 and E4 was used. (d-f). Behavior controls show no significant differences between the groups for fear conditioning and novel object recognition tests. Aβ (white), AβE3 (purple) and AβE4 (green) were infused into the cortex of WT mice and cognition examined. Scrambled Aβ (scrAβ) was used as negative controls (scrAβ, scrAβE3, and scrAβE4, line pattern). All mice were infused 30 min prior to training on days 2 through 6 of behavioral testing. (d-e) There is no significant difference in percent freezing during the cued phase (d) or novel phase (e) of the contextual-cued fear conditioning for all experimental groups assessed. (f) There is no significant difference in total distance (m) traveled during the open field during day 1 of the novel object recognition. Both suggest that differences in performance during fear conditioning and novel object recognition are due to changes in cognitive function. Analysis by one-way ANOVA followed by Tukeys multiple comparison test. n=12 for Aβ +/- E3 or E4, and n=8 for scrAβ controls. Bars represent mean ± SEM. NS no significance.

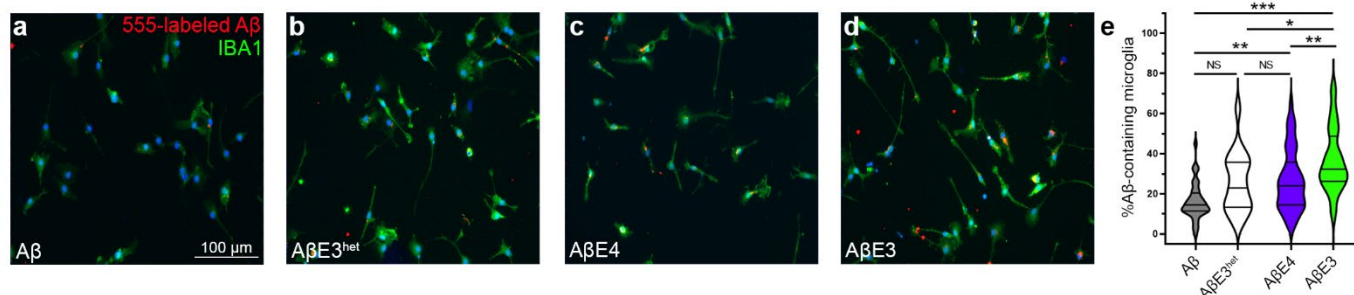

Supplementary Figure 4. Aβ uptake is differentially affected by native APOE lipoproteins *in vitro*.

555-labeled Aβ was pre-incubated with APOE native particles or PBS as indicated in the methods. Primary microglial cultures established from WT pups were treated for 1 h with Aβ+PBS (Aβ, gray), AβE3 (purple) or AβE4 (green) followed by IBA1 and DAPI immunostaining. Aβ pre-incubated with lipoproteins isolated from E3/Abca1^{het} astrocytes (AβE3^{het}, white) was used as negative control. Representative images from microglia incubated with Aβ only (a), AβE3^{het} (b), AβE4 (c) or AβE3 (d) with IBA1 in green, 555-labeled Aβ in red, and DAPI in blue. Scale bar=100 μm. (e) Bar plot showing the percent of microglia (IBA1) which co-localize to Aβ signal (555-label). Analysis by one-way ANOVA followed by Tukey's multiple comparison test. Aβ vs. AβE4, $p = 0.0026$; Aβ vs. AβE3, $p < 0.0001$; AβE4 vs. AβE3, $p = 0.0019$; AβE3^{het} vs. AβE3, $p = 0.0206$. $n=3$ independent cultures in triplicate per experimental group. Violin plots represent kernel densities for each dataset showing median (middle line) and 75% (top) and 25% percentile (bottom). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; NS not significant.

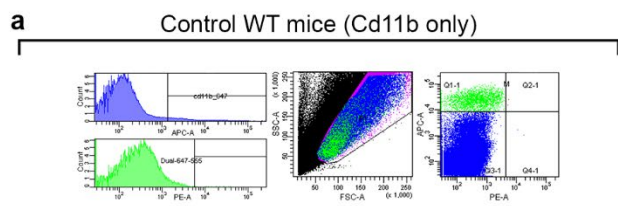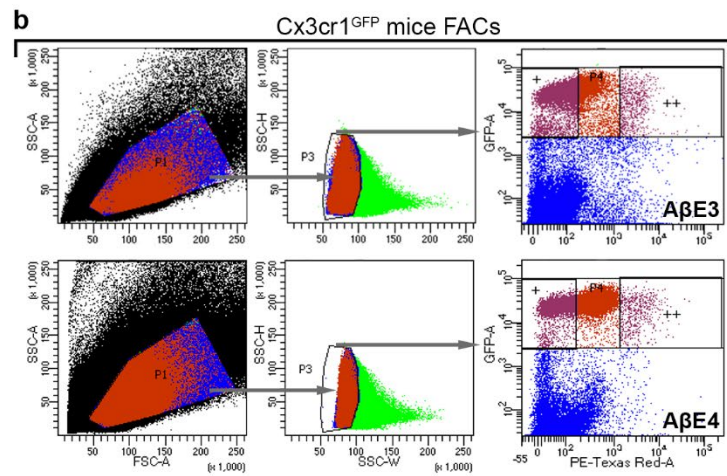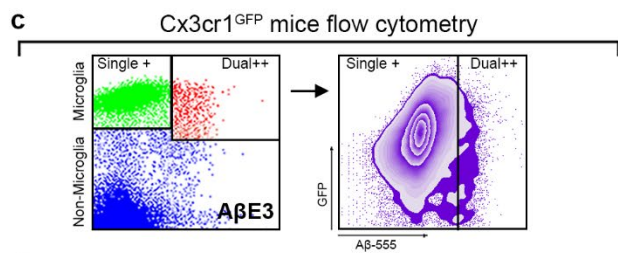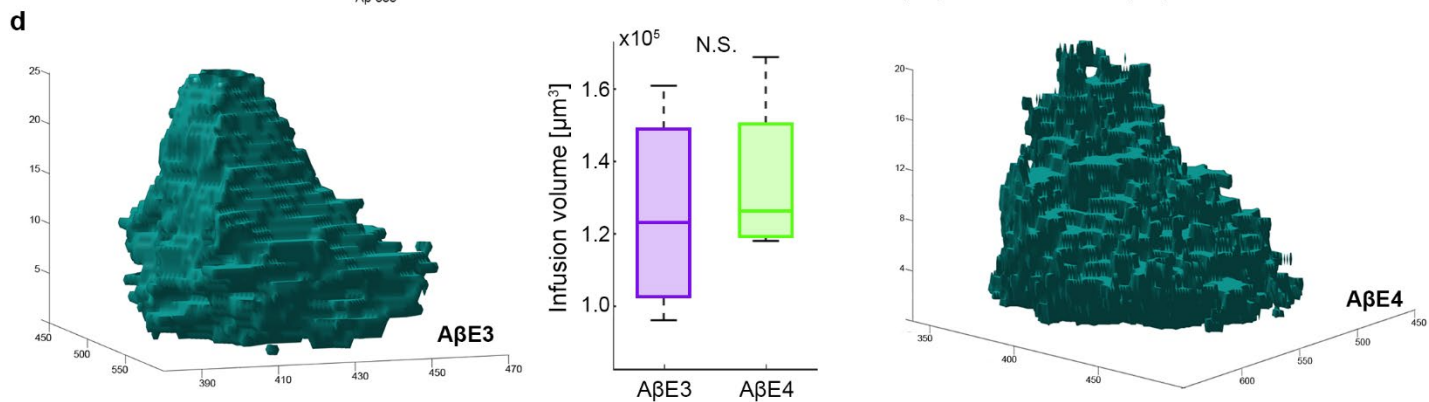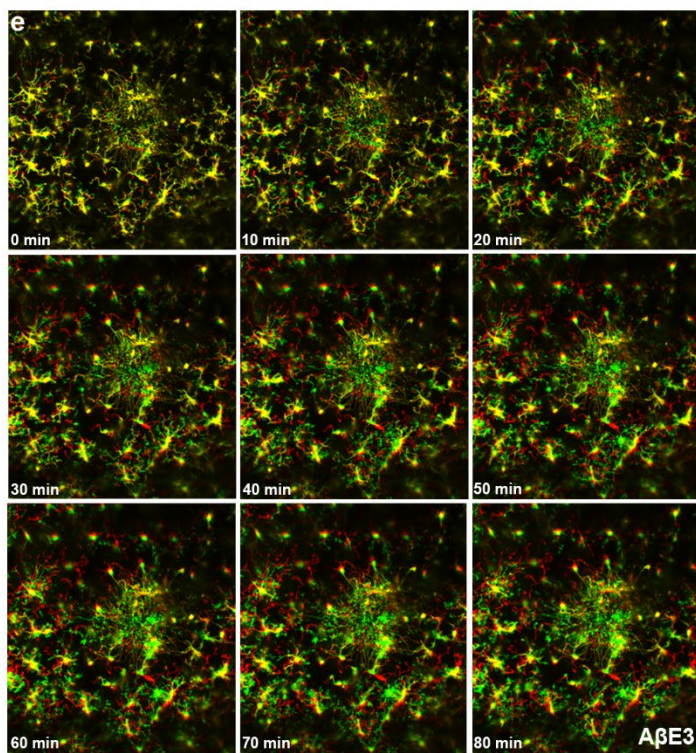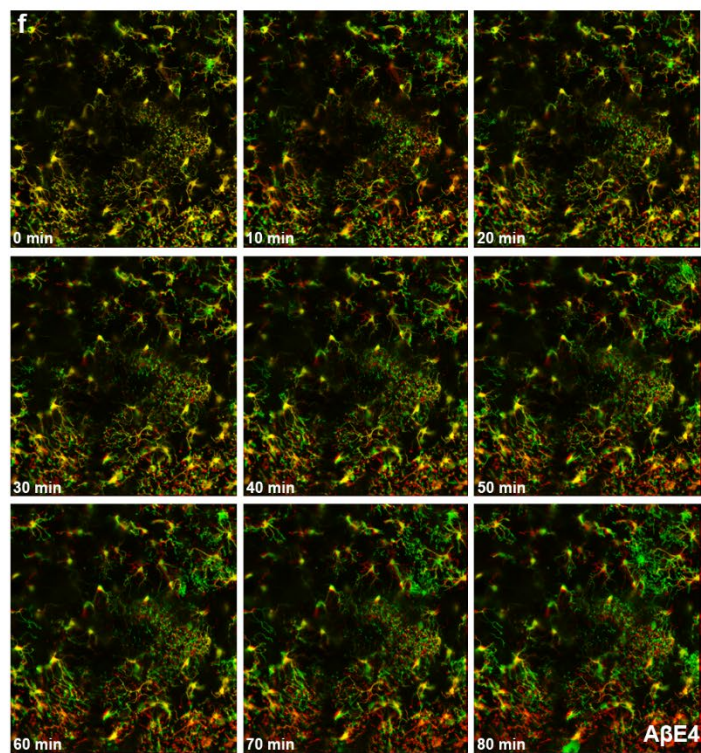

Supplementary Figure 5: *In vivo* microglial interaction with A β is affected by APOE isoform over time.

Cx3cr1^{GFP} mice were infused with control, or 555-labeled A β 42 pre-incubated with E3 (A β E3) or E4 (A β E4). a-c: Flow cytometry and FACS. Q1-1 corresponds to cells that are CD11b^{High}/A β -555^{Low} and are counted as single+ cells. The Q2-1 correspond to CD11b^{High}/A β -555^{High} cells counted as dual+. (a) WT control injected mice show no cells in Q2-1 quadrant labeled as dual positive. (b) FACS results showing all cells, followed by removing multiple cells, and finally separating by microglia marker high (Cx3cr1^{GFP}) and 555-labeled A β . This allows for the identification of single+ and dual+ cells in Cx3cr1^{GFP} mice. FACS gating used for Figure 4. (c) Gating for flow cytometry and zebra plots generated from all gated microglia showing both single+ and dual+ populations in Figure 3b-c. (d-f), Two-photon imaging of Hilyte^{TM}-555-labeled A β pre-incubated with native E3 or E4 particles and microglia tracked in real time. (d) We injected the same infusion volume for all animals and post-injection we acquired *in vivo* three-dimensional z-stacks to verify the biodistribution. Z-stacks to verify the biodistribution had two color channels - red channel (595/50 nm) to capture the spread of the A β E3 (purple) or A β E4 (green) infusion and green channel (525/50 nm) to establish the initial position of the microglia within the injected volume. The in-plane matrix size was 1024x1024 pixels with an effective resolution of 0.8 microns/pixel. We used a step size of 5 microns along the z direction across the cortical thickness, delivering an effective tissue volume of 3.251 cubic microns per pixel. Each z-tack was collected across the full depth of the infusion site with an average stack size of 30 slices. We segmented, rendered and computed the three-dimensional volumes of each A β infusion site and determine that there was no difference in the rendered volumes of A β for A β E3 and A β E4 groups. Shown are representative infusion volume renderings from each group and Box and Whiskers. N.S. not significant by two-tailed unpaired *t* test. n=4 mice/group. The boxes represent the range from the first to third quartiles with the center line representing the median. The whiskers represent the minima and maxima. (e-f) Representative time series (n=4 mice/group) are color coded with the initial time point in red and later time points in green as indicated below each image from 0-80 min post injection from A β E3 (e) or A β E4 (f) groups.

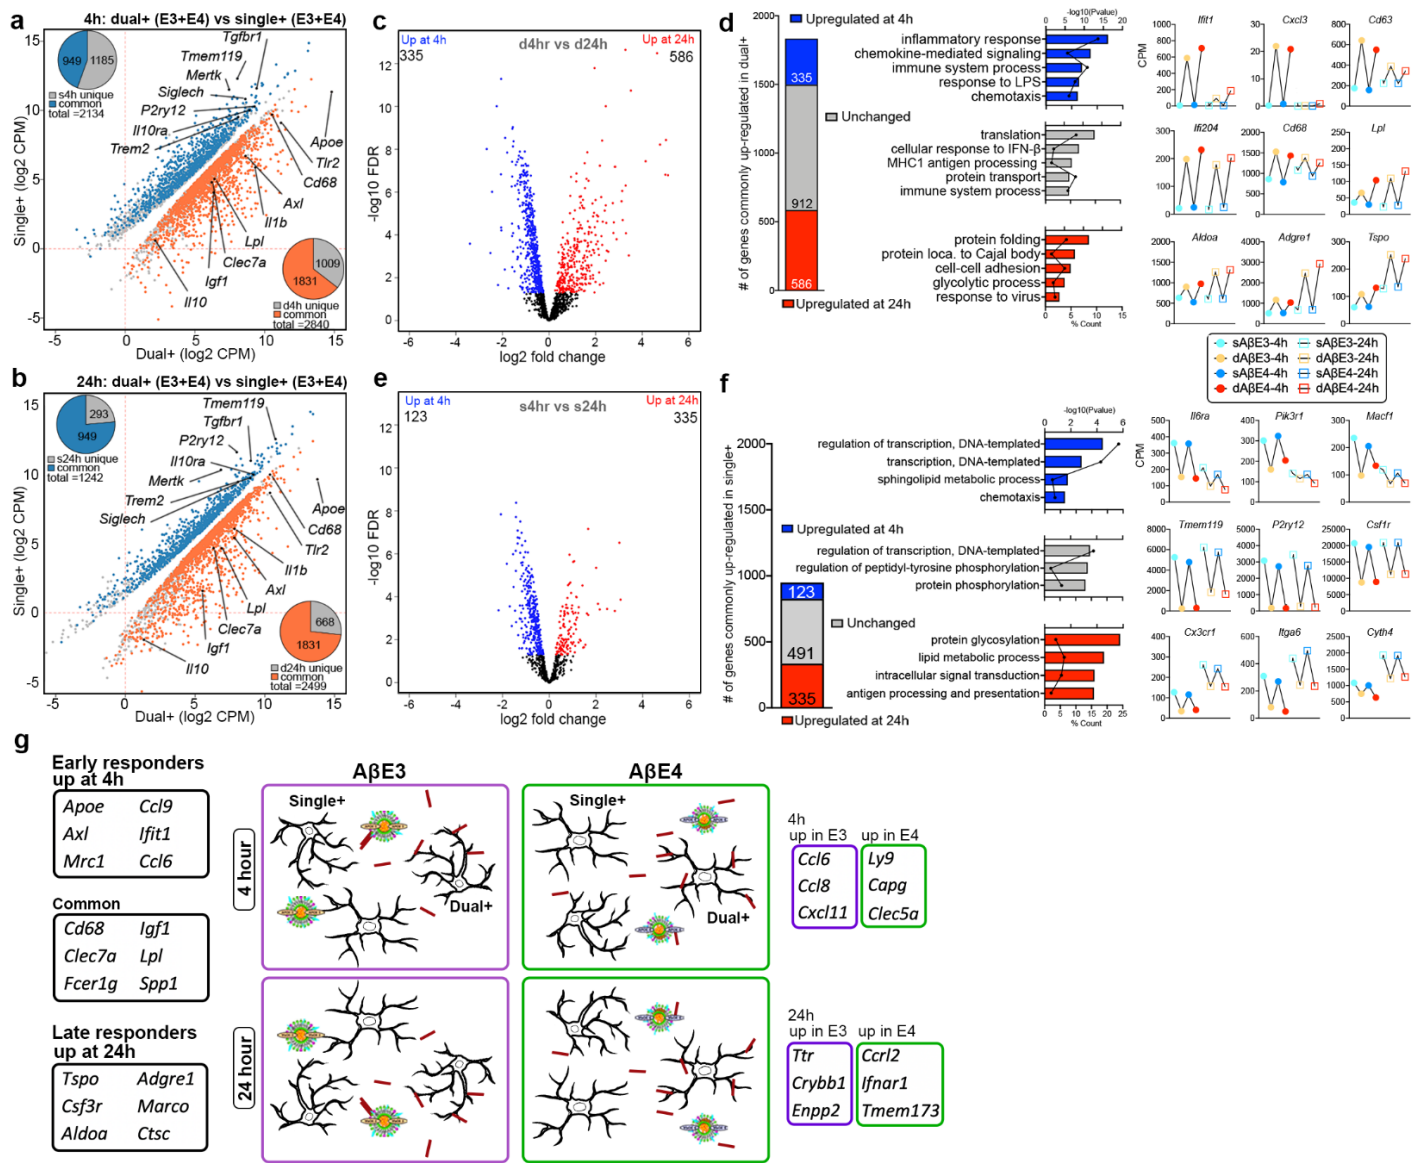

Supplementary Figure 6. Comparisons of microglial transcriptome from Cx3cr1GFP mice at 4 and 24 hours post-injection.

(a-b) Scatterplots represent significantly affected transcripts (FDR<0.05) of dual+ vs single+ microglia from Cx3cr1^{GFP} mice at the 4 h (a) or 24 h (b) timepoint. X and Y axes correspond to the log2 average of the count per million (CPM) for dual+ and single+ microglia respectively. Pie charts in the upper left (single+, blue), and lower right (dual+, orange) represent the genes common between, or unique (gray) to a single timepoint. (c-f) Comparison of common DEGs in 4 vs 24 h post-injection. Volcano plots and bar plots depict the 1831 commonly differentially expressed in dual+ cells (c; blue, up at 4h, and red up at 24 h) and 949 commonly differentially expressed in single+ cells (e; blue, up at 4h, and red up at 24 h). Grey box indicates non-significantly affected genes; blue, a higher expression at 4h, and red with a higher expression at 24 h (d and f). For each group the GO term bar plots indicate the -log₁₀P value for each term, and the associated center point of each bar represents the percent of submitted genes found in each GO term. Line-patterning graphs show examples of genes from each category. sAβE3 light blue, dAβE3 beige, sAβE4 blue, dAβE4 red; 4hr solid circles, 24 hr open circles. n=4 mice/group. (g) Summary of early, common and late responding genes associated with different timepoints (4 or 24 h) following the Aβ infusion (left) and early and late responding genes that are uniquely affected by APOE isoform (right).

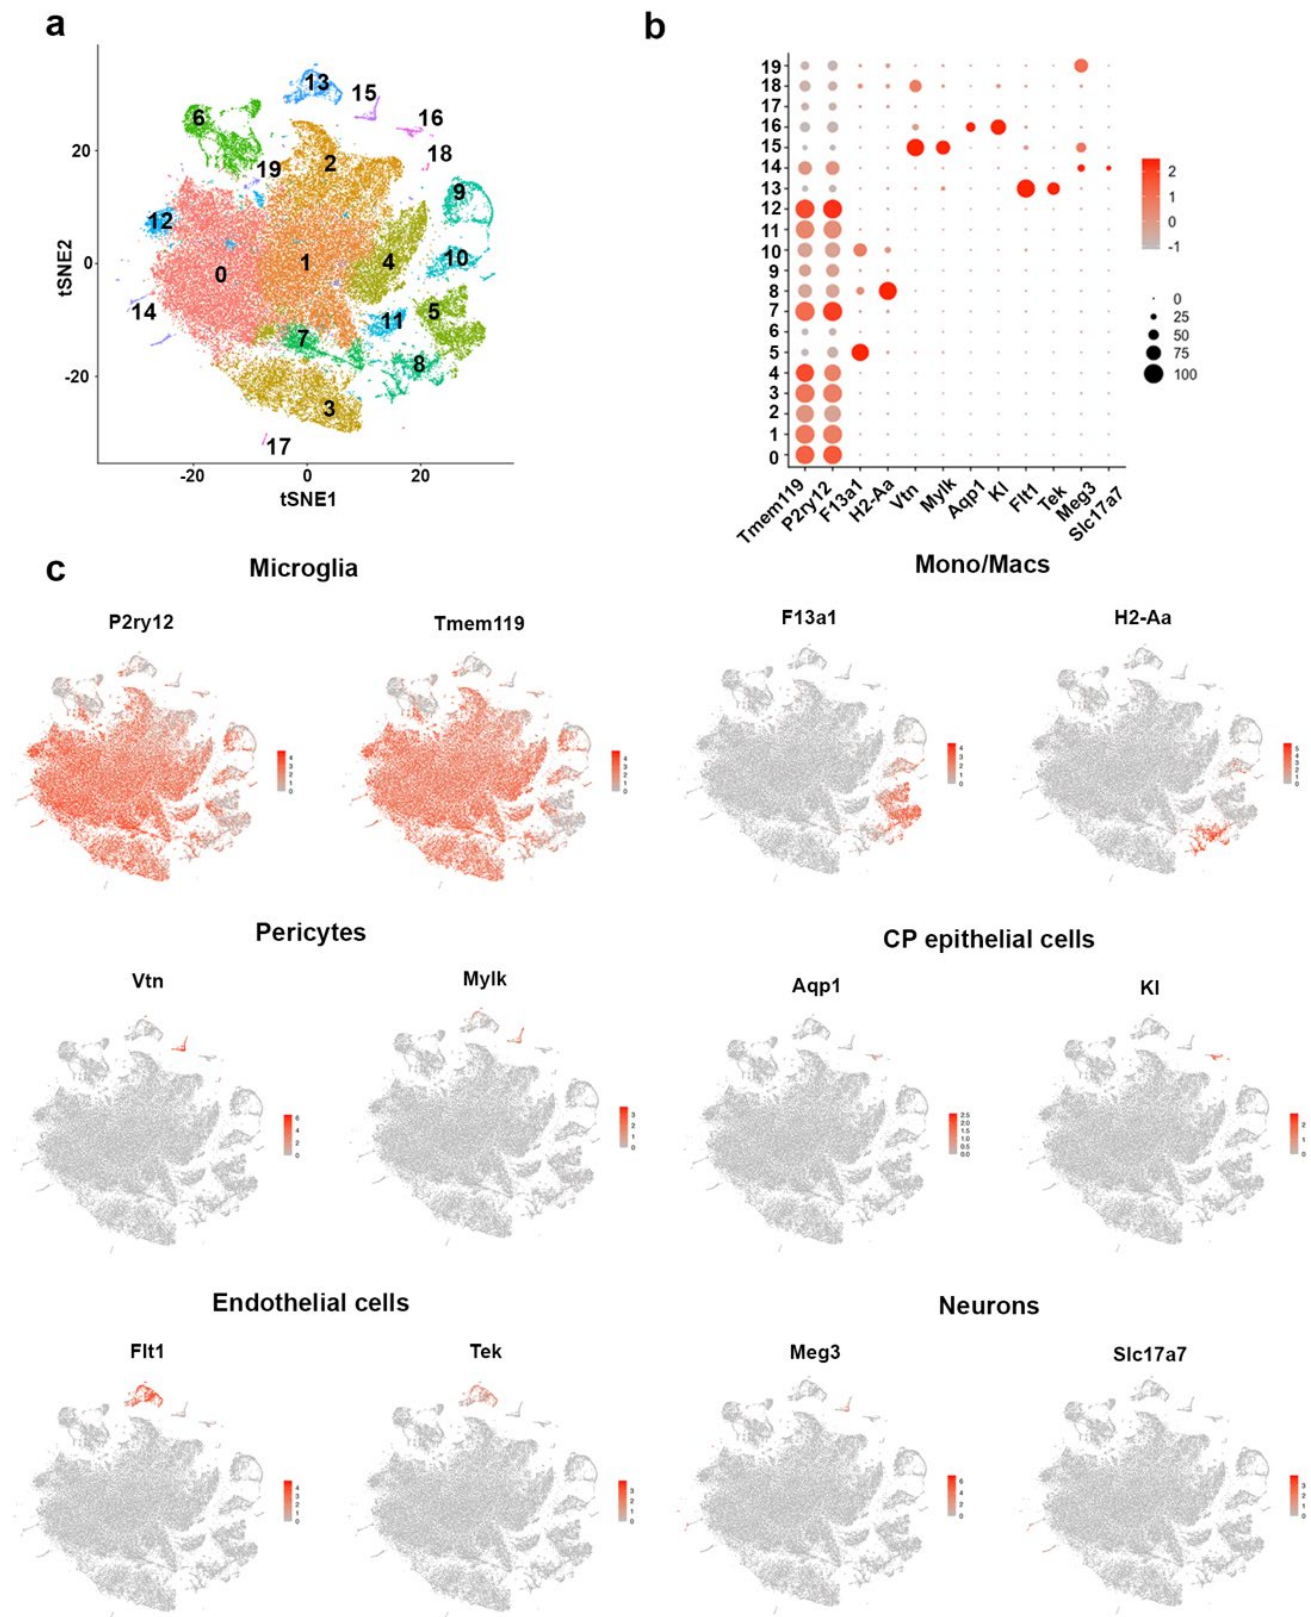

Supplementary Figure 7. scRNA-seq analysis of injected mice identifies distinct multiple cell types.

(a) t-SNE plot showing clusters of 60,046 sequenced cells based on transcriptomic similarities using Seurat. (b) Dot plot showing expression of established cell-type specific genes. (c) Feature plots showing expression of established cell specific genes. n=9 (Control, WT-A β E3, WT-A β E4, Trem2^{ko}-A β E3 and Trem2^{ko}-A β E4).

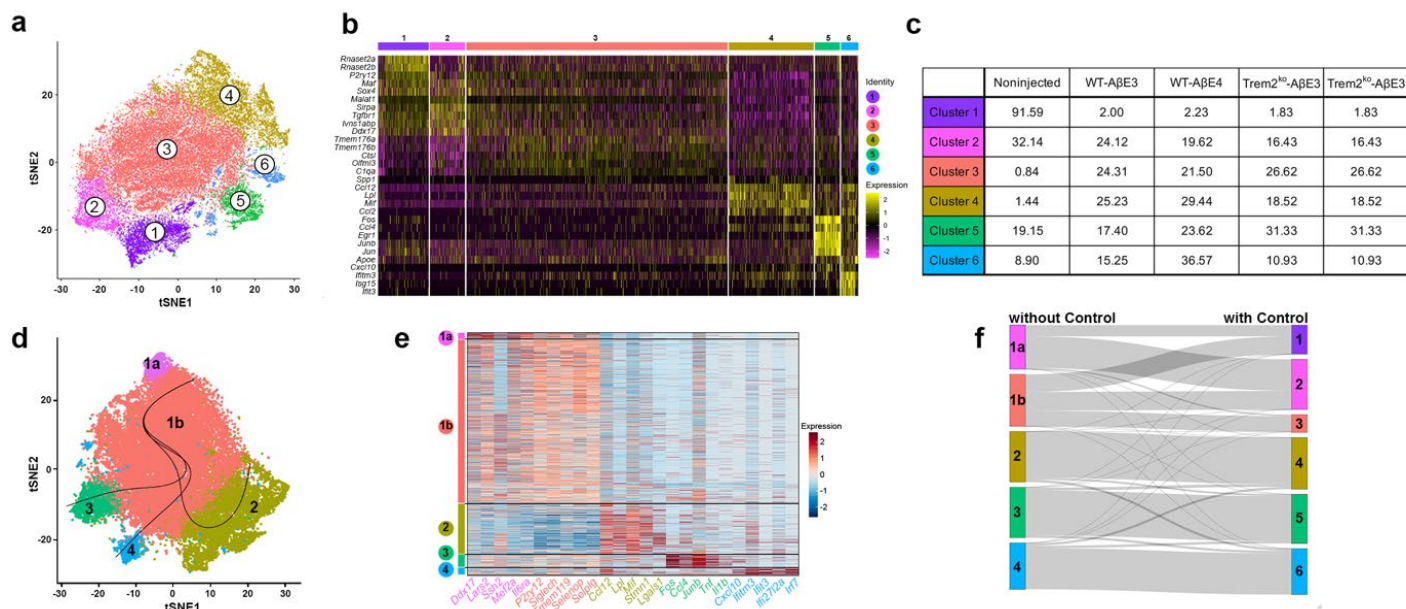

Supplementary Figure 8. scRNA-seq analysis of injected and non-injected mice identifies distinct microglia subclusters.

(a) t-SNE plot showing clusters of 39,898 microglia cells after removal of contaminating cell types from non-injected and injected groups. (b) Heatmap showing the expression of top 5 upregulated genes in each microglia cluster of the same mice. $n=9$ (c) Table showing the proportion of cells belonging to each cluster by non-injected and injected groups. (d) t-SNE plot showing clusters of 36,244 microglial cells after re-clustering of injected samples and inferred trajectories by Slingshot. (e) Heatmap showing the expression of top 5 genes in each cluster after re-clustering of injected mice. $n=8$ (f) Sankey plot showing preserved clusters between the two data sets. The top 100 marker genes for each cluster were used for generation of the Sankey plot.

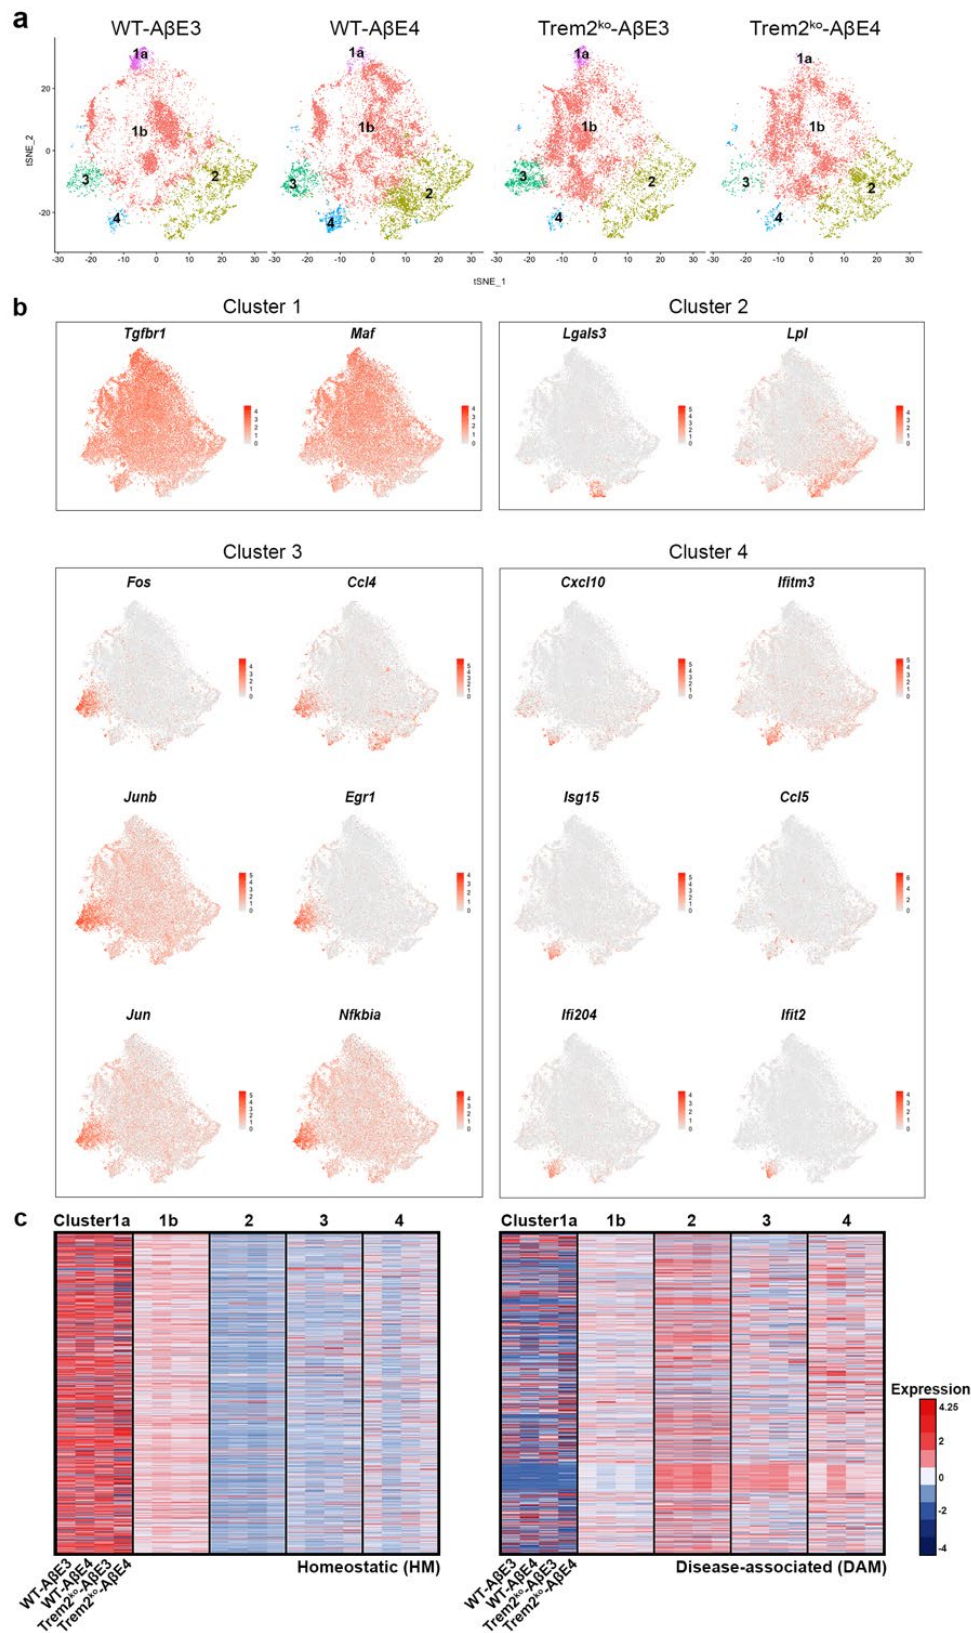

Supplementary Figure 9. scRNA-seq Microglia specific sub-clustering.

(a) t-SNE plots of microglia from each experimental condition. (b) Feature plots of representative genes in each cluster. (c) Heatmaps of homeostatic and disease-associated microglia gene expression in each cluster. n=2 per group.

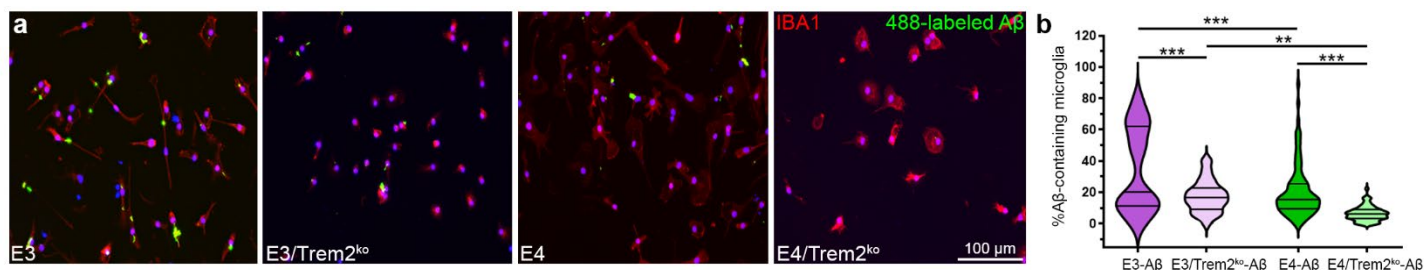

Supplementary Figure 10. *Trem2* deficiency and APOE isoform expression affect microglia response to Aβ.

Microglia established from E3, E3/Trem2^{ko}, E4, and E4/Trem2^{ko} mice were treated with and 488-labeled Aβ for 1 hour. (a) Representative images of microglia from E3, E3/Trem2^{ko}, E4, and E4/Trem2^{ko} mice labeled with IBA1 in red and 488-labeled Aβ in green from three independent cultures in triplicate for each genotype. (b) Bar plot showing the average percentage of Aβ-containing microglia for each genotype (E3 purple, E4 green, E3/Trem2^{ko} light purple, E4/Trem2^{ko} light green). Analysis by one-way ANOVA followed by Tukey's multiple comparison test. E3-Aβ vs. E3/Trem2^{ko}-Aβ, $p < 0.0001$; E3-Aβ vs. E4-Aβ, $p < 0.0001$; E3/Trem2^{ko}-Aβ vs. E4/Trem2^{ko}-Aβ, $p = 0.0024$; E4-Aβ vs. E4/Trem2^{ko}-Aβ, $p < 0.0001$. $n=3$ independent cultures in triplicate per experimental group. Violin plots represent kernel densities for each dataset showing median (middle line) and 75% (top) and 25% percentile (bottom). ** $p < 0.01$; *** $p < 0.001$.

Supplementary Table 1: Patient demographics for AD

APOE	Sex	PMI (hrs)	Age at Death	Braak Stage
3/3	F	Range<br>2.0 - 7.5	Range<br>71 - 87	6
3/3	F			
3/3	F			
3/3	M			
3/3	M			
3/3	M			
average		4.0	81.57	6
standard deviation		1.8	5.41	0

APOE	Sex	PMI (hrs)	Age at Death	Braak Stage
3/4	F	Range<br>2.1 - 9.5	Range<br>75 - 90	6
3/4	F			
3/4	F			
3/4	F			
3/4	F			
3/4	M			
3/4	M			
3/4	M			
average		3.7	79.63	6
standard deviation		2.4	7.65	0

APOE	Sex	PMI (hrs)	Age at Death	Braak Stage
4/4	F	Range<br>2.2 - 7.0	Range<br>71 - 84	6
4/4	F			
4/4	F			
4/4	M			
4/4	M			
4/4	M			
4/4	M			
average		4.1	79.14	6
standard deviation		1.8	5.49	0

Supplementary Table 2: Primer List

Method	Gene	Species	Primer Sequences/Assay ID
Mouse genotyping	<i>Abca1</i>	Mouse	wtF: 5'– TGGGAACCTCTGCTAAAAT – 3'
			wtR: 5' – CCATGTGGTGTGTAGACA – 3'
			mutR: 5' – TGCAATCCATCTTGTCAAT – 3'
			mutF: 5' – TTTCTCATAGGTTGGTCA – 3'
	<i>ApoE</i>	Mouse	oIMR0180: 5' – GCCTAGCCGAGGGAGAGCCG – 3'
			oIMR0181: 5' – TGTGACTTGGGAGCTCTGCAGC – 3'
			oIMR0182: 5' – GCCGCCCGACTGCATCT – 3'
	<i>APOE3/4</i>	Human	PGK: 5' – GCAGCCTCTGTTCCACATACACT – 3'
			Huexon4: 5' – TTGATTCTCTGGGCACTG – 3'
			Mouseintron2R: 5' – GCAAGAGGTGATGGTACTCG – 3'
			MusApoE2: 5' – GTATCTAAACAGACTCAACAGCCTC – 3'
	<i>Cx3cr1</i>	Mouse	14276: 5' –GTCTTCACGTTCCGGTCTGGT– 3'
			14277: 5' –CCCAGACACTCGTTGTCCTT– 3'
			14278: 5' –CTCCCCCTGAACCTGAAAC– 3'
			PS339: 5' – GTAGGTGGAATTCTAGCATCATCC – 3'
	<i>Trem2</i>	Mouse	PS338: 5' – CTAGGCCACAGAATTGAAAGATCT – 3'
			24466: 5' – AAGCAAGTGGCTGTCTCCTC– 3'
			24467: 5' –TGTGTACTCACCTCCAGCA – 3'
Taqman assay	<i>P2ry12</i>	Mouse	Mm00446026_m1
	<i>Tmem119</i>	Mouse	Mm00525305_m1

# Supplementary material for: Phospholipids of APOE lipoproteins activate microglia in an isoform-specific manner in preclinical models of Alzheimer’s disease
**Source:** Nat Commun. 2021 Jun 7;12:3416. doi: 10.1038/s41467-021-23762-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Movie 1.

Description: Video showing time-lapse two-photon imaging of GFP-labeled microglia movement after AβE3 injection. Cx3cr1^GFP^ mice were infused with Hi-Lyte Fluor 555-labeled Aβ (Aβ-555) pre-incubated with native E3.

Title: Supplementary movie 2.

Description: Video showing time-lapse two-photon imaging of GFP-labeled microglia movement after AβE4 injection. Cx3cr1^GFP^ mice were infused with Hi-Lyte Fluor 555-labeled Aβ (Aβ-555) pre-incubated with native E4.

How the deposited data were processed for this re-analysis (not part of the article)

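RNA of sorted microglia from WT mice infused with scrambled Aβ, Aβ, AβE3 or AβE4 (20 libraries, 5 per infusion, 24 h), RNA of single+ and dual+ microglia of Cx3cr1 GFP mice infused with AβE3 or AβE4 (32 libraries, 4 per population, infusion and time, 4 h and 24 h) and single-cell RNA of WT and Trem2 ko microglia (8 injected samples, 2 per genotype and infusion, and 1 non-injected WT sample) were analysed from the authors' deposited tables. Samples were grouped by the labels of the series, except that the non-injected single-cell sample and the 24 h of the single-cell samples come from the paper, and the Fig. 2m libraries from that panel's source data. Labels name 7 AβE3 and 8 AβE4 microglia libraries of WT mice and 13 neuron libraries; those without a column in the table are not analysed here. The non-injected sample enters no test, as it is single.

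The bulk tables hold CPM. According to the submitters' processing notes and the paper's methods, the authors aligned reads to mm10, counted them over genes with featureCounts 1.5.3 and analysed them with Rsubread 1.34.2, edgeR 3.26.5 and DESeq2 1.24.0. The CPM were taken as unscaled. The single-cell table holds a signal, the mean over the cells of a sample and cluster of UMI counts scaled to the same total per cell, which the authors made with Cell Ranger 3.0.1 and Seurat 3.0.2 on cells they had filtered and clustered. They bounded genes and reads per cell and the mitochondrial share to reduce doublets and cells of low quality, and doublets were not treated further here. The WT table has 14119 lines, of which 1 is blank, 22 carry a date in place of a gene symbol and 190 repeat another line, leaving 13906 genes; the Cx3cr1 table has 16297 genes. Gene positions come from GENCODE vM21, whose build is mm10 as in the alignments, and were matched by symbol.

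Depth was read from the smallest step between CPM values. It ran from 11.1 to 47.3 M reads in the WT libraries and from 3.08 to 23.9 M reads in the Cx3cr1 libraries, lowest in single+ AβE4 at 4 h. Divided by that step, CPM became whole numbers within 0.1 of a read for 100% of values in every library. AβE4 F1786, with too few values near 0, and dual+ AβE3 K0136 (4 h), with a step close to 0.1, did not meet a further rule on the step and are left out of count tests only.

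The test planned for the bulk tables was edgeR's quasi-likelihood test on counts. Since the tables hold CPM, limma took its place after the tables were seen, and the planned test is given as an alternative on reads recovered from the CPM. The test is limma 3.58.1 in R 4.3.3 on log2(CPM + 0.5) after TMM scaling (edgeR 4.0.16), with a mean per group, an intensity trend in the variance and 1 fit of all groups of a table. Log2 fold changes are on this scale. WT genes were kept at an average of at least 30.9 reads, the minimum that the paper's methods give, and Cx3cr1 genes by edgeR's filterByExpr. Genes were called at a Benjamini and Hochberg adjusted p under 0.05 over all genes tested. In the single-cell table, limma was run per cluster on log2(mean + pseudocount) over the 50% of genes with the highest means. Knockout against WT over both infusions had terms for genotype, infusion and the sex in the labels. The other comparisons had a mean per group and the term for sex. The pseudocount was 0.5 times the cluster's smallest value above 0. Table clusters 1 and 2 were left untested, a choice made after seeing the data. Count tests were not run on these means.

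Gene lists were written from general knowledge. They hold homeostatic microglia, disease-associated microglia, interferon response, chemokines, cytokines, NF-κB targets, cathepsins, lysosome, phagocytic and pattern receptors, ribosomal proteins, glycolysis, MHC class I and II, N-glycosylation, extracellular matrix, and markers of microglia, border macrophages, endothelium, mural cells, astrocytes and choroid plexus, among others. A list was tested by camera with a preset correlation of 0.01 between its genes, adjusted over the lists, and once more with the correlation estimated from the data. Members were also counted with p adjusted over the list alone.

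Genes named in the text follow a rule. It takes every gene that the paper names for a comparison, the 8 genes with the largest log2 fold change in each direction among those called, with an average of at least 1 CPM (0.01 in the single-cell table), groups that do not overlap and a symbol that is not a placeholder, and of each list with called genes the 4 with the largest change. From these, 272 results for single genes are followed through all alternatives. Results for some genes, and for a list that holds them, are not reported here. Lists and numbers in the paper's figures and tables had been read before the rule was written. The lists, the rule, the sample groups, the comparisons and most alternatives were set before the data were examined.

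Dual+ and single+ libraries with the same animal number come from the same animal by the labels. In 15 pairs the correlation of their deviations from the group means ran from −0.025 to 0.525, and 12 of 15 dual+ libraries were closest to the single+ library of their own animal. The animal as a replicate block is an alternative.

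Alternatives set in advance were median-of-ratios scaling (DESeq2 1.42.0), other filters, a fit of only the groups compared, only WT animals with an X number, the number's prefix as a term, the animal as a block, the edgeR likelihood ratio test and DESeq2 on recovered reads, camera with an estimated correlation, each sample left out in turn, and for single cells no sex term, no filter and a pseudocount 10 times smaller or larger. Added after seeing the data were CPM without TMM, pseudocounts of 0.1 and 2 and the edgeR quasi-likelihood test on recovered reads. Samples were regrouped in up to 100 other splits per comparison. Limma was tested on simulated data with known changes before use. This covered WT AβE3 against AβE4 and knockout against WT in each single-cell cluster tested. In the Cx3cr1 libraries at 4 h it covered dual+ against single+ AβE3, dual+ AβE3 against AβE4 and the interaction of isoform and population. The other comparisons, the count tests, the animal as a block, camera and the permutation tests were not simulated. Permutation tests used 100000 resamples or all arrangements. data.table 1.17.8 read the tables.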

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

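The tests below of endothelial and oligodendrocyte markers, of library X0104 and of receptor genes were chosen after the results were seen, and the tests of border macrophage markers and of depth before. A sample is listed here where it stood farther from the rest of its group than Dixon's test allows. Of 437 groups of 4 to 10 samples tested, 31 held such a sample, while chance would give about 1 in 20.

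In the WT microglia, AβE3 X0101 had 16.8 M reads and AβE4 F1786 47.35 M, and AβE3 X0093 had a TMM factor of 1.02, each the highest of its group. AβE4 X0108 had the lowest *Tmem119* (1477 CPM) and the highest *Neat1* (347.7). AβE4 X0103 was highest for *Tmem154* (31.7), AβE3 X0093 lowest for *Slc2a5* (317), and AβE3 X0107 highest for *A2m* (19.7) and *Lama5* (30.2). AβE4 against Aβ called 1423 genes, a comparison that the paper does not report.

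Single+ AβE4 K0118 at 4 h was highest for *Apoe* (8869 CPM), *Clec4n* (11.2) and *Il1rn* (41.0). Among single+ AβE3 libraries at 4 h, K0136 was highest for *Csf3r* (686), K0101 for *Capg* (58.1) and K0137 for *Cbr2* (11.5). Single+ AβE3 K0041 at 24 h was highest for *Cd163* (42.2) and *Mrc1* (93.6). At 24 h dual+ AβE3 K0044 was highest for *Lyve1* (797), *Ttr* (1151) and *Enpp2* (1794), the last 2 being genes of the choroid plexus. Among dual+ AβE4 libraries, K0008 was highest for *Mrc1* (3642), K0042 for *Lpl* (361) and K0043 for *Ccrl2* (417) at 24 h, and K0102 lowest for *Cxcl3* (3.49) at 4 h. At 4 h, 4 animals labelled male had *Xist* above every Y-linked gene, which the paper does not mention.

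In the single-cell means, Trem2 ko T0348 was highest for *Trem2* in table cluster 3 (4.42), WT F2030 for *Lpl* in cluster 4 (4.58), Trem2 ko T0347 for *Spp1* in clusters 4 and 5 (6.02 and 1.18) and Trem2 ko T0342 for *Cxcl16* in cluster 6 (1.96). WT F2052 was lowest for *Axl* (0.0967) and *Adgre1* (1.72) in cluster 6. The effect of the knockout on *Ccl8* in cluster 6 differed between infusions in the interaction test, by −6.05 on the log2 scale, though not without the term for sex or with no filter.

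Border macrophage markers were higher in dual+ than in single+ microglia, 12 of 12 after AβE3 at 4 h, a group of genes largely outside those that the paper discusses, although *Mrc1* is in its Supplementary Fig. 6. A larger share of such macrophages in the dual+ gate may account for it, since across 16 dual+ libraries the markers' deviations from their group means had a median correlation of 0.821, against 0.295 as the upper end of the 95% range of 1000 random lists. The homeostatic list deviated the opposite way (r = −0.807, permutation p = 1.3e-04; rho = −0.738, permutation p = 0.00161; r = −0.785 without the 2 libraries farthest from the median), so part of its fall could follow from a lower share of microglia. Whether it accounts for all of the fall is left open. Homeostatic log2 fold changes after AβE3 at 4 h ran from −5.73 to 0.04 with an SD of 1.54 against a median standard error of 0.36, which would speak against a lower share alone only if border macrophages lacked all these genes equally, and this was not measured. The sort on GFP from *Cx3cr1* would not remove border macrophages that express this receptor. Their most abundant markers in dual+ AβE3 libraries at 4 h were *Stab1* (mean 5031 CPM), *Mrc1* (5007) and *F13a1* (4239), and 1 of the 12, *Pf4*, is also in the chemokine list.

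Some choroid plexus, vascular and matrix genes were higher in WT AβE4 than AβE3 libraries, although the CD11b beads of the isolation should leave such cells behind. In all samples 6 of 10 choroid plexus, 11 of 16 endothelial, 7 of 13 mural and 16 of 23 matrix genes were called, and in the Fig. 2m libraries none of 10, 2 of 16, 3 of 13 and 10 of 22, and with an estimated correlation none of these lists passed (adjusted p = 0.424 for matrix and 0.445 for the others in all samples, 0.442 for each in the Fig. 2m libraries). If the AβE4 libraries held only fewer microglia among the same mixture of other cells, endothelial minus oligodendrocyte markers should not differ, and the values, −0.38 ± 1.33 after AβE3 and 1.03 ± 1.51 after AβE4 (n = 5 each, exact permutation p = 0.175), do not decide it. Of 40 genes of these lists called with library X0104, 15 were still called and 39 kept their direction without it. As the 40 were chosen with X0104 included and fewer libraries alone lower the number, this does not show that X0104 carries the pattern. A response of vessels to AβE4 and more vessel fragments in these sorts were not tested against each other, and both stay open.

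More genes were called higher after AβE4 (2379) than after AβE3 (909) in dual+ libraries at 4 h, a lean that depends on single libraries and the test. It turned without K0101 (2360 and 2850), K0138 or K0102, and was 37 and 39 by the quasi-likelihood test, chosen after seeing the data. Background reads at genes that these cells do not use may account for many of the genes higher after AβE4, since 155 of 311 olfactory and vomeronasal receptor genes tested (49.8%, 95% interval 44.1 to 55.5) were called higher after AβE4, against 14.6% of all genes, and none higher after AβE3. Of the 2379 genes higher after AβE4, 1913 averaged under 30.9 reads, against 5 of the 909 higher after AβE3. Lower depth is excluded as the cause, because with 7 libraries thinned to 5489679 reads each the count moved from 3076 (1024 higher after AβE3) to 2816 (702 higher after AβE3 and 2114 after AβE4).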

How the results depend on the processing

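The settings without TMM, with pseudocounts of 0.1 and 2 and with the quasi-likelihood test on recovered reads were chosen after seeing the data, and the others in advance. The quasi-likelihood test had been planned as the test of the bulk tables, on counts, and limma took its place once the tables were seen to hold CPM. Of 4421 values of the 272 single-gene results under other settings, 4026 kept their direction and side of the threshold, 256 lost the call, 77 gained one and 62 turned sign. No gene that was called turned sign. The counts of dual+ against single+ called over both infusions, and those after AβE3 at 4 h, stayed within 1.5 times under every setting. Depth limits single+ AβE4 at 4 h most (3.08 to 8.27 M reads). Each count is given with its value as reported in brackets, and the cause was not tested. The count tests (quasi-likelihood, likelihood ratio and DESeq2) leave out F1786 and dual+ K0136, so they change the test and the samples together. Limma without F1786 gave 496 genes for WT AβE3 against AβE4 in the Fig. 2m libraries, 1274 in all samples and 1005 for WT AβE4 against Aβ. The lean of dual+ AβE3 against AβE4 at 4 h toward AβE4 turned without K0101, K0102 or K0138 and by the quasi-likelihood test (39 genes higher after AβE3 and 37 after AβE4).

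In a fit of only the groups compared, WT AβE3 against AβE4 in the Fig. 2m libraries gave 313 (933), WT AβE4 against Aβ 239 (1423), dual+ AβE3 against AβE4 4 h 0 (3288), single+ AβE3 against AβE4 4 h 0 (1). With only X-numbered animals, WT AβE3 against AβE4 in the Fig. 2m libraries gave 496 (933). With the number prefix as a term, WT AβE3 against AβE4 in the Fig. 2m libraries gave 475 (933), WT AβE4 against Aβ 943 (1423). By edgeR's quasi-likelihood test, WT AβE3 against AβE4 in the Fig. 2m libraries gave 423 (933), WT AβE4 against Aβ 887 (1423), dual+ AβE3 against AβE4 4 h 76 (3288), single+ AβE3 against AβE4 4 h 0 (1), the interaction of isoform and population at 4 h 1 (0). Without a filter on genes, WT AβE3 against AβE4 in all samples gave 2229 (1419). Under filterByExpr, WT AβE3 against AβE4 in all samples gave 2229 (1419). By DESeq2, WT Aβ against scrAβ gave 2 (0), WT AβE3 against Aβ 5 (0), dual+ AβE3 against AβE4 4 h 1561 (3288), single+ AβE3 against AβE4 4 h 3 (1), the interaction of isoform and population at 4 h 3 (0), the interaction of isoform and time 106 (0). By edgeR's likelihood ratio test, WT AβE3 against Aβ gave 2 (0), dual+ AβE3 against AβE4 4 h 1560 (3288), the interaction of isoform and population at 4 h 5 (0), the interaction of isoform and time 81 (0). Over genes with at least 30.9 reads on average, dual+ 4 h against 24 h gave 5687 (9674), single+ 4 h against 24 h 4916 (10494), dual+ AβE3 against AβE4 4 h 301 (3288), single+ AβE3 against AβE4 4 h 0 (1). At a pseudocount of 0.1, dual+ AβE3 against AβE4 4 h gave 1.8e+03 (3288), single+ AβE3 against AβE4 4 h 0 (1). On median-of-ratios scaling, single+ AβE3 against AβE4 4 h gave 9 (1), the interaction of isoform and time 7 (0). On CPM without TMM, single+ AβE3 against AβE4 4 h gave 192 (1), the interaction of isoform and time 10 (0). At a pseudocount of 2, single+ AβE3 against AβE4 4 h gave 458 (1), the interaction of isoform and time 13 (0). The animal as a replicate block gave 5485 genes for dual+ against single+ AβE3 at 4 h, 3959 for AβE4 at 4 h, 1648 and 2334 at 24 h, 6932 and 3775 over both infusions and 0 in each interaction with population, and moved no count by over 1.5 times. It gave 2997 genes called after both infusions at 4 h and 3449 after 1 of them, and of single genes it changed *Capg*, *Eef2* and *Eef1b2* after AβE3 and *Ccl6* and *Clec12a* after AβE4 at 4 h to called. Camera with an estimated correlation called 5, 5, 6, 5, 5 and 5 lists in these comparisons of dual+ with single+ and 0 in every other comparison. The genes that the paper lists for WT AβE3 against AβE4 and that were called in the Fig. 2m libraries numbered 859, and without F1786 350 by the quasi-likelihood test and 558 by the likelihood ratio test.

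Without a filter on genes, knockout against WT, cluster 4 gave 24 (13), knockout against WT, cluster 5 7 (2), knockout against WT after AβE3, cluster 5 2 (1), WT cells AβE3 against AβE4, cluster 5 1 (0), knockout against WT, cluster 6 9 (5), the interaction of genotype and isoform, cluster 6 0 (1). With no term for sex, knockout against WT, cluster 3 gave 5 (49), knockout against WT after AβE3, cluster 3 3 (7), knockout against WT after AβE4, cluster 3 2 (4), knockout against WT, cluster 4 5 (13), the interaction of genotype and isoform, cluster 6 0 (1). At a pseudocount 10 times smaller, knockout against WT, cluster 4 gave 7 (13), knockout against WT, cluster 5 1 (2), the interaction of genotype and isoform, cluster 6 0 (1). At a pseudocount 10 times larger, knockout against WT after AβE3, cluster 4 gave 5 (3), knockout against WT, cluster 5 5 (2), knockout against WT after AβE3, cluster 5 3 (1). Leaving out T0343 or another sample of a group of 2 leaves 1 sample, which is assumed to vary like the others.

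Leaving out 1 library, the lowest and highest counts were as follows, with the library left out in brackets: WT AβE3 against AβE4 in the Fig. 2m libraries 277 (X0102) to 1681 (X0103) and in between 398 (X0093), 293 (X0094), 293 (X0101), 1444 (X0107), 555 (X0108), 496 (F1786); WT AβE3 against AβE4 in all samples 553 (X0102) to 1850 (X0103) and in between 840 (X0093), 754 (X0094), 704 (X0101), 933 (X0104); WT AβE4 against Aβ 266 (X0098) to 2224 (X0106) and in between 700 (X0090), 620 (X0097); dual+ against single+ AβE4 4 h 2103 (K0135) to 2795 (K0138); dual+ against single+ AβE3 24 h 907 (K0044) to 1589 (K0007) and in between 1076 (K0015); dual+ against single+ AβE4 24 h 1240 (K0008) to 1462 (K0043) and in between 1267 (K0042); dual+ AβE3 against AβE4 4 h 406 (K0137) to 5210 (K0101); single+ AβE3 against AβE4 4 h 0 (K0101) to 198 (K0126) and in between 0 (K0136), 0 (K0137), 0 (K0102), 30 (K0118), 13 (K0135), 0 (K0138); dual+ AβE3 against AβE4 24 h 0 (K0044) to 1 (K0008); the interaction of isoform and population at 4 h 0 (K0101) to 1 (K0136); the interaction of isoform and time 0 (K0137) to 63 (K0126) and in between 6 (K0101), 1 (K0136). In the single-cell means they were, knockout against WT, cluster 3 9 (T0347) to 43 (T0348); knockout against WT after AβE3, cluster 3 4 (F2030) to 12 (T0343); knockout against WT after AβE4, cluster 3 3 (F2053) to 32 (T0343); WT cells AβE3 against AβE4, cluster 3 0 (F2032) to 4 (F2052); the interaction of genotype and isoform, cluster 3 0 (F2030) to 5 (T0343); knockout against WT, cluster 4 5 (T0342) to 28 (T0348); knockout against WT after AβE3, cluster 4 1 (T0342) to 5 (T0343); knockout against WT after AβE4, cluster 4 1 (F2032) to 304 (T0343); WT cells AβE3 against AβE4, cluster 4 0 (T0342) to 1 (F2030); the interaction of genotype and isoform, cluster 4 0 (F2030) to 41 (T0343). Further, knockout against WT, cluster 5 1 (F2032) to 3 (F2030); knockout against WT after AβE3, cluster 5 1 (F2030) to 3 (T0343); knockout against WT after AβE4, cluster 5 0 (F2053) to 260 (T0343); WT cells AβE3 against AβE4, cluster 5 0 (F2030) to 1 (T0343); the interaction of genotype and isoform, cluster 5 0 (F2030) to 78 (T0343); knockout against WT, cluster 6 1 (F2030) to 10 (T0348); knockout against WT after AβE3, cluster 6 1 (F2030) to 7 (T0342); knockout against WT after AβE4, cluster 6 1 (F2030) to 71 (T0343); WT cells AβE3 against AβE4, cluster 6 0 (F2030) to 1 (F2032); the interaction of genotype and isoform, cluster 6 0 (F2030) to 37 (T0343).

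The genes whose sign turned were all uncalled. Dual+ against single+ AβE3 4 h, *Ly9* turned from 0.032 to −0.079 (median of ratios), −0.20 (no TMM), −0.082 (filter of 30.9 reads). Dual+ 4 h against 24 h, *Ifi204* turned from −0.066 to 0.13 (median of ratios), 0.19 (no TMM), 0.19 (filter of 30.9 reads), 0.02 (quasi-likelihood test), 0.02 (likelihood ratio test), 0.20 (DESeq2). Dual+ 4 h against 24 h, *Cd68* turned from −0.076 to 0.12 (median of ratios), 0.18 (no TMM), 0.18 (filter of 30.9 reads), 0.11 (DESeq2). Dual+ AβE3 against AβE4 4 h, *Cxcl11* turned from 0.018 to −0.095 (median of ratios), −0.22 (no TMM), −0.08 (pseudocount 0.1). With 1 sample left out, the lowest and highest log2 fold changes follow. Dual+ against single+ AβE3 4 h gave *Ly9* −0.38 (K0101) to 0.39 (K0137). Dual+ against single+ AβE4 4 h gave *Bloc1s1* −0.17 (K0138) to 0.29 (K0118), *St6gal1* −0.10 (K0138) to 0.57 (K0118). Dual+ 4 h against 24 h gave *Ifi204* −0.24 (K0135) to 0.05 (K0007). The interaction of isoform and population at 4 h gave *Lamp1* −0.072 (K0137) to 0.32 (K0101). Dual+ AβE3 against AβE4 4 h gave *Cxcl11* −0.44 (K0138) to 0.84 (K0137), *Capg* −0.45 (K0138) to 0.034 (K0102), *Clec5a* −0.55 (K0138) to 0.009 (K0137). Dual+ AβE3 against AβE4 24 h gave *Ttr* −1.43 (K0044) to 1.99 (K0007), *Enpp2* −1.97 (K0044) to 1.06 (K0035). Knockout against WT, cluster 4 gave *Tmem119* −0.18 (T0348) to 0.011 (T0343), *P2ry12* −0.20 (T0348) to 0.35 (T0347). Knockout against WT after AβE3, cluster 4 gave *Ccl3* −1.28 (T0347) to 0.027 (T0342), *Marco* −2.17 (F2030) to 0.54 (F2052), *Fcgr4* −0.40 (F2030) to 0.38 (F2052), *P2ry12* −0.68 (T0342) to 0 (T0347), *P2ry13* −0.39 (T0342) to 0.034 (T0347), *Tgfb1* −0.20 (T0342) to 0.023 (T0347). Knockout against WT after AβE4, cluster 4 gave *Tgfb1* −0.004 (T0348) to 0.21 (T0343). Knockout against WT after AβE3, cluster 6 gave *Ifit2* −0.098 (T0347) to 0.80 (T0342), *Ifi207* −0.043 (F2030) to 1.11 (F2052), *Ifi204* −0.19 (F2030) to 0.52 (F2052), *Ifitm3* −0.43 (F2030) to 0.66 (F2052), *Ifi27l2a* −0.27 (T0342) to 0.33 (T0347), *Cxcl16* −0.50 (T0342) to 0.75 (T0347). Knockout against WT after AβE4, cluster 6 gave *Ifi27l2a* −1.46 (F2032) to 0.62 (F2053), *Ifitm3* −1.90 (T0343) to 0.44 (T0348), *Ifit2* −3.51 (T0343) to 0.31 (T0348), *Ifi207* −1.57 (T0343) to 0.17 (T0348), *Ifi204* −2.36 (T0343) to 0.39 (T0348).

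Not run were the neuron comparison, a fit of microglia with neurons and count tests on single-cell means, as these libraries or counts were not analysed here.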

Differences from the paper's values

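The quasi-likelihood test and the pseudocounts of 0.1 and 2 named here were chosen after seeing the data, the first having been planned on counts and then run on recovered reads. It, the likelihood ratio test and DESeq2 leave out F1786 and dual+ K0136. Bulk counts are at an adjusted p under 0.05, the paper's threshold.

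For WT AβE3 against AβE4 the sample groups may be unlike. The legend of Fig. 2 gives 5 mice per group for RNA-seq and 7 for Fig. 2m. The labels name 7 AβE3 and 8 AβE4 libraries, while 5 AβE3 and 4 AβE4 libraries of the table have a value in Fig. 2m. Which libraries gave the paper's counts is not stated. Over the genes it lists, the paper's log2 fold changes had a Pearson r of 0.993 with those of the Fig. 2m libraries (Spearman rho 0.992). With X0104 added these were 0.996 and 0.997, slightly closer to the paper. In these Fig. 2m libraries, 933 genes were called against 1792 in the paper, and 441 were higher after AβE4 against the paper's 1072. Of the alternatives set before the data were examined, the first value came within 1.5 times of the paper's with no filter or filterByExpr (1352 each), without X0107 (1444) or without X0103 (1681), and the second without X0107 (782). All others stayed apart. With all samples, 427 genes were higher after AβE3 against the paper's 722. Median of ratios (588), no filter and filterByExpr (950 each), X-numbered animals only (574), the likelihood ratio test (552), DESeq2 (760), and leaving out X0107 (705), X0103 (876), X0104 (492) or F1786 (574) came within 1.5 times. A fit of only these groups (407), the number prefix as a term (423) and leaving out X0093 (369), X0094 (219), X0101 (262), X0102 (192), X0095 (329) or X0108 (437) did not. The quasi-likelihood test, chosen after seeing the values, gave 491 and called 948 of the genes that the paper lists, against 1209 by limma. The other counts of this comparison were within 1.5 times, at 492 against the paper's 722, 1419 against the paper's 1792 and 992 against the paper's 1072.

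Lower in dual+ after AβE3 at 4 h were 1945 genes, against about 1200 in Fig. 4c, read by eye. A fit of only these groups (1147), the likelihood ratio test (1769), and leaving out K0101 (1768), K0126 (1291), K0136 (1644) or K0137 (1395) came within 1.5 times, and the other alternatives set before the data were examined did not. The quasi-likelihood test (1397) and a pseudocount of 0.1 (1730), both chosen after seeing the values, also did, and the paper gives no list from which to count the genes they drop. Higher only after AβE3 were 858 genes, against about 1400 in the paper (Fig. 4e, read by eye). The gap closed in a fit of only these groups (1065), by the likelihood ratio test (1045) and without K0101 (961), K0102 (1354), K0118 (1121), K0135 (1424) or K0138 (1363). Higher only after AβE4 were 432, against about 150 in the paper (Fig. 4e, read by eye), and a fit of only these groups (189) or leaving out K0118 (217) or K0138 (142) closed it. Lower only after AβE3 were 1026, against about 360 in the paper (Fig. 4f, read by eye), which a fit of only these groups (410) or leaving out K0126 (525) or K0137 (461) closed. The remaining alternatives set before the data were examined did not close these 3 gaps.

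In the single-cell data the paper's test took cells as replicates, while samples are the replicates here. Its thresholds also differ, being a Bonferroni p under 0.05 with a natural log fold change over 0.1 in Fig. 6a and a p under 0.01 in Fig. 7, against an adjusted p under 0.05 here. Of genes higher and lower in the knockout, table cluster 3 had 13 and 36, against the paper's about 65 and about 86 (Fig. 6a, read by eye). Cluster 4 had 1 and 12 against the paper's about 65 and about 100 (Fig. 6a, read by eye). In cluster 5 there were 1 and 1 against the paper's about 60 and about 130 (Fig. 6a, read by eye), and in cluster 6 none and 5 against the paper's about 39 and about 180 (Fig. 6a, read by eye). No alternative closed these gaps.

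By infusion, cluster 4 had 0 higher and 3 lower after AβE3 against the paper's about 85 and about 140 (Fig. 7a, read by eye), and 0 and 4 after AβE4 against the paper's about 180 and about 430 (Fig. 7a, read by eye). Cluster 5 had 0 and 1 after AβE3 against the paper's about 24 and about 43 (Fig. 7b, read by eye), and 0 and 2 after AβE4 against the paper's about 31 and about 62 (Fig. 7b, read by eye). Cluster 6 had 0 and 1 after AβE3 against the paper's about 4 and about 6 (Fig. 7c, read by eye), and 0 and 1 after AβE4 against the paper's about 46 and about 200 (Fig. 7c, read by eye). Of the alternatives set before the data were examined, leaving out T0343 closed the gap for genes higher after AβE4 in cluster 4 (167), and leaving out T0342 (7) or T0343 (4) that for genes lower after AβE3 in cluster 6. No other alternative closed any of these gaps.

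Single genes also differ. The paper lists *P2ry13* as higher after AβE3, which limma called in the Fig. 2m libraries (adjusted p = 0.0447) but not with X0104 (0.0670), where no filter, filterByExpr, a fit of only these groups, the likelihood ratio test and DESeq2 call it. Its list for this comparison includes *Tmem154*, not called in the Fig. 2m libraries (adjusted p = 0.0592) but called with X0104 (0.0418). X-numbered animals only, the prefix term, leaving out F1786, the likelihood ratio test and DESeq2 call it in the Fig. 2m libraries, as do the quasi-likelihood test and CPM without TMM, chosen after seeing the values.

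The paper has *Ctss* lower in dual+ cells after both infusions at both times. At 4 h after AβE4 it did not pass (−0.65, adjusted p = 0.0733), except by median of ratios, the filter of 30.9 reads, the likelihood ratio test, DESeq2 and without K0102, and by the quasi-likelihood test and CPM without TMM, chosen after seeing the values. *Lamp1*, which the paper names as higher after AβE3 alone, passed after neither infusion (0.48, adjusted p = 0.0616, after AβE3), although the filter of 30.9 reads, the likelihood ratio test and DESeq2 call it. *Clec4e*, named in the same way, passed after both (adjusted p = 0.0191 after AβE4), but not after AβE4 by the quasi-likelihood test, chosen after seeing the values, or without K0102, K0118 or K0135. *Bloc1s1*, *St6gal1*, *Ccl6* and *Clec12a* were called after AβE3 alone and *Capg*, *Eef2*, *Eef1b2* and *Ly9* after AβE4 alone, each on the side that the paper names. With the animal as a replicate block, *Ccl6* and *Clec12a* passed after AβE4 too, and *Capg*, *Eef2* and *Eef1b2* after AβE3 too. *Ctsb*, which the paper names as an early-responding gene (4 h), leaned toward 24 h and did not pass (−0.34, adjusted p = 0.123), and no alternative turned it toward 4 h. *Apoe* and *Axl*, early in its Supplementary Fig. 6, leaned toward 4 h and did not pass (adjusted p = 0.0502 and 0.0790), although median of ratios and the filter of 30.9 reads call both.

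In the knockout the paper has *Lpl*, *Spp1* and *Cd9* lower and *P2ry12* higher in its cluster 2. In table cluster 4 none passed (−0.62, −2.23, −0.30 and 0.11, adjusted p = 0.240, 0.188, 0.620 and 0.964), apart from *Spp1* with no filter (0.0475). *Lpl* was called in cluster 3 (−1.09) and *Spp1* in cluster 6 (−2.19). *Adgre1*, lower in the knockout in the paper, passed in none of clusters 3 to 6. By infusion, *Cxcl16*, *Lpl*, *Spp1*, *Marco*, *Ly9*, *Ccl3*, *Ccl4*, *Fcgr4*, *Il1b*, *P2ry12*, *P2ry13* and *Tgfb1* were not called in cluster 4. Leaving out T0343 calls *Cxcl16*, *Lpl*, *Ly9*, *Ccl3*, *Ccl4* and *P2ry12* after AβE4, and leaving out F2052 calls *Spp1* after AβE3. None of the interferon and uptake genes that the paper names for its cluster 4 was called after AβE4 in table cluster 6, while leaving out T0343 calls *Ifit2*, *Ifi204* and *Ifitm3*. The paper has more genes changed in its clusters 2 to 4 than in 1b, while here cluster 3 had 49 and clusters 4, 5 and 6 had 13, 2 and 5, and simulated changes were recovered less often in clusters 5 and 6.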

Other observations

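The regroupings of bulk libraries below were chosen before the result was seen, and those of single-cell samples after.

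AβE4 against Aβ alone, in WT microglia (n = 5 each), called 1423 of 12261 genes, 784 higher after AβE4 and 639 lower (741 and 764 by median of ratios, 1116 and 386 on CPM without TMM, 439 and 566 in X-numbered animals, 239 genes in a fit of only these groups), so the lean of the split is not stable, while AβE3 against Aβ called none by limma (510 at an unadjusted p under 0.05; 2 by edgeR's likelihood ratio test and 5 by DESeq2). Of 32 homeostatic genes 11 were lower after AβE4 and none higher (median −0.43, adjusted p = 1.61e-09, or 0.632 with an estimated correlation), as were 3 of 12 microglia markers, 7 of 32 N-glycosylation genes and 3 of 10 MHC class II genes. Matrix genes were higher in 7 of 23 cases (17 adjusted over the list alone; median 0.83, adjusted p = 1.11e-06, or 0.632 with an estimated correlation) and endothelial markers in 4 of 16 (12 adjusted over the list alone; median 0.85). Choroid plexus markers had a median of 1.68 with 1 of 10 called (8 adjusted over the list alone). The interferon list had a median of 0.56 with none of 39 genes called (adjusted p = 0.00717, or 0.766 with an estimated correlation), and ribosomal proteins one of −0.30 with 3 of 82 lower (adjusted p = 8.02e-09, or 0.632 with an estimated correlation). Without X0098 the count was 266, without X0090 700, without X0097 620 and without X0106 2224.

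Other groupings of the same libraries show whether chance can be excluded. For WT AβE3 against AβE4 in the Fig. 2m libraries (933 genes), 3 of 100 groupings, the real one included, gave as many, the highest other 1100. With all samples (1419), 1 of 100 did (highest other 1089), and for AβE4 against Aβ (1423) 2 of 100 did (1740). Chance is therefore excluded in each at 5% for the count of the joint fit of all infusions. The lower counts of AβE3 against AβE4 in the Fig. 2m libraries and of AβE4 against Aβ in a fit of only the groups compared were not regrouped. Against Aβ alone AβE3 gave 0 (100 of 100 groupings as many, highest other 0), and Aβ against scrAβ 0 (100 of 100, highest other 69; 519 genes at an unadjusted p under 0.05 by limma, none by edgeR and 2 by DESeq2).

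Dual+ against single+ exceeded all other groupings, 1 of 35 being the real one in each group of 8 libraries. These were AβE3 at 4 h (4446, highest other 951), AβE4 at 4 h (3386, 552), AβE3 at 24 h (1802, 55) and AβE4 at 24 h (1915, 302). Among the 8, 8, 4 and 8 groupings that part as many animals' pairs of libraries, the highest others were 8, 1, 1 and 0. Over both infusions the counts were 6006 (1 of 100 groupings, highest other 3459) and 3660 (1 of 100, 1858), with 4733 and 1772 as the highest others among 100 and 64 that part as many pairs. For 4 h against 24 h, 9674 genes in dual+ (highest other 6132) and 10494 in single+ (5466) were each 1 of 100. Groupings near the real one keep much of its difference. High counts in other groupings therefore do not by themselves point to another structure of the samples. Chance is excluded for the counts over both infusions and for those between the times. In each group of 8 it is excluded only among all 35 groupings, which ignore the pairs, as the 8, 8, 4 and 8 that part as many pairs are too few for a share under 5%.

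AβE3 against AβE4 in dual+ at 4 h gave 3288 genes, 1 of 35 groupings (highest other 936), which excludes chance for the count of the joint fit. That count was 0 in a fit of only these groups, 76 by the quasi-likelihood test and 406 without K0137, and these were not regrouped. Single+ at 4 h gave 1 (6 of 35, highest other 14, with 3384 genes at an unadjusted p under 0.05), so chance is not excluded. At 24 h the counts of 0 by limma, edgeR and DESeq2 (211 and 196 genes at an unadjusted p under 0.05) had 35 of 35 groupings as high, with 111 as the highest other in dual+ and 2 in single+. The interaction of isoform and population gave 0 at 4 h (100 of 100, highest other 3051; 800 genes at an unadjusted p under 0.05 by limma, and 5 called by the likelihood ratio test, 3 by DESeq2 and 1 by the quasi-likelihood test) and 0 at 24 h (100 of 100, highest other 18; 91 at an unadjusted p under 0.05, none by edgeR or DESeq2), and that of isoform and time 0 (100 of 100, highest other 706; 3649 at an unadjusted p under 0.05, 81 by the likelihood ratio test and 106 by DESeq2). Groupings for the interactions exchange isoforms separately in dual+ and single+, or at 4 h and at 24 h. This can turn an interaction into the isoform difference itself. The counts of 3051 and 706 therefore do not by themselves point to another structure of the samples. Why another grouping of dual+ at 24 h called 111 genes was not tested.

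Knockout against WT gave 49 genes in table cluster 3, 1 of 33 groupings (highest other 7), and 13 in cluster 4, 1 of 33 (2), which excludes chance in each. It does not exclude other differences between the F-numbered WT and the T-numbered knockout animals. In cluster 5 it gave 2, 1 of 33 (1), but these are *Trem2*, the deleted gene, and *mt-Nd3*, so chance is not excluded for genes beyond *Trem2*. In cluster 6 it gave 5, 2 of 33 (highest other 12), a share of over 5%, so chance is not excluded.

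Dual+ AβE3 K0137 at 4 h had 1189 genes at 0 reads and a TMM factor of 0.836, the lowest of its group. At 4 h, 4 of 8 animals had *Xist* above every Y-linked gene in their libraries, and at 24 h 0 of 9, with all labelled male.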
